# A GPS2-like protein interacts with HOS15 and HDA6 to form a repressor complex that regulates ABA signaling and drought adaptation in *Arabidopsis*

**DOI:** 10.1016/j.xplc.2026.101843

**Published:** 2026-04-03

**Authors:** Akhtar Ali, Shah Zareen, Zein Eddin Bader, Junghoon Park, Irfan Ullah Khan, Kisuk Park, Nassem Albakri, Min Jae Bae, Ray A. Bressan, Jose M. Pardo, Dae-Jin Yun, Zheng-Yi Xu

**Keywords:** chromatin remodeling, histone acetylation/methylation, ABA signaling, GPL, HOS15, HDA6

## Abstract

Plants rely on chromatin-mediated transcriptional control to fine-tune stress responses; however, the evolutionary conservation and functional diversification of repressor complexes remain incompletely understood. Here, we identify GPS2-like protein (GPL) as the missing component of the plant counterpart of the animal nuclear receptor–corepressor complex. GPL interacts with HOS15, PWR, and HDA6/HDA9 to form a chromatin repressor module that suppresses abscisic acid (ABA)-responsive genes. Loss-of-function *gpl* mutants exhibit ABA hypersensitivity and enhanced drought tolerance, whereas *GPL* overexpression confers ABA insensitivity. Mechanistically, GPL promotes histone H3K9 deacetylation and dimethylation at stress-responsive loci and stabilizes HOS15 to ensure its nuclear retention. Global RNA sequencing reveals widespread derepression of ABA-responsive transcriptional networks in *gpl* mutants. Under stress conditions, ABA destabilizes the GPL–HOS15 complex, relieving repression and activating defense-related genes. These findings establish GPL as the plant homolog of GPS2 and reveal that the GPL–HOS15 repressor complex functions as a chromatin-mediated rheostat to dynamically balance growth and drought adaptation. Our work provides mechanistic insight into stress-responsive chromatin remodeling and identifies GPL as a potential target for engineering climate-resilient crops.

## Introduction

Plants, as sessile organisms, must dynamically adapt their growth, development, and physiology to fluctuating environmental conditions, including abiotic stresses such as drought, salinity, and temperature extremes, as well as biotic challenges such as pathogen attack (Oh et al., 2012; Wu et al., 2012; Zhu, 2016). These adaptive responses are regulated by intricate molecular mechanisms, with plant hormones playing central roles in coordinating biochemical and physiological processes (Verma et al., 2016; Waadt et al., 2022). Among these hormones, abscisic acid (ABA) acts as a key regulator of stress responses and developmental programs, including seed maturation, embryo morphogenesis, stomatal movement, and flowering time (Cao et al., 2011; Collin and Daszkowska-Golec, 2025; Wei et al., 2025). Elucidating the molecular machinery underlying ABA-mediated stress adaptation is therefore essential for developing climate-resilient crops, a pressing need in the face of global environmental challenges (Rivero et al., 2022; Xiong et al., 2022).

Epigenetic regulation, including chromatin remodeling and histone modification, is a key mechanism by which plants fine-tune gene expression in response to environmental cues (Kim et al., 2015; Asensi-Fabado et al., 2017; Tresas et al., 2025). In *Arabidopsis*, the WD40-repeat protein HOS15 functions as a substrate receptor of the DDB1–CUL4 E3 ubiquitin ligase complex, targeting key regulators such as OPEN STOMATA 1 (OST1) and DROUGHT-INDUCED LIKE 19 (DIL9) for degradation, thereby negatively modulating ABA signaling and drought responses (Ali et al., 2019; Zareen et al., 2025). Beyond its role in protein turnover, HOS15 forms multifunctional complexes with POWERDRESS (PWR) and HISTONE DEACETYLASE 9 (HDA9), contributing to chromatin remodeling and transcriptional reprogramming in processes such as stress adaptation, pathogen defense, flowering-time regulation, and microRNA biogenesis (Park et al., 2018a, 2019, 2023; Suzuki et al., 2018; Ali and Yun, 2020; Lim et al., 2021, 2023; Zareen et al., 2022). In addition, HOS15 interacts with HISTONE DEACETYLASE 2C (HD2C) to regulate cold stress responses, NON-EXPRESSOR OF PR1 (NPR1) to modulate immunity, and GIGANTEA (GI) to control flowering, underscoring its central and versatile role in plant regulatory networks (Park et al., 2018a; Shen et al., 2020; Ahn et al., 2023).

In animal systems, the nuclear receptor (NR)–corepressor complex—comprising NCoR1, HDAC3, TBL1, and GPS2 (G-protein Pathway Suppressor 2)—regulates gene expression across diverse physiological processes, including metabolism, cell proliferation, DNA repair, apoptosis, brain development, and breast cancer (Zhang et al., 2002; Yoon, 2003; Rosenfeld et al., 2006; Karagianni and Wong, 2007; Huang et al., 2015; Ferrero et al., 2025). Although plant homologs of NCoR1 (PWR), HDAC3 (HDA9), and TBL1 (HOS15) have been identified (Park et al., 2018a; Mayer et al., 2019; Lim et al., 2021), the plant counterpart of GPS2 has remained unknown, limiting our understanding of the evolutionary conservation and functional adaptation of this repressor complex in plants.

Here, we identify GPS2-like (GPL; AT3G47850) as a novel HOS15-interacting protein homologous to human GPS2, thereby completing the plant equivalent of the NR–corepressor complex. Our findings reveal that GPL and HOS15 exhibit interdependent protein stability, as loss of either protein leads to destabilization of the other. Similar to *hos15-2* mutants, *gpl* loss-of-function mutants display severe growth defects, hypersensitivity to ABA and salt stress, and enhanced drought resistance, indicating that GPL and HOS15 function within a shared regulatory pathway. Global RNA sequencing (RNA-seq) analyses demonstrate that GPL represses ABA-responsive genes, such as *AHG3*, *RD20*, and *RD29A*, through epigenetic mechanisms, as evidenced by reduced DNA methylation and increased histone H3K9 acetylation in *gpl* mutants. These results establish the GPL–HOS15 complex as a dynamic epigenetic rheostat that modulates ABA signaling and drought responses, offering insight into transcriptional reprogramming during plant stress adaptation and potential avenues for engineering stress-resilient crops.

## Results

### GPL, a novel HOS15 interactor and plant homolog of GPS2

HOS15, a WD40-repeat protein, is a key regulator of ABA signaling and drought stress responses. It functions as a substrate receptor of the DDB1–CUL4 E3 ubiquitin ligase complex, targeting proteins such as OST1 for degradation (Ali et al., 2019). Additionally, HOS15 forms a transcriptional corepressor complex with PWR and HDA9, modulating chromatin structure to regulate gene expression during stress adaptation, flowering, and other developmental processes (Suzuki et al., 2018; Mayer et al., 2019; Zareen et al., 2022; Lim et al., 2023). To further investigate the HOS15 regulatory network, we reanalyzed our previously reported HOS15 immunoprecipitation–mass spectrometry (IP–MS) dataset to identify novel interacting partners (Park et al., 2018b). Among the identified proteins, AT3G47850 stood out due to its 26.7% sequence similarity and structural resemblance to human GPS2, a core component of the animal NR–corepressor complex (Supplemental Figures 1 and 2; Zhang et al., 2002; Huang et al., 2015). We designated this protein GPS2-like (GPL). Phylogenetic analysis revealed that GPL is conserved as a single-copy gene across plant species, underscoring its evolutionary significance (Supplemental Figure 3 and Supplemental Table 1). In animals, GPS2 interacts with NCoR1, HDAC3, and TBL1 to form the NR–corepressor complex, which represses gene expression in processes such as metabolism and cell proliferation (Zhang et al., 2002; Yoon, 2003; Ferrero et al., 2025). To test whether GPL functions within a similar complex in plants, we investigated its interactions with the *Arabidopsis* homologs of these components: HOS15 (homolog of TBL1), PWR (homolog of NCoR1), and HDA9 (homolog of HDAC3). Yeast two-hybrid (Y2H) assays confirmed that GPL physically interacts with HOS15, PWR, and HDA9 (Figure 1A). The interaction between HOS15 and GPL was further validated by co-immunoprecipitation (co-IP) assays in both transient expression systems and stable *Arabidopsis* transgenic lines (Figures 1B and 1C). Furthermore, IP–MS analysis reconfirmed that GPL interacts with HOS15, PWR, histone deacetylases HDA9 and HDA6, RPN1A, a 26S proteasome regulatory subunit, and several other proteins, including transcription factors, highlighting the involvement of GPL in epigenetic regulation (Supplemental Figure 4 and Supplemental Table 2). These findings establish GPL as the plant homolog of GPS2 and suggest that it forms a corepressor complex with HOS15, PWR, and HDA9/HDA6. This complex likely plays a critical role in the epigenetic regulation of target loci, thereby bridging plant and animal chromatin remodeling pathways and expanding our understanding of HOS15’s multifaceted regulatory functions.

**Figure 1:**
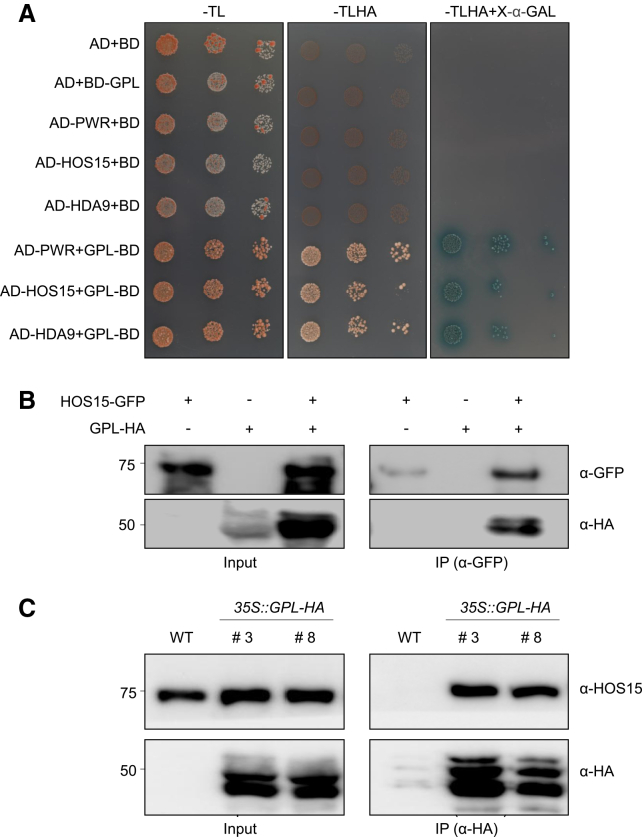
GPL interacts with HOS15, HDA9, and PWR. **(A)** GPL physically interacts with PWR, HOS15, and HDA9. A Y2H assay was performed using HOS15, PWR, and HDA9 as prey and GPL as bait to assess their interactions. Empty vectors (AD or BD) were used as negative controls. Yeast cells were grown for 5 days on media supplemented with X-α-GAL but lacking TL, TLHA, or TLHA, after which images were taken. **(B)** GPL interacts with HOS15 as shown by co-immunoprecipitation. GPL-HA and HOS15-GFP were transiently co-expressed in tobacco leaves. After 3 days, total proteins were extracted from leaves and immunoprecipitated with anti-GFP antibodies. Immunoblot analysis was performed using anti-GFP and anti-HA antibodies. **(C)** GPL interacts with HOS15 in *Arabidopsis*. Total proteins were extracted from 10-day-old *35S*::*GPL-HA Arabidopsis* seedlings and immunoprecipitated with anti-HA antibodies. Immunoblot analysis was performed using anti-HA and anti-HOS15 antibodies. WT plants were used as a control.

### Loss-of-function *gpl* mutants display ABA hypersensitivity and enhanced drought resilience

Our previous studies have shown that *hos15-2* mutants exhibit ABA hypersensitivity and enhanced drought resistance, whereas *pwr* and *hda9* mutants display ABA insensitivity and drought sensitivity (Ali et al., 2019; Baek et al., 2020; Khan et al., 2020). Given that GPL interacts with HOS15, PWR, and HDA9 within a plant NR–corepressor complex analog (Figure 1A and Supplemental Table 2), we hypothesized that GPL also plays an important role in regulating ABA signaling and stress responses. To test this hypothesis, we generated *gpl* loss-of-function mutants using the CRISPR–Cas9 system by targeting the *GPL* gene (AT3G47850) (Supplemental Figure 3A). The mutants were validated by genotyping and sequencing to confirm targeted disruptions (Supplemental Figures 4B and 3C). Phenotypic analysis revealed that *gpl* mutants exhibited dwarfism and early flowering, resembling the *hos15-2*, *pwr*, and *hda9* mutants (Supplemental Figures 5D–5G; Lim et al., 2023). Notably, overexpression of *GPL* in the *gpl-1* mutant background fully rescued these phenotypic defects (Supplemental Figures 5F–5I).

To assess the role of GPL in ABA signaling, we evaluated *gpl* mutants for ABA sensitivity during germination and root growth. Compared with wild-type (WT) Columbia-0 (Col-0) plants, *gpl* mutants displayed pronounced ABA hypersensitivity, as indicated by reduced germination rates and inhibited root elongation under ABA treatment (Figures 2A and 2B; Supplemental Figure 6). In contrast, GPL overexpression lines were insensitive to ABA treatment during germination, supporting the role of GPL as a negative regulator (Supplemental Figures 7A and 7B). To further examine the role of GPL in drought stress, we subjected *gpl* mutants to a 14-day water-withholding assay followed by rewatering. The *gpl* mutants exhibited significantly greater drought tolerance than WT plants, with higher survival rates (Figure 2C), whereas GPL overexpression lines showed WT-like responses to dehydration (Supplemental Figure 7C). This drought resilience in *gpl* mutants was associated with enhanced stomatal closure in response to ABA, as observed in leaf epidermal fragments (Figures 2D and 2E; Supplemental Figures 7D and 7E), suggesting that more rapid stomatal closure contributes to their drought-tolerant phenotype.

**Figure 2:**
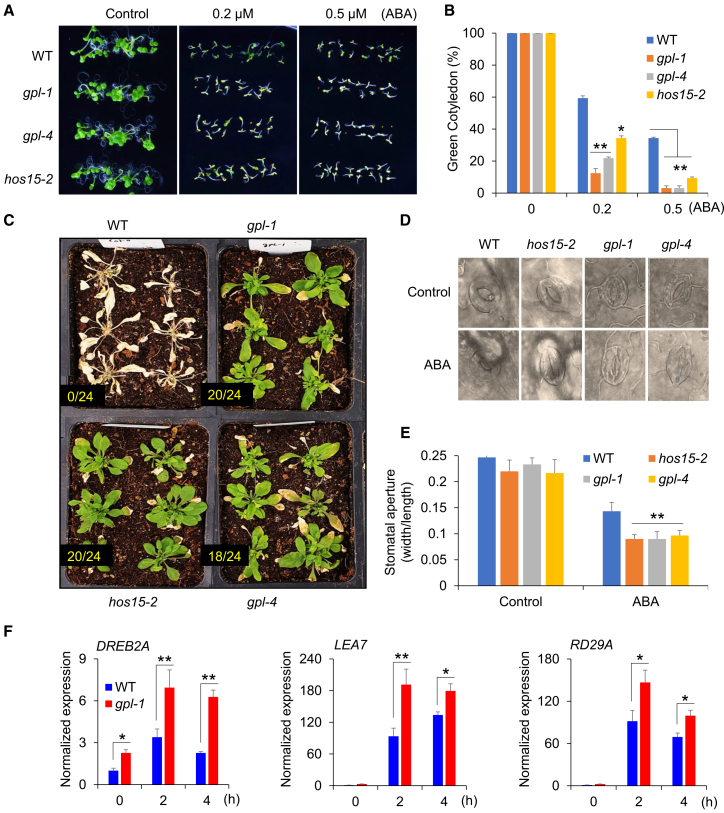
*GPL*-CRISPR lines are ABA hypersensitive and drought resilient. **(A)** The *GPL* mutation confers ABA hypersensitivity during germination. Seeds of WT (Col-0), *hos15-2*, and *gpl* mutants were germinated on ½ MS medium supplemented with the indicated concentrations of ABA (μM) in a long-day chamber at 22°C. Photographs were taken on day 6 (control) and day 10 (ABA) after germination. The *hos15-2* mutant was used as an experimental control. **(B)** Green cotyledons were counted after 7 days. Error bars represent SE (*n* = 3 independent experiments, each with three replicates). Statistical significance was determined by Student’s *t-*test (∗*p* < 0.05, ∗∗*p* < 0.01). **(C)***gpl* loss-of-function mutants exhibit enhanced tolerance to dehydration stress. Seeds of WT, *hos15-2*, and *gpl* mutants were germinated on ½ MS medium for 1 week and then transferred to soil. Drought-tolerance assays were performed on 3-week-old plants by withholding water for 14 days followed by rewatering. Photographs were taken 3 days after rewatering. The *hos15-2* mutant served as the control. Survival rates were measured using two pots per genotype after the drought treatment. **(D)***gpl* mutants exhibit rapid stomatal closure upon exposure to ABA (10 μM). The *hos15-2* mutant was used as a positive control. **(E)** Stomatal size (width/length) was measured using ImageJ software, with error bars representing SE (*n* = 10 stomata per genotype). Statistical significance was determined by Student’s *t-*test (∗∗*p* < 0.01). **(F)** GPL represses ABA- and drought-responsive genes. Expression of stress-related genes was analyzed in WT and *gpl-1* mutant plants. Seeds of WT and *gpl-1* were grown on ½ MS medium for 7 days and then treated with 50 μM ABA at room temperature for 0, 2, and 4 h. After treatment, total RNA was extracted, and RT–qPCR analysis was performed. *UBQ5* was used as the internal control. Error bars represent SE. Statistical significance was determined by Student’s *t-*test (∗*p* < 0.05, ∗∗*p* < 0.01).

To investigate the molecular basis underlying these phenotypes, we analyzed the expression of ABA- and drought-responsive genes in *gpl* mutants. Genes such as *DREB2A*, *LEA7*, and *RD29A* were significantly upregulated in *gpl* mutants compared with WT following ABA treatment (Figure 2F), supporting a role for GPL as a transcriptional repressor. These findings align with the ABA hypersensitivity and drought resistance observed in *hos15-2* mutants (Ali et al., 2019) but contrast with the ABA insensitivity and drought sensitivity of *pwr* and *hda9* mutants (Baek et al., 2020; Khan et al., 2020). Collectively, these results demonstrate that, similar to HOS15, GPL functions as a negative regulator of ABA signaling and enhances drought resilience, likely through its incorporation into the HOS15–PWR–HDA9/HDA6 repressor complex, with distinct contributions to stress-response pathways.

### Interdependent stability and ABA-mediated regulation of GPL and HOS15

Our previous work demonstrated that HOS15 stability depends on functional PWR and HDA9, key components of a plant NR–corepressor complex analog (Lim et al., 2023). Given that GPL interacts with HOS15, PWR, and HDA9 (Figures 1A–1C), we hypothesized that GPL and HOS15 may also reciprocally regulate each other’s stability. To test this, we generated *35S*::*GPL-HA* transgenic lines in both WT and *hos15-2* backgrounds. Immunoblot analysis revealed significantly reduced GPL protein levels in *hos15-2* compared with WT, indicating that HOS15 is required for GPL stability (Figure 3A). Treatment with the proteasome inhibitor MG132 prevented GPL degradation, whereas the protein synthesis inhibitor cycloheximide (CHX) accelerated its decay, supporting proteasome-mediated regulation of GPL (Supplemental Figure 8). Conversely, increased HOS15 levels stabilized the GPL protein (Figure 3B). Together, these results identify HOS15 as a key determinant of GPL stability. Given their roles in ABA signaling, we next examined the effects of ABA on GPL and HOS15 stability (Ali et al., 2019). In 10-day-old *35S*::*GPL-HA* seedlings treated with ABA for 16 h in the presence of CHX, GPL protein was completely degraded, and HOS15 protein levels were similarly compromised (Figure 3C). This coordinated destabilization suggests that ABA triggers dissociation of the GPL–HOS15 complex, enabling rapid stress responses. Because HOS15 interacts with HISTONE DEACETYLASE 6 (HDA6) (Park et al., 2018a) and both *hos15-2* and *hda6* mutants exhibit ABA hypersensitivity (Chen et al., 2010; Luo et al., 2012; Ali et al., 2019), we next investigated whether GPL also interacts with HDA6. Co-IP using anti-HA antibodies in *35S*::*GPL-HA* seedlings confirmed that GPL associates with both HDA6 and HOS15, and ABA treatment partially weakened these interactions (Figure 3D). To further explore GPL’s role in stabilizing this complex, we examined HOS15 and HDA6 protein levels in *gpl* mutants. Both proteins were significantly reduced in *gpl* mutants compared with WT (Figure 3E). Moreover, the interaction between HOS15 and HDA6 was abolished in *gpl* mutants, indicating that GPL is essential for maintaining the integrity of this repressor complex (Figure 3F). Consistent with this, nuclear–cytoplasmic fractionation and chromatin immunoprecipitation (ChIP) assays revealed that both nuclear accumulation of HOS15 and its binding to the promoters of ABA-responsive genes (RD29A and RD20) were compromised in *gpl* mutants (Figures 3G and 3H). To distinguish effects on nuclear localization from those on protein stability, *gpl* mutants were treated with the proteasome inhibitor MG132 to restore HOS15 protein levels to those observed in WT plants. Indeed, MG132 treatment stabilized HOS15 in *gpl* mutants (Supplemental Figure 9A). However, ChIP–qPCR analyses revealed that, even when HOS15 abundance was restored to WT levels (*gpl* + MG132), its association with target loci (e.g., *RD29A*) remained reduced in *gpl* mutants (Supplemental Figure 9B). These findings demonstrate that GPL not only stabilizes HOS15 but also promotes its transcriptional regulatory activity, highlighting their interdependent roles in the epigenetic regulation of the ABA pathway.

**Figure 3:**
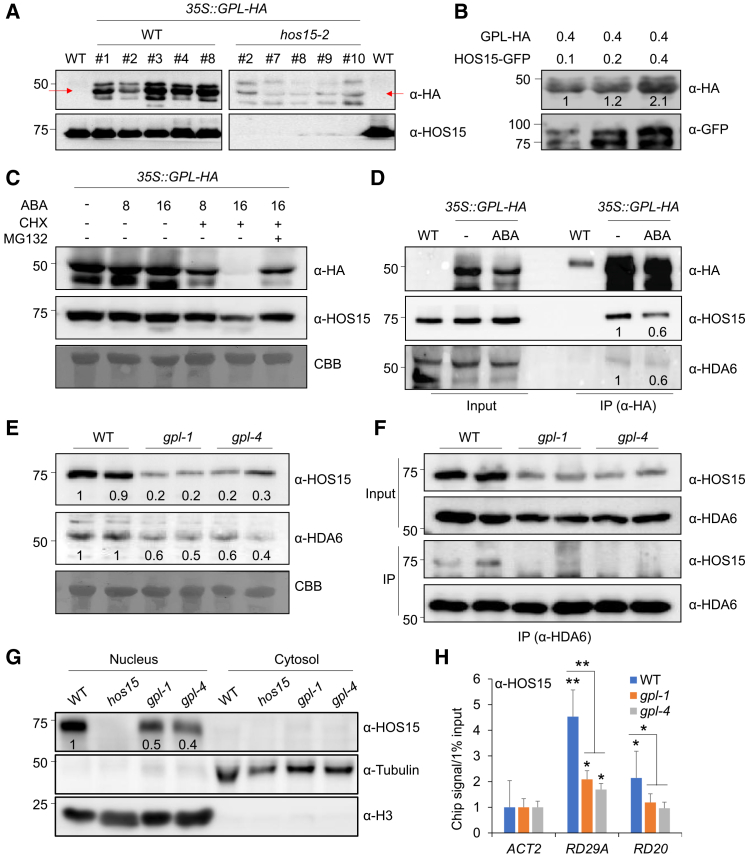
GPL and HOS15 reciprocally regulate each other’s stability. **(A)** HOS15 function is required for GPL stability. Total proteins were extracted from 10-day-old transgenic lines expressing *35S*::*GPL-HA* in WT and the *hos15-2* background. Immunoblot analysis was performed using anti-HA and anti-HOS15 antibodies. Red arrows indicate GPL-HA (numbers denote independent transgenic lines). **(B)** HOS15 promotes GPL protein accumulation. GPL and HOS15 were transiently expressed in tobacco leaves, with GPL kept constant (OD 0.4) while HOS15 levels were gradually increased. Total proteins were extracted and immunoblotted with anti-HA and anti-GFP antibodies. **(C)** GPL is destabilized upon ABA treatment. Total proteins were extracted from 10-day-old *35S*::*GPL-HA-*expressing *Arabidopsis* seedlings treated with ABA (50 μM) and CHX for the indicated times (h). Immunoblot analysis was performed using anti-HA and anti-HOS15 antibodies. Coomassie Brilliant Blue (CBB) staining was used as a loading control. **(D)** GPL interacts with HOS15 and HDA6 in *Arabidopsis*. Ten-day-old *35S*::*GPL-HA-*expressing *Arabidopsis* seedlings were treated with or without 50 μM ABA for 4 h. Total proteins were extracted and immunoprecipitated with anti-HA antibodies. Immunoblot analysis was performed using anti-HA, anti-HOS15, and anti-HDA6 antibodies. WT was used as a control. **(E)** HOS15 and HDA6 proteins are destabilized in *gpl* mutants. Total proteins were extracted from 10-day-old seedlings of WT and *gpl* mutants (two lanes indicate two biological replicates). Immunoblot analysis was performed using anti-HOS15 and anti-HDA6 antibodies. CBB staining was used as a loading control. **(F)** The interaction between HOS15 and HDA6 is impaired in *gpl* mutants. Total proteins were extracted from 10-day-old seedlings of WT and *gpl* mutants and immunoprecipitated with anti-HDA6 antibodies. Immunoblot analysis was performed using anti-HOS15 and anti-HDA6 antibodies (two lanes indicate two biological replicates). **(G)** GPL function is required for HOS15 nuclear retention. Total proteins were extracted from 10-day-old seedlings of WT (Col-0) and *gpl* mutants. Immunoblot analysis was performed using anti-HOS15 antibodies. Histone H3 and tubulin were used as nuclear and cytosolic loading controls, respectively. **(H)** The association of HOS15 with the *RD29A* and *RD20* promoters is reduced in *gpl* mutants. The promoter regions of *RD29A* and *RD20* were analyzed by ChIP–qPCR. ChIP assays were carried out using anti-HOS15 antibodies. ACTIN2 served as the internal control. Error bars represent SE. Statistical significance was determined by Student’s *t-*test (∗*p* < 0.05, ∗∗*p* < 0.01).

### GPL negatively regulates the ABA-responsive transcriptional network

The ABA hypersensitivity and enhanced drought resilience of *gpl* mutants (Figures 2A–2D), together with the interaction of GPL with HOS15 and HDA6—both known regulators of histone modification (Park et al., 2018a; Figure 3D and Supplemental Table 2)—led us to hypothesize that GPL modulates ABA-responsive gene expression through epigenetic mechanisms, specifically histone modification. To test this, we conducted global RNA-seq analysis of WT and *gpl-1* mutant plants, with and without ABA treatment (Supplemental Dataset 1). 

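The RNA-seq experiment covered 4 groups, WT and gpl-1 seedlings each with and without ABA, with 3 libraries per group. The methods give 14-day-old seedlings with about 40 pooled per sample, whereas the sample records give 8 young plants and an ABA treatment of 2 h; the ABA concentration of this experiment is not given in the text of the article or of the supplements used here. The authors aligned the paired-end reads to TAIR10 with Bowtie2 and counted them with featureCounts 2.0.1. The deposited counts used here are totals per gene biotype, for 9 biotypes, and not counts per gene. According to the command line kept in each file, read pairs were counted as fragments over exons without regard to strand, both mates had to map, chimeric pairs were left out, and pairs marked as PCR duplicates were not excluded, although the sample records describe a strand-specific library. The counts are not normalized, and each was divided here by the library's total and scaled to counts per 1000000 (CPM).
The totals were 31092645, 31178371 and 24916053 fragments for replicates 1, 2 and 3 of WT, 31710048, 32095090 and 24735276 for WT with ABA, 34329165, 34239549 and 26291240 for gpl-1, and 32544126, 32675497 and 26660322 for gpl-1 with ABA. Protein-coding genes took between 99.1% and 99.4% of the counts in every library. Replicates 1 and 2 were close to each other in every group. A chi-square test over the 9 biotypes gave a chi-square divided by its degrees of freedom of 0.908 in WT, 0.815 in WT with ABA and 1.55 in gpl-1, where sampling noise alone stays under 1.94 in 95% of pairs. In gpl-1 with ABA the ratio was 2.31, above that limit. Against replicate 3, the ratio was between 384 and 3968 in the 4 groups. Replicates 1 and 2 were counted as 1 sample in every group, so that each group has n = 2. This was decided after the ratios were seen and includes gpl-1 with ABA, although its pair exceeded the limit. With n = 2 per group, a two-sided exact permutation test of 1 group against another cannot give a p below 0.33. With the 3 libraries counted separately, it cannot give a p below 0.10. For that reason no difference in biotype shares between groups was called. A test over all 4 groups together was not run.
The rRNA share was 3714 CPM in replicates 1 and 2 of WT and 1573 in replicate 3. Its mean was 2643 ± 1514 CPM in WT, 1325 ± 298 in WT with ABA, 2109 ± 871 in gpl-1 and 1809 ± 716 in gpl-1 with ABA (SD, n = 2 each). Compared within replicates 1 and 2 and within replicate 3, the rRNA share moved the same way in all 4 comparisons, which share groups and are not independent. Over the 7 biotypes other than protein-coding genes and snRNA, the direction was the same in 13 of 28 cases, where no change at all would give about 14, and rRNA is the one of them with the same direction in all 4. Outside these 7, snRNA, with 10 to 27 counts per library, also had the same direction in all 4, and protein-coding genes did not. The log2 ratios of rRNA were -1.27 and -0.50 for ABA in WT, -0.24 and -0.20 for ABA in gpl-1, 0.59 and 0.22 for gpl-1 against WT with ABA, and -0.45 and -0.07 for gpl-1 against WT without ABA. Transposable elements took 1647 ± 60.8 CPM in WT, 1463 ± 133 in WT with ABA, 1642 ± 219 in gpl-1 and 1530 ± 41.4 in gpl-1 with ABA (SD, n = 2 each). Their share moved in opposite ways in replicates 1 and 2 and in replicate 3 for ABA in gpl-1 (log2 ratios of -0.26 and 0.07) and for gpl-1 against WT without ABA (0.09 and -0.11). It moved the same way for ABA in WT (-0.30 and -0.04) and for gpl-1 against WT with ABA (0.13 and 0.0026). At these totals, counting error is small: the 95% Wilson interval of the rRNA share in replicate 1 of WT runs from 3696 to 3739 CPM, and it covers counting error only.

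**Figure D1:**
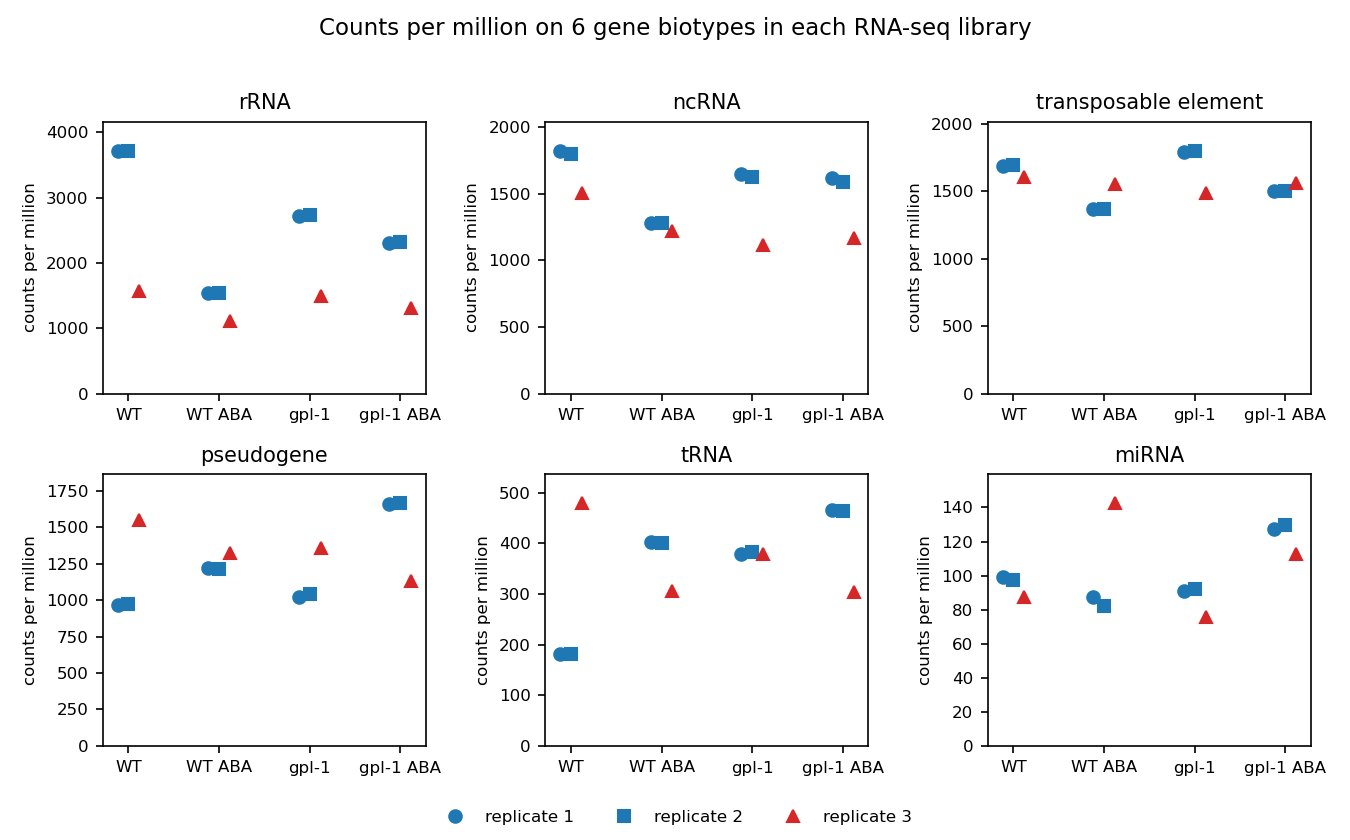
CPM (vertical axes, each from 0) on 6 gene biotypes in each library of the 4 groups (horizontal axes). Circles and squares are replicates 1 and 2, and triangles are replicate 3; in WT the rRNA share is 3714 CPM for replicates 1 and 2 together and 1573 for replicate 3.

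Gene-level values were taken from Supplemental Dataset 1, of which the first 1999 of the paper's 33602 rows were used. These rows follow the order of the gene identifiers and all lie on chromosome 1. They list replicates 1 and 2 of each group. Fold changes and row counts were computed here from the paper's values, as log2(value + 1) of the mean of both replicates, and a row was counted as changed where the log2 fold change was above 1 or below -1, the fold limit of the methods. No test was made, since the replicates behind these columns were counted as 1 sample. For the same reason, leaving out 1 of these libraries at a time can move the counts little. It does not show how they would hold in other samples.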

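In the first 1999 rows of Supplemental Dataset 1, the comparison of gpl-1 with WT after ABA treatment gave 149 rows more than 2-fold higher in gpl-1 and 127 rows more than 2-fold lower. Between replicates 1 and 2 of WT with ABA, 0 rows differed by more than 2-fold, and between those of gpl-1 with ABA, 2 rows did. Leaving out 1 library at a time gave 148 to 151 rows higher and 126 to 129 rows lower. The balance between higher and lower rows depended on the processing. With a pseudocount of 0.1 there were 220 rows higher and 231 lower, and after division of each column by its median ratio to the row means there were 175 higher and 98 lower.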

RNA-seq analysis revealed that ABA-responsive genes were significantly upregulated in *gpl-1* mutants compared with WT following ABA treatment (Figure 4A and Supplemental Figure 10). 

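In WT, ABA treatment raised 47 and lowered 80 of the 1999 rows by more than 2-fold, so 37.0% of the 127 changed rows were higher. With each library left out in turn, the rows raised ranged from 46 to 49 and the rows lowered from 76 to 78. The widest change came with a pseudocount of 0.1, which gave 78 rows higher and 130 lower, at a split of 37.5% higher. Over the settings tried, the split ranged from 32.2% to 40.2% higher.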

In ABA-treated WT plants, 3,003 differentially expressed genes (DEGs) were identified, including 986 (32.8%) upregulated and 2,017 (67.2%) downregulated genes (Figure 4B). In contrast, 6,069 DEGs were identified in ABA-treated *gpl-1* plants, including 3,617 (59.6%) upregulated and 2,452 (40.4%) downregulated genes (Figure 4B). 

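In gpl-1, the same count over the 1999 rows gave 170 rows more than 2-fold higher with ABA and 109 rows more than 2-fold lower, so 60.9% of the 279 changed rows were higher. Leaving out 1 library at a time kept the split between 59.2% and 60.9% higher. The split was 55.0% higher with a pseudocount of 0.1, 62.8% over rows with a mean of at least 5 in 1 or more groups, and 66.4% higher after division of each column by its median ratio to the row means. Changed rows were thus mostly lower with ABA in WT and mostly higher with ABA in gpl-1 under each of these settings. Among the settings, leaving out a library is a weak check, because replicates 1 and 2 were counted as 1 sample. Whether a single row's response differed between the genotypes cannot be tested with 1 sample per group.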

Notably, key ABA-responsive genes—including *ABI1*, *ABI2*, and *AHG3* (a protein phosphatase gene); *ABFs* and *ABI5* (transcription factors); and stress response marker genes *RD20*, *RD29A*, and *DREB2A*—were strongly induced in the *gpl-1* mutant compared with WT (Figures 4C and 4D; Supplemental Figure 11; Supplemental Dataset 1). Together, these results indicate that GPL functions as a negative regulator of ABA-responsive gene expression.

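The response to ABA in gpl-1 minus the response in WT was above 1 on the log2 scale in 202 of the 1999 rows and below -1 in 178. With a pseudocount of 0.1 these numbers were 277 and 290, and after division of each column by its median ratio they were 236 and 137. One of the rows is HAI2 (AT1G07430), a gene for a clade A protein phosphatase 2C, on chromosome 1 from 2280746 to 2282828 in TAIR10.1. The paper's values for HAI2 are 1.43 ± 0.30 in WT, 10.8 ± 0.37 in WT with ABA, 0.326 ± 0.022 in gpl-1 and 62.7 ± 0.17 in gpl-1 with ABA (SD of replicates 1 and 2, which were counted as 1 sample). The log2 fold change with ABA computed from them was 2.28 in WT and 5.59 in gpl-1, a difference of 3.30. With a pseudocount of 0.1, which weighs more where values are low as in gpl-1 without ABA, these were 2.84, 7.20 and 4.37. From the numbers of genes induced in each genotype and from the induction of ABA-responsive genes in gpl-1, the paper concludes that GPL acts as a negative regulator of these genes. The paper also measured that induction by RT-qPCR, for RD29A, RD20 and AHG3 in younger seedlings, so its conclusion does not rest on RNA-seq alone.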

**Figure 4:**
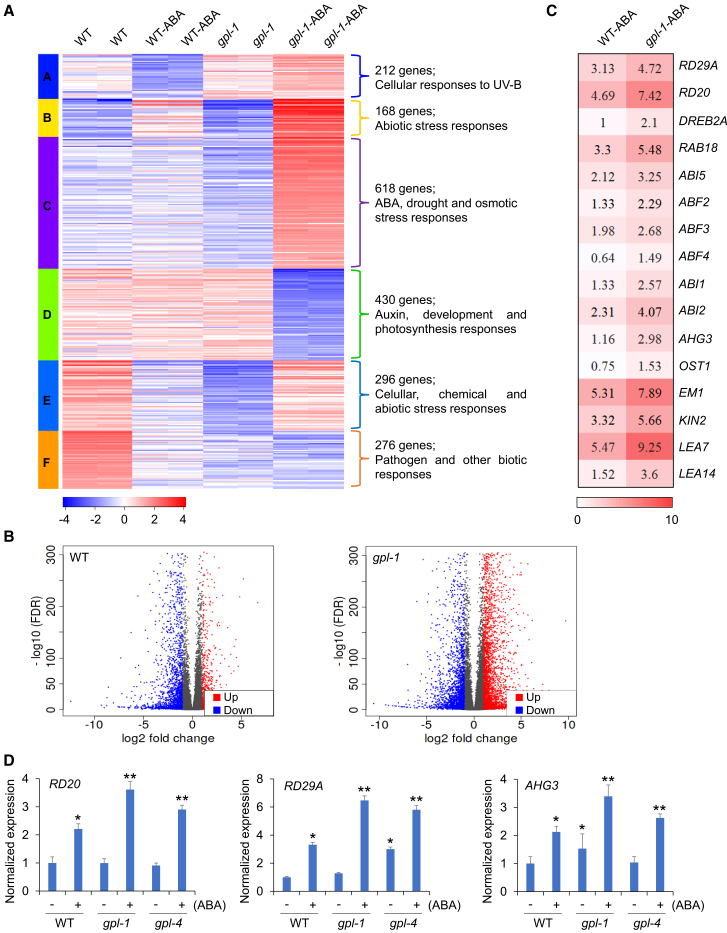
GPL represses ABA-responsive genes. **(A)** Heatmap of DEGs between WT and *gpl-1* mutants with or without ABA treatment. ABA- and abiotic stress-responsive genes are strongly upregulated in *gpl* mutants, whereas genes related to auxin signaling, growth and development, and pathogen and other biotic stress responses are downregulated. Expression values are shown as gene-wise *Z* scores (genes centered by subtracting the mean and scaled by the standard deviation, with values capped at ±3). Clusters “A” to “F” on the left border represent different clusters (see Supplemental Figure 10 for Gene Ontology terms associated with each cluster). **(B)** Volcano plot showing significantly upregulated and downregulated genes (FDR < 0.05) in WT and *gpl-1* plants upon ABA treatment. In WT plants, 3,003 DEGs were identified, including 986 (32.8%) upregulated and 2,017 (67.2%) downregulated genes. In *gpl-1* plants, 6,069 DEGs were identified, including 3,617 (59.6%) upregulated and 2,452 (40.4%) downregulated genes. **(C)** Heatmap of selected ABA-responsive genes in WT and *gpl-1* based on RNA-seq data. ABA-responsive genes were strongly upregulated in *gpl* mutants compared with WT (fold changes indicated). Color intensity represents log_2_-transformed fold-change values, with higher positive values shown in warmer colors and negative values in cooler colors. **(D)** GPL represses the expression of ABA-responsive genes. Expression levels of *RD29A*, *RD20*, and *AHG3* were analyzed in WT and *gpl-1* mutant plants. Seven-day-old seedlings were treated with or without 50 μM ABA on MS medium at room temperature for 4 h. Total RNA was extracted, and RT–qPCR analysis was performed. *UBQ5* served as the internal control. Error bars represent SE. Statistical significance was determined by Student’s *t-*test (∗*p* < 0.05, ∗∗*p* < 0.01).

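Of the genes in Figure 4C, LEA14 lies in the part of Supplemental Dataset 1 used here. LEA14 (AT1G01470), a gene for a late embryogenesis abundant protein, is on chromosome 1 from 171525 to 172948 in TAIR10.1. The paper's values for it are 89.7 ± 0.63 in WT, 267 ± 1.8 in WT with ABA, 72.5 ± 0.53 in gpl-1 and 1085 ± 2.6 in gpl-1 with ABA (SD of replicates 1 and 2). The log2 fold change with ABA computed from these values was 1.56 in WT and 3.88 in gpl-1. After ABA treatment LEA14 was 4.05-fold higher in gpl-1 than in WT. Each of these differences is larger than the spread between replicates 1 and 2, which were counted as 1 sample, so none has a test behind it.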

### GPL regulates histone H3K9 modification at the promoters of ABA-responsive genes

In parallel with the RNA-seq analysis, we next asked whether GPL directly associates with the promoters of key ABA-responsive genes. To test this, a ChIP assay was carried out using anti-HA antibodies in *35S*::*GPL-HA* transgenic plants. GPL exhibited strong enrichment at the *AHG3* locus, which encodes a key ABA-responsive PP2C phosphatase, and at the *RD29A* locus, an ABA- and stress-responsive marker gene (Supplemental Figure 12A). In contrast, no significant enrichment was detected at the promoters of other ABA-responsive genes, including those encoding ABA phosphatases (*ABI1* and *ABI2*) and ABA-responsive transcription factors (*ABF1*, *ABF2*, *ABF4*, and *ABI5*), except for weak association with the *ABF3* promoter (Supplemental Figure 12B). Notably, ABA treatment significantly reduced GPL occupancy at the *AHG3* and *RD29A* loci (Figures 5A and 5B), suggesting that ABA signaling disrupts GPL binding to these loci, thereby alleviating transcriptional repression. Previous studies have shown that HOS15, in complex with PWR and HDA9, represses gene expression by promoting histone H3K9 deacetylation and methylation (Mayer et al., 2019; Zareen et al., 2022; Lim et al., 2023). To assess whether GPL contributes to this epigenetic regulation, we analyzed H3K9 acetylation levels in *gpl* mutants. Similar to *hos15-2*, *gpl* mutants exhibited hyperacetylation of H3K9 compared with WT (Figure 5C), suggesting that GPL helps maintain H3K9 in a deacetylated chromatin state and repress its transcription.

**Figure 5:**
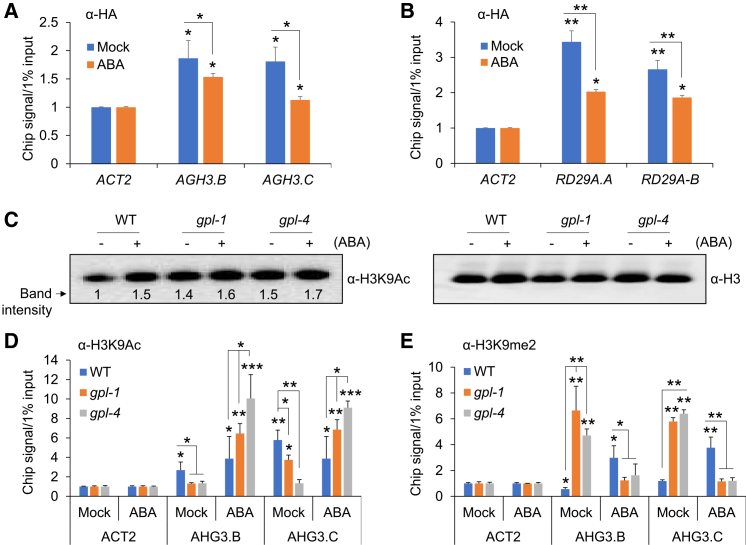
GPL associates with and negatively regulates the expression of ABA-responsive genes. **(A and B)** GPL associates with the *AHG3* and *RD29A* loci. Association of GPL with the target loci is reduced upon exposure to exogenous ABA (50 μM). The promoter regions of *AHG3***(A)** and *RD29A***(B)** were analyzed by ChIP–qPCR using anti-HA antibodies. *ACTIN2* served as the internal control. Error bars represent SE. Statistical significance was determined by Student’s *t-*test (∗*p* < 0.05, ∗∗*p* < 0.01). **(C)** GPL negatively regulates H3K9 acetylation, and *GPL* mutation leads to H3K9 hyperacetylation. Ten-day-old seedlings of WT (Col-0) and *gpl* mutants were treated with 50 μM ABA for 4 h. Histone H3 acetylation status was examined using anti-H3K9Ac antibodies. Histone H3 (H3) was used as a loading control. **(D)** H3K9 acetylation at the *AHG3* promoter is increased in *gpl* mutants upon ABA (50 μM) treatment. The promoter region of *AHG3* was analyzed by ChIP–qPCR using anti-H3K9Ac antibodies. ACTIN2 served as the internal control. Error bars represent SE. Statistical significance was determined by Student’s *t-*test (∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.005). **(E)** H3K9 dimethylation at the *AHG3* promoter is reduced in *gpl* mutants upon ABA treatment. The promoter region of *AHG3* was analyzed by ChIP–qPCR using anti-H3K9me2 antibodies. ACTIN2 served as the internal control. Error bars represent SE. Statistical significance was determined by Student’s *t-*test (∗*p* < 0.05, ∗∗*p* < 0.01).

As HOS15, PWR, and HDA9 regulate gene expression through histone H3K9 deacetylation and methylation (Mayer et al., 2019; Zareen et al., 2022; Lim et al., 2023), we hypothesized that GPL similarly influences histone modifications at the promoters of ABA-responsive genes. To test this, we performed ChIP–qPCR using antibodies against H3K9 acetylation (H3K9Ac) and dimethylation (H3K9me2) to examine the epigenetic status of the *AHG3* locus in *gpl* and WT plants. Upon treatment with exogenous ABA, *gpl* mutants exhibited increased H3K9 acetylation and reduced H3K9 dimethylation at the *AHG3* locus compared with WT (Figures 5D and 5E). Similarly, H3K9 dimethylation was reduced at the stress-responsive *RD20* and *RD29A* loci in *gpl* mutants upon ABA exposure (Supplemental Figure 13). These results indicate that GPL promotes H3K9 dimethylation to repress specific ABA-responsive genes, whereas ABA-induced dissociation of GPL shifts the chromatin state toward H3K9 hyperacetylation, thereby facilitating transcriptional activation. Together, these findings demonstrate that GPL, as a component of the HOS15–PWR–HDA9/HDA6 complex, represses ABA-responsive gene expression by mediating targeted histone H3K9 modifications at specific promoters.

## Discussion

The GPL–HOS15–PWR–HDA9 complex is homologous to the animal NR–corepressor complex, which regulates key physiological processes by controlling target gene expression (Suzuki et al., 2018; Mayer et al., 2019; Zareen et al., 2022; Lim et al., 2023; Ali et al., 2025). In animals, the core component GPS2 plays key roles in transcriptional reprogramming across diverse cellular processes (Peng et al., 2001; Zhang et al., 2002; Lee et al., 2006; Cheng and Kao, 2009; Huang et al., 2015). Here, we identify GPL as the plant homolog of GPS2 and show that it negatively regulates plant development and stress responses (Figure 2 and Supplemental Figures 5D–5I). GPL forms a multiprotein complex through interactions with HOS15, HDA6, and RPN1A, a 26S proteasome regulatory subunit that negatively regulates drought stress via JMJ27 degradation (Figure 1, Figure 2, Figure 3, Figure 4, Figure 5, Figure 6 and Supplemental Table 2; Wang et al., 2021). The GPL–HOS15–HDA6 complex functions as an epigenetic rheostat that fine-tunes ABA and drought responses through localized histone modifications at stress-responsive loci. Under basal conditions, it promotes H3K9 deacetylation (via histone deacetylase activity) and maintains moderate levels of H3K9me2 at the promoters of key ABA/drought-responsive genes such as AHG3, RD29A, and RD20 (Figures 5D and 5E). Loss of GPL destabilizes the complex (Figures 3E and 3F), resulting in diminished nuclear accumulation of HOS15 and reduced promoter occupancy, even when protein levels are restored by proteasome inhibition (Supplemental Figure 9). This observation aligns with the constitutive derepression and ABA hypersensitivity observed in *gpl* mutants (Figures 2 and 4). 

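Without ABA, gpl-1 was more than 2-fold higher than WT in 40 of the first 1999 rows of Supplemental Dataset 1 and more than 2-fold lower in 102 rows. With each library left out in turn there were 42 to 44 rows higher and 100 to 104 rows lower. With a pseudocount of 0.1 the numbers were 78 and 168. LEA14 had a log2 fold change of -0.30 and HAI2 of -0.88 in gpl-1 against WT without ABA. HAI2 is low in gpl-1, at 0.326, and its fold change was -1.85 with a pseudocount of 0.1. Replicates 1 and 2 were counted as 1 sample here, and no test was made. The rows used do not include AHG3, RD29A or RD20, so these counts do not test derepression at those loci.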

Intriguingly, *gpl* mutants exhibit increased H3K9me2 and decreased H3K9 acetylation at these loci in the absence of ABA (Figures 5C–5E), a pattern that appears counterintuitive if GPL directly promotes H3K9me2 deposition. This likely reflects indirect compensatory effects or impaired recruitment of the repressive complex, allowing basal accumulation of repressive marks, while global hyperacetylation elsewhere (Figure 5C) contributes to the overall repression of the ABA transcriptional network (Figure 4).

Given that ABA treatment rapidly destabilizes the GPL–HOS15–HDA6 complex (Figures 3C and 3D), this is expected to favor derepression by reducing histone deacetylation and limiting the maintenance of H3K9me2. However, we observed a modest increase in H3K9me2 at the *AHG3* locus in ABA-treated WT plants (Figure 5E), alongside the expected locus-specific hyperacetylation in *gpl* mutants (Figure 5D). This apparent discrepancy can be explained by stress-induced activation of the H3K9 demethylase JMJ27, which is negatively regulated by RPN1A under normal conditions (Wang et al., 2021). ABA and drought destabilize RPN1A, thereby stabilizing JMJ27 and promoting active H3K9 demethylation at target loci (including RD20 and related genes). This process ultimately overrides residual methylation and drives robust transcriptional activation (Wang et al., 2021). In *gpl* mutants, the absence of the repressive complex elevates basal gene expression, whereas the JMJ27-dependent demethylation pathway remains functional, resulting in amplified transcriptional responses under stress conditions.

Importantly, our conclusions pertain to locus-specific, low-amplitude changes detected by targeted ChIP–qPCR at euchromatic stress-responsive promoters, rather than genome-wide patterns in which H3K9me2 predominantly marks heterochromatin and transposable elements, with minimal enrichment at RD29A, RD20, or AHG3 in public ChIP-sequencing (ChIP-seq) datasets. Such localized and dynamic regulation of H3K9me2 at specific ABA/drought loci is supported by prior evidence that JMJ27-mediated demethylation promotes a permissive chromatin state under stress (Wang et al., 2021). Thus, the GPL–HOS15 complex does not impose broad euchromatic silencing but instead functions as a context-dependent modulator: under normal conditions, it maintains repression via deacetylation and limited methylation, whereas ABA shifts the balance toward activation through complex disassembly and JMJ27 activity (Figure 5F). This multilayered mechanism allows precise, rapid, and reversible control of stress-responsive transcription, highlighting GPL as a key integrator of plant drought adaptation.

Notably, GPL stabilizes HOS15 and facilitates its transcriptional regulatory activity, demonstrating their interdependent stability (Figure 3 and Supplemental Figure 9). ABA exposure destabilizes the GPL–HOS15 complex, thereby relieving repression and permitting rapid activation of stress responses. Our results complement previous studies of HOS15, which functions both as an E3 ligase adaptor and as a chromatin regulator (Park et al., 2018a; Shen et al., 2020; Lim et al., 2021). Unlike HOS15, GPL lacks ubiquitin E3 ligase activity and instead specializes in maintaining chromatin repression under non-stress conditions. Together, GPL and HOS15 constitute a versatile module linking histone modification with stress signaling. The discovery of GPL as the plant homolog of animal GPS2 completes the conserved repressor complex in plants, filling a long-standing gap. This finding supports the concept that chromatin-based repression mechanisms are evolutionarily conserved yet adapted to lineage-specific challenges, such as drought adaptation in sessile plants (Figure 6).

**Figure 6:**
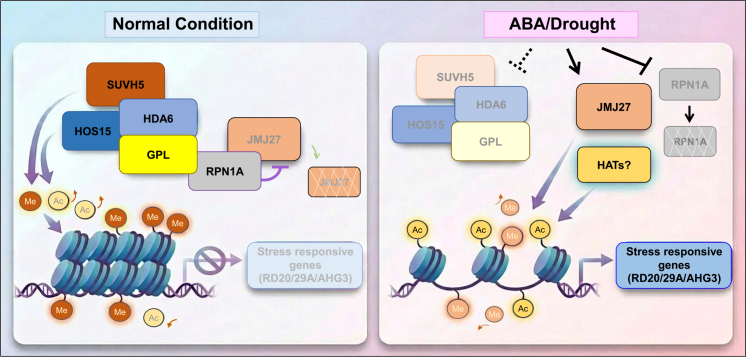
Hypothetical model illustrating the role of the GPL–HOS15 repressor complex. Under normal conditions, GPL forms a complex with HOS15, HDA6, and RPN1A, which negatively regulates the chromatin of stress-responsive genes through H3K9 deacetylation. At the same time, this complex also promotes H3K9 dimethylation (H3K9me2) at the same loci, reinforcing transcriptional repression. Upon drought or ABA treatment, GPL is rapidly destabilized, impairing its interaction with HOS15. RPN1A is also destabilized under drought stress, whereas JMJ27 is highly stabilized under stress conditions (Wang et al., 2021), demethylating H3K9 and promoting H3K9 acetylation, thereby activating the transcription of stress-responsive genes.

Previous studies have shown that PWR and HDA9 form a complex with ABI4 that promotes ABA and drought responses by repressing ABA catabolic genes such as *CYP707A*s (Khan et al., 2020). In contrast, HOS15 represses ABA and drought responses by modulating stability of the OST1 kinase and the DIL9 transcription factor (Ali et al., 2019; Zareen et al., 2025). Although GPL interacts with, and likely functions within, the same complex as PWR, HDA9, and HOS15 during developmental processes (Supplemental Figures 4D–4I), it exhibits *hos15-2*-like phenotypes, including ABA hypersensitivity and enhanced drought tolerance (Figure 2; Ali et al., 2019). By contrast, *hda9* and *pwr* mutants display ABA insensitivity and drought sensitivity (Khan et al., 2020). We propose that PWR and HDA9 primarily act upstream to repress ABA catabolic genes (such as *CYP707A*s), thereby maintaining elevated ABA levels and contributing to ABA insensitivity in their respective mutants (Baek et al., 2020; Khan et al., 2020). In contrast, GPL and HOS15 directly repress ABA-responsive output genes, including *RD29A*, *RD20*, and *AHG3*, leading to enhanced ABA responses in *gpl* and *hos15* mutants. This framework reconciles the observed phenotypic differences and supports a context-dependent division of labor within the shared corepressor complex. Together, these observations indicate that the HOS15–GPL and PWR–HDA9 complexes constitute two distinct functional modules with opposing roles in ABA and drought responses. This distinction likely reflects a multilayered organization of the corepressor complex and the hierarchical regulation of stress-response pathways involving PWR, HDA9, HOS15, and GPL.

Beyond its evolutionary significance, GPL also has potential applications. The enhanced drought resilience of *gpl* mutants suggests that modulating GPL activity could improve crop stress tolerance. However, the dwarfism and developmental defects observed in these mutants underscore GPL’s dual role in coordinating growth and stress responses. Future studies employing genome-wide ChIP-seq analyses and identifying E3 ligases that regulate GPL will be critical to define its targets and enable strategies for crop improvement without compromising development. In conclusion, GPL functions as a central chromatin regulator within the HOS15 repressor complex, dynamically balancing growth, ABA signaling, and drought resilience. This work establishes the long-missing link between plant and animal chromatin repression complexes and opens new opportunities for epigenetic approaches to climate-resilient agriculture.

## Methods

### Plant materials and growth conditions

*Arabidopsis thaliana* ecotype Col-0 was used as the WT in this study. The *hos15-2* and *hda6* (*rts1-1*/*axe1-5*) alleles have been described previously (Murfett et al., 2001; Aufsatz, 2002; Park et al., 2018a). For growth assays, seeds were surface-sterilized and germinated on half-strength Murashige and Skoog (½ MS) medium supplemented with 2% sucrose and solidified with either 0.25% Phytagel (for horizontal plates) or 1.2% agar (for vertical plates). Plants were grown at 23°C under long-day conditions in a controlled culture room.

### Vector construction and generation of transgenic plants

To generate *GPL-OX* transgenic plants, the coding sequence of *GPL* was cloned into the *pDONR*/*Zeo* Gateway entry vector (Invitrogen, Carlsbad, CA, USA) and subsequently recombined into the destination vector pGWB14 (Invitrogen). The resulting constructs were introduced into WT or *hos15-2* plants via *Agrobacterium tumefaciens-*mediated floral dipping. Primers used for cloning are listed in Supplemental Table 3.

### Generation of *GPL*-CRISPR lines

*GPL-*CRISPR lines were generated as previously described (Liu et al., 2015). Sequences of GPL single-guide RNAs (sgRNAs) are listed in Supplemental Table 3. To confirm stable mutants, we carried out three different assays: (1) DNA sequencing analysis, (2) amplified fragment length polymorphism analysis, and (3) genotyping (for detailed protocols, see Liu et al., 2015). Multiple independent transgenic lines harboring CRISPR–Cas9 constructs targeting *GPL exhibited* a deletion of approximately 900 bp between the two sgRNA target sites. Two representative lines (*gpl-1* and *gpl-4*) were used for experiments.

### Germination and root growth assessment

For phenotypic analysis under ABA treatment, seeds of WT and the indicated genotypes were surface-sterilized and germinated on ½ MS medium supplemented with the indicated concentrations of ABA (μM). Plates were stratified at 4°C for 2 days and then transferred to a chamber at 22°C. For the root growth assay, seeds were plated on ½ MS medium (vertical plates), and after 4 days, seedlings were transferred to new plates containing ABA or NaCl. Photographs were taken after 7 days.

### Drought treatment

Drought-stress assays were performed as previously described (Ali et al., 2019). Briefly, seeds of WT and the selected genotypes were surface-sterilized, germinated on ½ MS medium for 1 week, and transferred to soil. Drought tolerance was assessed in 3-week-old plants by withholding water for 14 days, followed by rewatering. Photographs were taken 3 days after rewatering. Survival rates were determined after drought stress.

### Measurement of stomatal aperture

Two-week-old seedlings of the indicated genotypes were floated on stomatal opening solution (2-(*N-morpholino)ethanesulfonic acid* + KCl buffer) at room temperature for 1 h, as described by Li et al. (2013). Half of the samples were then treated with 10 μM ABA (+ABA), while the remaining half served as controls (–ABA) and were further incubated for 2 h. At least 10 stomata from each genotype were observed using a 40× objective lens and a Leica ICC50 E microscope camera. These experiments were repeated twice with similar results.

### RNA isolation and RT–qPCR analysis

Total RNA was extracted from seedlings using the RNeasy Plant Mini Kit (Qiagen, Germantown, MD, USA) and treated with DNase (Sigma, St. Louis, MO, USA). First-strand cDNA was synthesized using the Thermoscript RT–PCR system (Invitrogen, Paisley, UK). PCR amplification was performed using e-Taq DNA polymerase (Solgent, Daejeon, Korea). Primers used for RT–PCR and real-time PCR are listed in Supplemental Table 3. The conditions of real-time PCR were as follows: 95°C for 5 min; 45 cycles of 95°C for 10 s and 60°C for 30 s; followed by 95°C for 10 s, 65°C for 5 s, and 95°C for 5 s.

### RNA-seq analysis

For RNA-seq analysis, approximately 40 whole 14-day-old seedlings from each genotype and treatment were collected and pooled as a single sample for RNA extraction. Library construction and deep sequencing were performed using the Illumina HiSeq 3000 platform (Theragen Bio, Seongnam, Korea). Paired-end RNA-seq reads were aligned to the *A. thaliana* genome (TAIR10) using Bowtie2 (Langmead and Salzberg, 2012). Gene transcript abundance was quantified using featureCounts (Liao et al., 2014). Fold change and false discovery rate (FDR) were calculated using DESeq2 (Love et al., 2014). DEGs at each time point compared with 0 h were identified using the following criteria: log_2_(fold change) > 1 and FDR < 0.05 for upregulated genes, and log_2_(fold change) < −1 and FDR < 0.05 for downregulated genes. Gene Ontology analysis was performed using the AgriGO and PGSEA tools (Kim and Volsky, 2005). The Degust site (https://degust.erc.monash.edu/) (Powell, 2019) was used to analyze the expression of ABA-related genes (Supplemental Figure 11).

### ChIP assay

ChIP assays were performed as previously described (Park et al., 2018a). Briefly, 14-day-old seedlings were crosslinked with 4% formaldehyde for 10 min under vacuum. The crosslinked samples were then neutralized with 0.1 M glycine and washed three times with dH_2_O. Seedlings were ground in liquid N_2_ and resuspended in modified RIPA buffer. The DNA was fragmented to ∼500–1000 bp by sonication. The DNA fragments were precleared with salmon sperm DNA/protein A agarose for 60 min at 4°C, followed by immunoprecipitation with α-HOS15 (endogenous α-HOS15 serum), α-HA (Merck Roche, #11867431001), α-H3K9Ac (Agrisera, #AS16 3198), or α-H3K9me2 (Abcam, #ab1220) antibodies. Immunocomplexes were washed and eluted using elution buffer. Crosslinks were reversed by incubation at 65°C for 6 h, followed by degradation with protease K to remove residual proteins. DNA was extracted with phenol/chloroform/isoamyl alcohol, precipitated with ethanol, and resuspended in Tris–EDTA buffer. For qPCR analysis, 2 μl of the precipitated DNA was used to determine the amount of genomic DNA in ChIP experiments.

### Affinity purification via IP–MS

Total proteins were extracted from 5 g of 2-week-old seedlings as described previously (Park et al., 2018b). α-HA magnetic beads (M18011; MBL International, Woburn, MA, USA) were used to immunoprecipitate GPL-HA and its interacting proteins, which were then analyzed by liquid chromatography–mass spectrometry.

### Immunoblot analysis and co-IP

Ten-day-old *Arabidopsis* plants, either treated with ABA/CHX/MG132 or untreated, were used for western blot analysis. Proteins were extracted, and immunoblotting was carried out using α-HOS15, rat α-HA, α-HDA6 (Phyto AB, #PHY2875A), α-RPN1A (Phyto AB, #PHY2594A), α-H3 (Abcam, #ab1791), and α-H3K9Ac antibodies. All antibodies are commercially available. For co-IP, HA-tagged 35S::*GPL Arabidopsis* plants were used. Total proteins were extracted and immunoprecipitated with α-HA, followed by immunoblotting with α-HA, α-HOS15, α-HDA6, or α-RPN1A. Each immunoblot was incubated with the appropriate primary antibody for 2 h at room temperature or overnight at 4°C. Membranes were developed using peroxidase-conjugated secondary antibodies at 1:1000 for anti-rat immunoglobulin G (IgG) (Santa Cruz Biotechnology, Santa Cruz, CA, USA) and 1:3000 for anti-rabbit antibodies (GE, Little Chalfont, UK). For immunoprecipitation in tobacco transient assays, leaves were co-infiltrated with HA-tagged GPL and GFP-tagged HOS15. After 3 days, total protein was extracted and pulled down with α-GFP (Merck Sigma-Aldrich, #SAB4301138), followed by immunoblotting with α-HA or α-GFP (Abcam, #ab13970). Membranes were incubated with the appropriate primary antibodies (α-HA, 1:2000; α-GFP, 1:5000) for 2 h at room temperature or overnight at 4°C, and developed using peroxidase-conjugated secondary antibodies at 1:1000 for anti-rat IgG (Sigma) and 1:4000 for anti-rabbit antibodies (GE).

### Nuclear cytoplasmic fractionation assay

Nuclei were isolated from 2-week-old plants using Honda buffer composed of 0.4 M sucrose, 2.5% Ficoll 400 (Sigma), 5% dextran T-40 (Sigma), 10 mM MgCl_2_, 25 mM Tris–Cl (pH 7.5), 10 mM β-mercaptoethanol, 100 mg/ml phenylmethylsulfonyl fluoride, 0.5 mg/ml antipain, and 0.5 mg/ml leupeptin. Following filtration through a 60-μm nylon mesh (Millipore), samples were chilled on ice for 15 min. Triton X-100 was then added to a final concentration of 0.5%, and the mixture was centrifuged at 1500 × *g* for 5 min. The resulting supernatant, containing cytosolic proteins, was collected. The remaining pellet was washed with Honda buffer containing 0.1% Triton X-100, gently resuspended, and centrifuged at 100 × *g* for 5 min to remove starch and debris. The supernatant was subsequently centrifuged at 1800 × *g* for 5 min to collect nuclei. Immunoblotting was carried out using α-HOS15, α-tubulin (Sigma), and α-H3 antibodies, and protein detection was performed using an imaging system (ChemiDoc MP; Bio-Rad, Hercules, CA, USA).

### Y2H assay

The full-length *GPL* coding sequence was cloned into the Gateway entry vector *pDONR*/*Zeo* and subsequently recombined into the Y2H bait (BD) vector pDEST32. PWR was similarly cloned into *pDONR*/*Zeo* and recombined into the prey (AD) vector pDEST22. Primers used for cloning are listed in Supplemental Table 3. The resulting constructs were transformed into the yeast strain PJ694A. Three independent transformants carrying the *GPL* construct were tested for interaction with PWR. Empty vectors were used as negative controls.

## Data and code availability

Raw RNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession numberGSE326317.

## Funding

This work was supported by grants from the 10.13039/501100003725National Research Foundation of Korea funded by the Ministry of Science and ICT (MSIT) (RS-2024-00407469 to D.-J.Y. and J.P.; RS-2022-NR070541 to D.-J.Y.; RS-2025-23963699 to A.A.; and RS-2023-00239735 to J.P.), as well as by the 10.13039/501100003336Bulgarian National Science Fund (project CAFTA, grant no. КП06 ДВ/2 ЦС to A.A.).

## Acknowledgments

We thank Prof. Byeong-Ha Lee and Dr. Si-in Yu (Sogang University, Korea) for providing the CRISPR–Cas9 vector and assistance in generating *GPL*-CRISPR lines. Figure 6 was created using the online tool Figurelabs (https://chat.figurelabs.ai/chat). No conflict of interest declared.

## Author contributions

A.A. and D.-.J.Y. designed the research; D.-J.Y. supervised the study; A.A., S.Z., K.P., I.U.K., M.J.B., and Z.-Y.X. performed the experiments; Z.E.B., N.A., and J.P. analyzed RNA-seq data; A.A., Z.-Y.X., and D.-J.Y. analyzed the data and wrote the manuscript; and R.A.B. and J.M.P. edited the manuscript. All authors reviewed and approved the final manuscript.

# Supplementary material for: A GPS2-like protein interacts with HOS15 and HDA6 to form a repressor complex that regulates ABA signaling and drought adaptation in Arabidopsis
**Source:** Plant Commun. 2026 Apr 3;7(6):101843. doi: 10.1016/j.xplc.2026.101843
**Supplement:** Document S1. Supplemental Figures 1–14 and Supplemental Tables 1–3

**Supplemental information**

**A GPS2-like protein interacts with HOS15 and HDA6 to form a repressor complex that regulates ABA signaling and drought adaptation in *Arabidopsis***

**Akhtar Ali, Shah Zareen, Zein Eddin Bader, Junghoon Park, Irfan Ullah Khan, Kisuk Park, Nasseem Albakri, Min Jae Bae, Ray A. Bressan, Jose M. Pardo, Dae-Jin Yun, and Zheng-Yi Xu**

## Supplemental information

### **A GPS2-like protein interacts with HOS15 and HDA6 to form a repressor complex that regulates ABA signaling and drought adaptation in Arabidopsis**

Akhtar Ali<sup>1,2,7,\*</sup>, Shah Zareen<sup>1,7</sup>, Zein Eddin Bader<sup>1</sup>, Junghoon Park<sup>1</sup>, Irfan Ullah Khan<sup>3</sup>, Kisuk Park<sup>1</sup>, Nasseem Albakri<sup>1</sup>, Min Jae Bae<sup>1</sup>, Ray A. Bressan<sup>4</sup>, Jose M. Pardo<sup>5</sup>, Dae-Jin Yun<sup>1,\*</sup>, Zheng-Yi Xu<sup>6,\*</sup>

<sup>1</sup> School of Advanced Biotechnology, Plant Global Stress Research Center, Konkuk University, Seoul 05029, South Korea. <sup>2</sup> Department of Molecular Stress Physiology, Center of Plant Systems Biology and Biotechnology, Plovdiv, Bulgaria. <sup>3</sup> School of Biological Sciences, Seoul National University, Seoul 08826, Korea. <sup>4</sup> Department of Horticulture and Landscape Architecture, Purdue University, 625 Agriculture Mall Dr., West Lafayette, IN 47907-2010 USA. <sup>5</sup> Instituto de Bioquímica Vegetal y Fotosíntesis, CSIC-Universidad de Sevilla, Amerigo Vesputio 49, Sevilla, 41092, Spain. <sup>6</sup> Key Laboratory of Molecular Epigenetics of the Ministry of Education (MOE), Northeast Normal University, Changchun, China. <sup>7</sup>These authors equally contributed to this work.

\*For Correspondence;

Akhtar Ali , Dae-Jin Yun , Zheng-Yi Xu ,

## **Supplementary information**

Supplementary Fig. 1. GPL shows protein sequence similarities with animal GPS2.

Supplementary Fig. 2. Alphafold-3 protein structure of GPL and Human GPS2.

Supplementary Fig. 3. Phylogenetic analysis of GPL homologs in plants.

Supplementary Fig. 4. Protein interaction network of GPL using IP-MS.

Supplementary Fig. 5. Generation of CRISPR/Cas9-mediated *gpl*-mutant lines.

Supplementary Fig. 6. GPL negatively regulates ABA response.

Supplementary Fig. 7. *GPL*-overexpression lines show ABA insensitive phenotypes.

Supplementary Fig. 8. GPL stability is dependent on functional HOS15.

Supplementary Fig. 9. Functional GPL is required for HOS15 stability and activity.

Supplementary Fig. 10. GO terms analysis of GPL-regulated genes (Clusters A-F).

Supplementary Fig. 11. ABA related genes are up-regulated in *gpl-1*, (RNA-seq analysis).

Supplementary Fig. 12. Association of GPL with the promoters of ABA responsive genes.

Supplementary Fig. 13. GPL regulates H3K9me2 at the promoters of ABA responsive genes.

Supplementary Fig. 14. GPL interacts with RPN1A in Arabidopsis.

Supplementary Table 1. GPL homolog from plant species.

Supplementary Table 2. GPL-interacting protein identified through IP-MS.

Supplementary Table 3. Primers sequences.

Supplementary Dataset 1. RNA-seq dataset S1 (separate file).

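Supplemental Dataset 1 lists one row per gene and 8 columns, replicates 1 and 2 of WT, WT with ABA, gpl-1 and gpl-1 with ABA. Replicate 3 of each group is in the deposited counts but not in this table. The table does not name the unit of its values. They are not whole numbers, and the depth behind a value is unknown. The first 1999 of the paper's 33602 rows, used here, sum to between 38386 and 40847 per column. In this part, 82 rows are listed at 0 in every column, 1492 rows reach a mean of at least 1 in some group, and 1977 of the identifiers match a gene of the TAIR10.1 annotation. Among rows with a mean of at least 1, the SD of the log2 ratio of replicate 1 to replicate 2 was 0.102 in WT (1413 rows), 0.0953 in WT with ABA (1402 rows), 0.0939 in gpl-1 (1366 rows) and 0.110 in gpl-1 with ABA (1351 rows). These values use a pseudocount of 1.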

A

|      |                                                               |     |
|------|---------------------------------------------------------------|-----|
| GPL  | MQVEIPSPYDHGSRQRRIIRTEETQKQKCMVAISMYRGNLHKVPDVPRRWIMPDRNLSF   | 60  |
| GPS2 | -----                                                         | 0   |
| GPL  | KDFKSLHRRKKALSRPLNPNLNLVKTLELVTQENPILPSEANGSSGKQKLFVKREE      | 120 |
| GPS2 | --MPALL-----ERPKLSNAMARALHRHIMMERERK-                         | 29  |
|      | : : ** : * * * . : : : * * :                                  |     |
| GPL  | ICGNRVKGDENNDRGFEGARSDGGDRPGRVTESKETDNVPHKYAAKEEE---TNEAAEKV  | 177 |
| GPS2 | -----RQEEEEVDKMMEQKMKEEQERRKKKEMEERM                          | 60  |
|      | *.:*.*::.: : *:* .:* *::                                      |     |
| GPL  | -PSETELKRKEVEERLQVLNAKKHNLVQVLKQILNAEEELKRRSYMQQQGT-TVATRPSL  | 235 |
| GPS2 | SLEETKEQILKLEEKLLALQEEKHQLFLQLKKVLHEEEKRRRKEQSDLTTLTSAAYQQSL  | 120 |
|      | .**:: : : **:* .*: : **:* . **::: *:* :*: . : :.* : **        |     |
| GPL  | PLHVDVSN-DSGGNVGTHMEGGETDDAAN---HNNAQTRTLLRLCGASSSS-ESPLRRAA  | 290 |
| GPS2 | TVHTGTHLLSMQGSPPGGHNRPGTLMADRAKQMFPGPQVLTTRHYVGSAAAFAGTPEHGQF | 180 |
|      | :*... . *.*.*.*.*.*. . *.*.* : *::: :* :                      |     |
| GPL  | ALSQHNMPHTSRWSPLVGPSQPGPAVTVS-----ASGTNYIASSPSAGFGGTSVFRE     | 344 |
| GPS2 | -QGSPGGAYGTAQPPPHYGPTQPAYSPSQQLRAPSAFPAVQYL-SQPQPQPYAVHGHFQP  | 238 |
|      | .. . . *:: * **:* . : : . .:.*: *.*.* :. . *:                 |     |
| GPL  | SR--L-----QSPWN-----                                          | 352 |
| GPS2 | TQTGFLQPGGALS LQKQMEHANQQTGFSDSSSLRPMHPQALHPAPGLLASPQLPVQMOPA | 298 |
|      | :: : * :                                                      |     |
| GPL  | -----                                                         | 352 |
| GPS2 | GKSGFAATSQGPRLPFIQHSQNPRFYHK                                  | 327 |

B

|     |                                                             |    |
|-----|-------------------------------------------------------------|----|
| GPL | EEETNEAAE-KVPS-----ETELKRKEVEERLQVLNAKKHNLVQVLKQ            | 42 |
| Hs  | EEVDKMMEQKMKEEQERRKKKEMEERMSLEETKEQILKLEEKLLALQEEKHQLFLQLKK | 60 |
| Mm  | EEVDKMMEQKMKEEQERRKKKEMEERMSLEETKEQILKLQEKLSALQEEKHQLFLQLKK | 60 |
| Dr  | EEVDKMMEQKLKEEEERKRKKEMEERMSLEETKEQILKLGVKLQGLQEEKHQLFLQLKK | 60 |
|     | ***.: : * * : . ** : : : : * * : * : **:* . ** :            |    |
| GPL | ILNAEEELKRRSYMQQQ-GTTVATRPSLPLH                             | 72 |
| Hs  | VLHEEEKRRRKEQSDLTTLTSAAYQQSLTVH                             | 91 |
| Mm  | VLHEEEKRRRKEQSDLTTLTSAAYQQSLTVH                             | 91 |
| Dr  | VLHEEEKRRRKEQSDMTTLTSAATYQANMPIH                            | 91 |
|     | :* : ** : *:* . : *:: : : : * :                             |    |

**Figure S1. GPL shows protein sequence similarities with animal GPS2. (A)** GPL shows 26.7% sequence similarity with human GPS2. Protein sequences of Arabidopsis GPL and human GPS2 were aligned using CLUSTAL OMEGA software. **(B)** GPL showed 59.75 sequence identity in the conserved motif with that of GPS2 from human (Hs; Homo sapiens), mouse (Mm; Mus musculus) and zebra fish (Dr; Danio rerio). Protein sequence of Arabidopsis GPL and human GPS2 were aligned using CLUSTAL OMEGA software (<https://www.ebi.ac.uk/jdispatcher/msa/clustalo>).

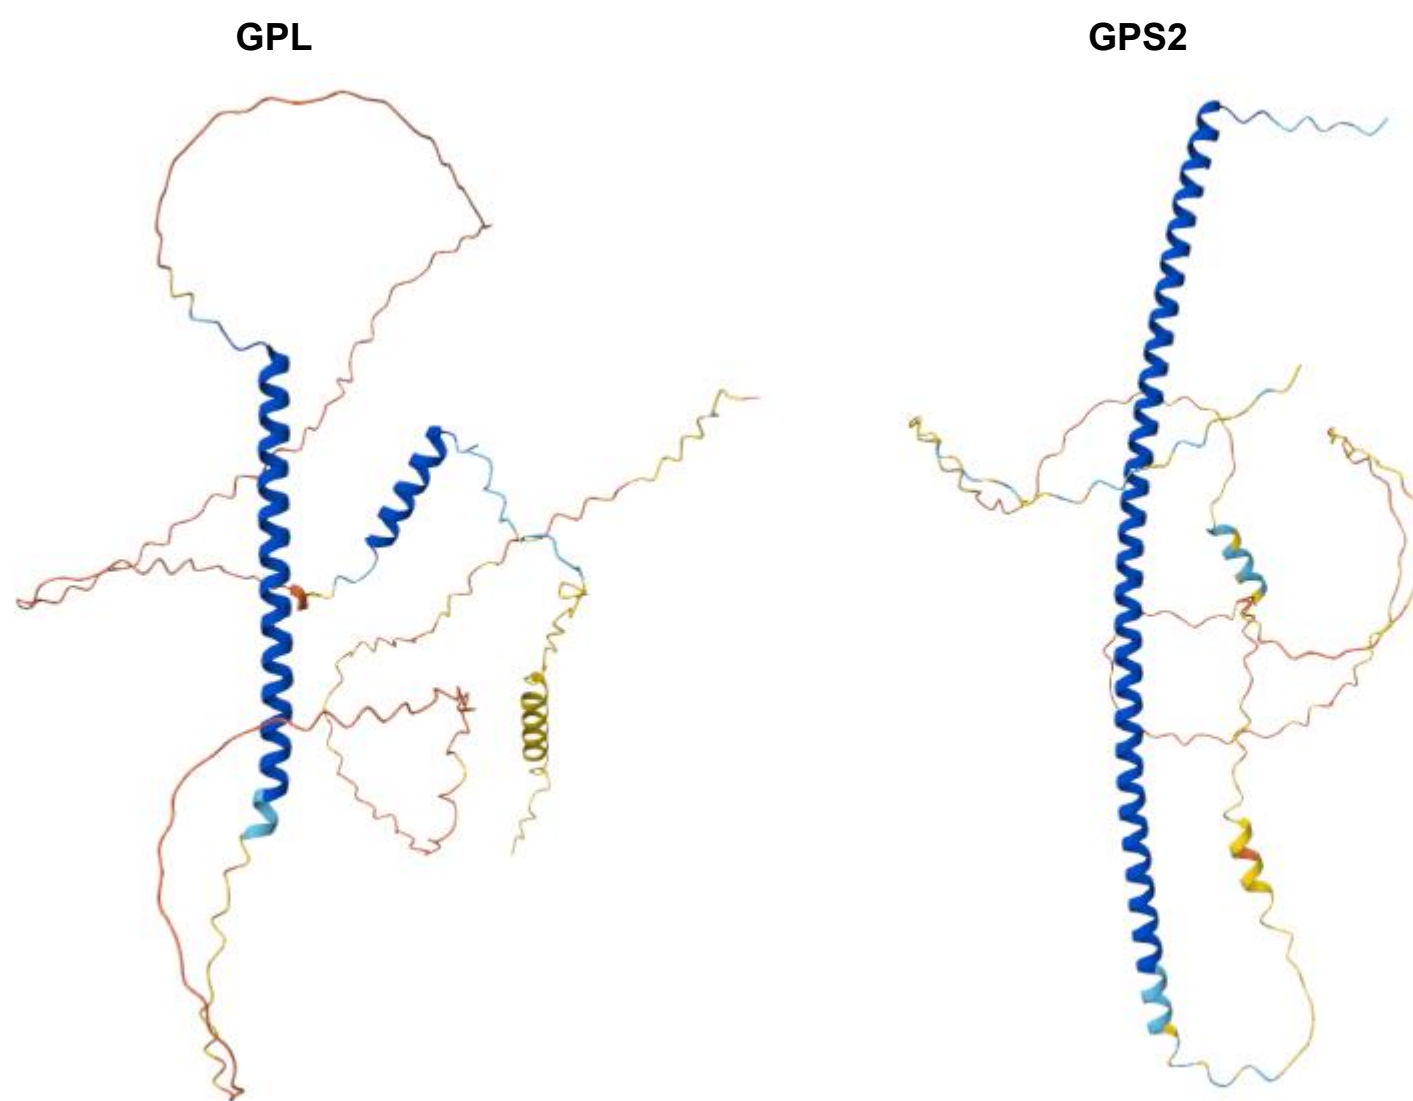

**Figure S2. AlphaFold-3 Protein structure of GPL and Human GPS2.** GPL and GPS2 show comparable protein structure (AlphaFold 3 <https://alphafoldserver.com/>).

**A**

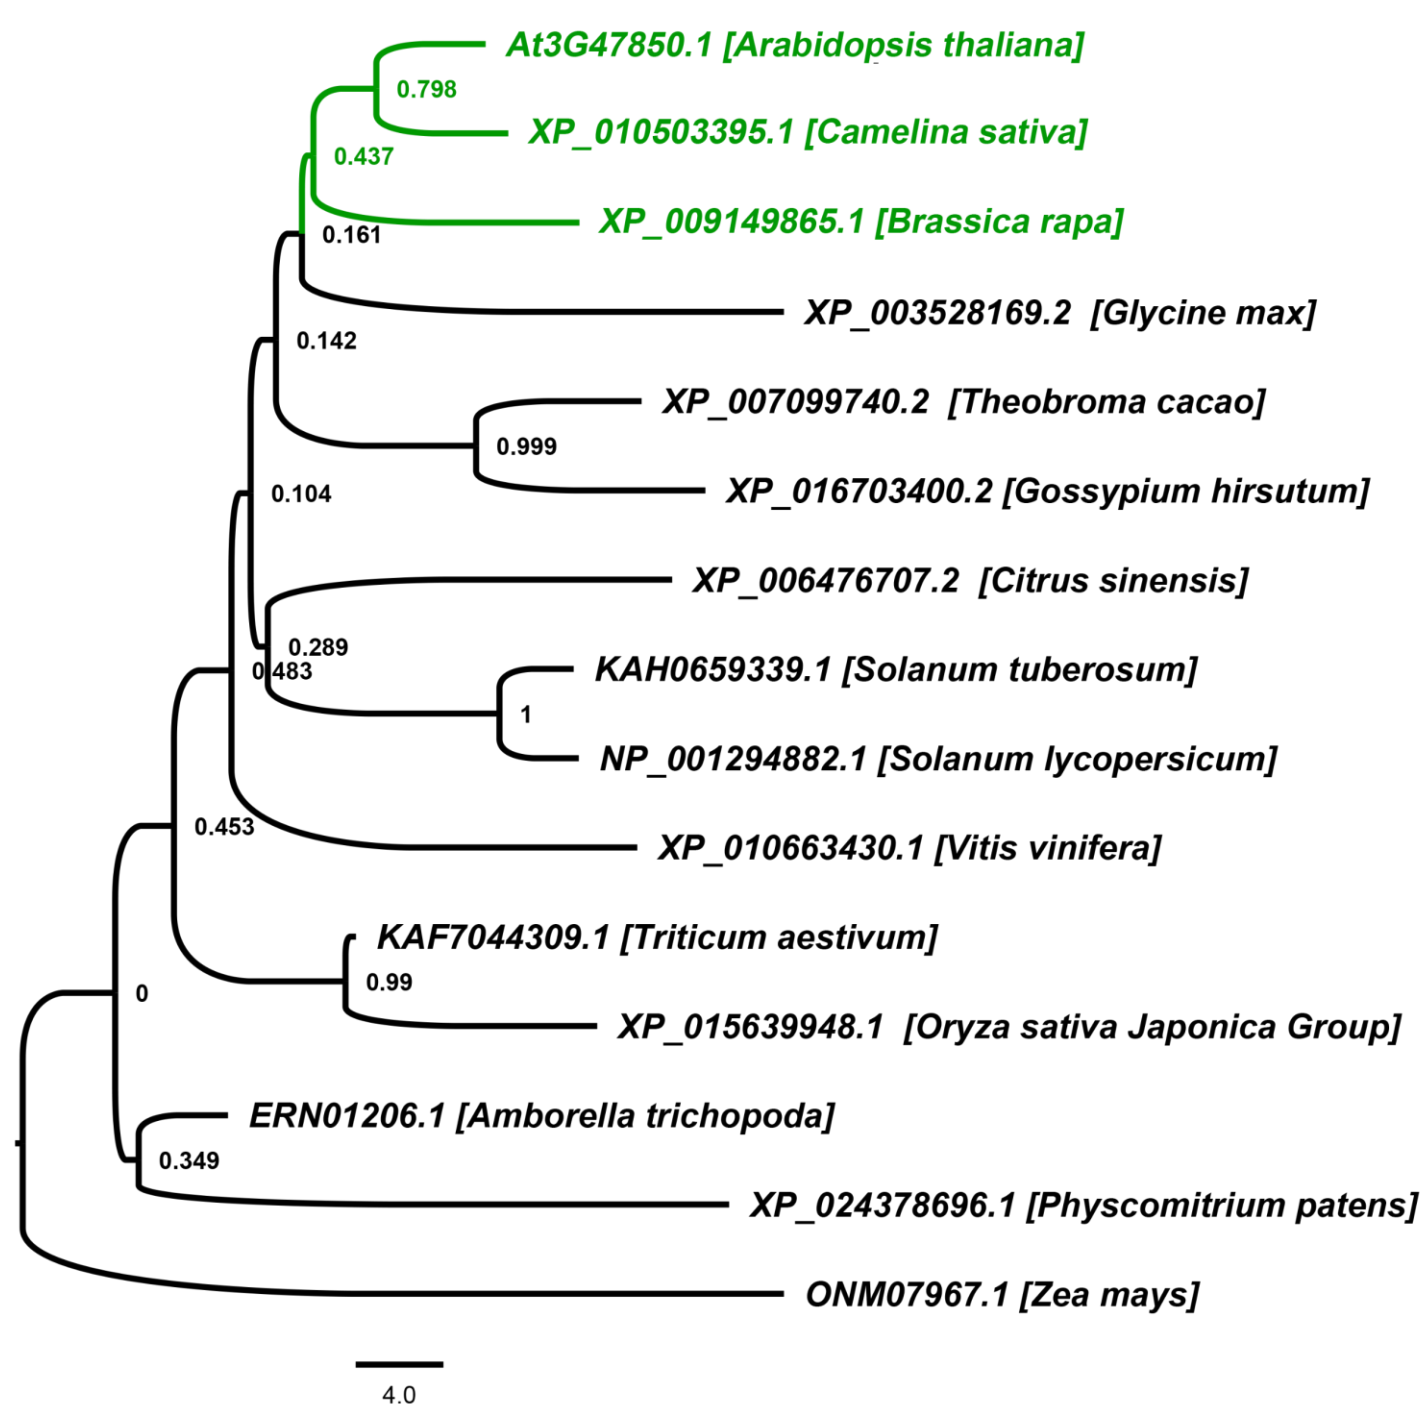

**B**

| Plant species           | GENE ID        | Accession Length | % identities |
|-------------------------|----------------|------------------|--------------|
| Camelina sativa         | XP_010503395.1 | 352              | 88.06%       |
| Brassica rapa           | XP_009149865.1 | 332              | 75.76%       |
| Glycine max             | XP_003528169.2 | 352              | 68.09%       |
| Theobroma cacao         | XP_007099740.2 | 346              | 64.41%       |
| Gossypium hirsutum      | XP_016703400.2 | 343              | 67.86%       |
| Citrus sinensis         | XP_006476707.2 | 364              | 63.64%       |
| Solanum tuberosum       | KAH0659339.1   | 326              | 70.91%       |
| Solanum lycopersicum    | NP_001294882.1 | 326              | 70.91%       |
| Vitis vinifera          | XP_010663430.1 | 361              | 62.86%       |
| Triticum aestivum       | KAF7044309.1   | 189              | 53.49%       |
| Oriza sativa (Japonica) | XP_015639948.1 | 351              | 52.83%       |
| Amborella trichopoda    | ERN01206.1     | 166              | 55.81%       |
| Physcomitrium patens    | XP_024378696.1 | 708              | 47.22%       |
| Zea mays                | ONMO7967.1     | 219              | 54.76%       |

**Figure S3. Phylogenetic analysis of GPL homologs in plants.** Amino acid sequences of GPL homologs were aligned using ClustalW. The phylogenetic tree was generated using MEGA-11 software with the neighbor-joining method that is based on full-length proteins of GPL homologs from different plant species. The bar indicates the relative divergence of the sequences examined and bootstrap values from 1,000 replicates were displayed next to the branch. Brassicaceae species are shown in green. **(B)** Protein sequences percentage similarities of GPL with its homologs in different plant species as shown in “A”.

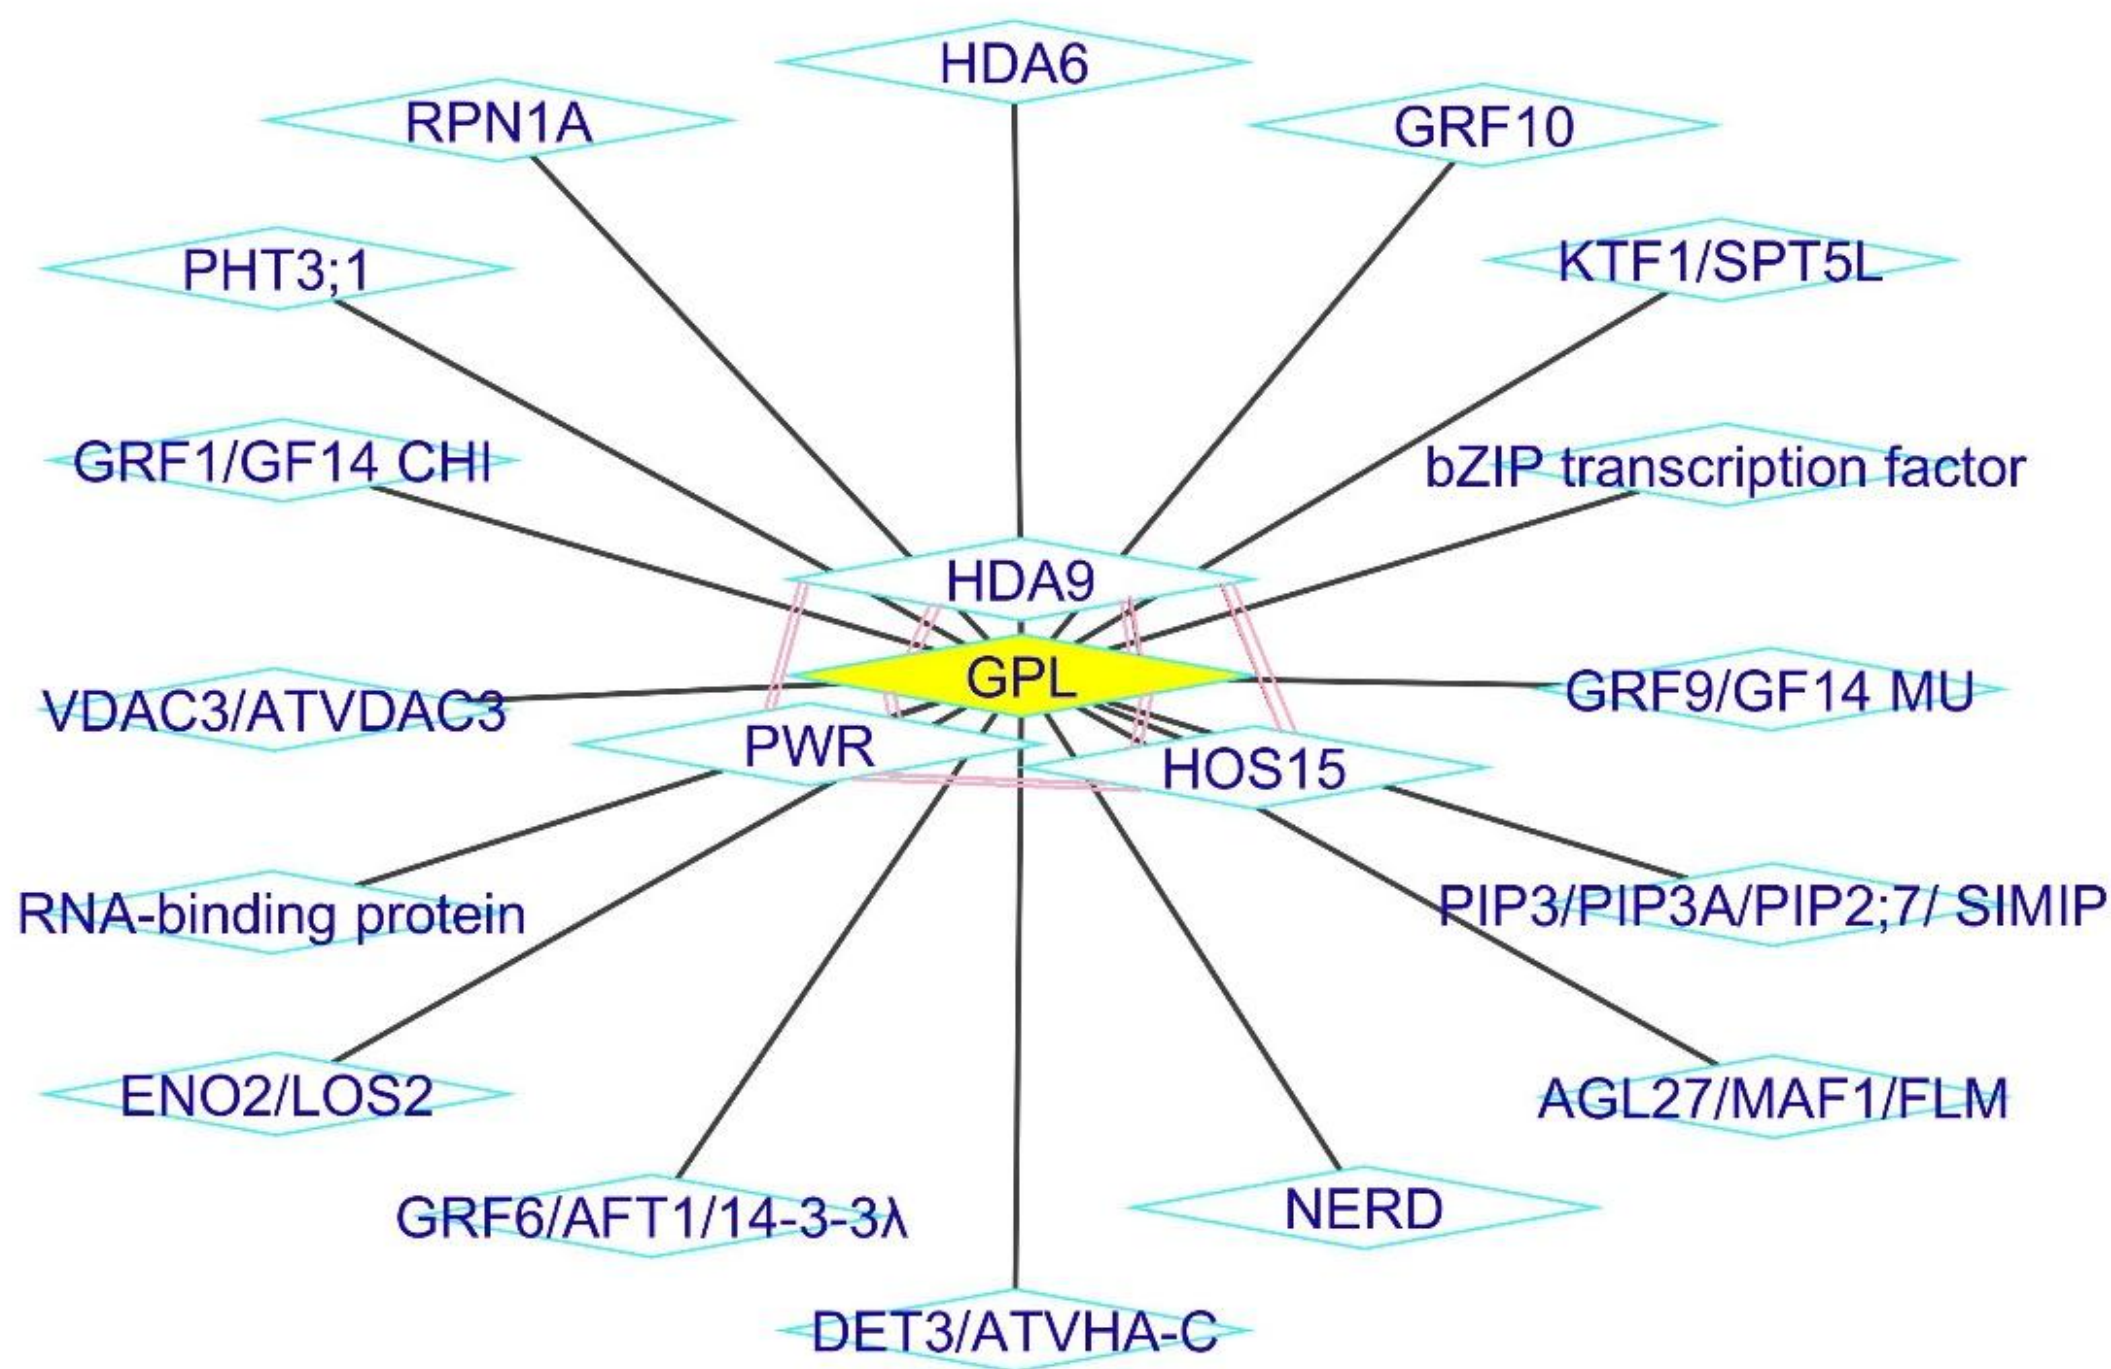

**Figure S4. Protein interaction network of GPL using IP-MS.** The GPL immunoprecipitation-mass spectrometry (IP-MS) interaction network was visualized using Cytoscape.js. The IP-MS analysis demonstrated that GPL forms a stable complex with the corepressor proteins PWR, HDA9, and HOS15. Beyond this core complex, GPL is also associated with numerous other proteins involved in various physiological processes and responses to environmental stress (for details see Supplementary Table 2).

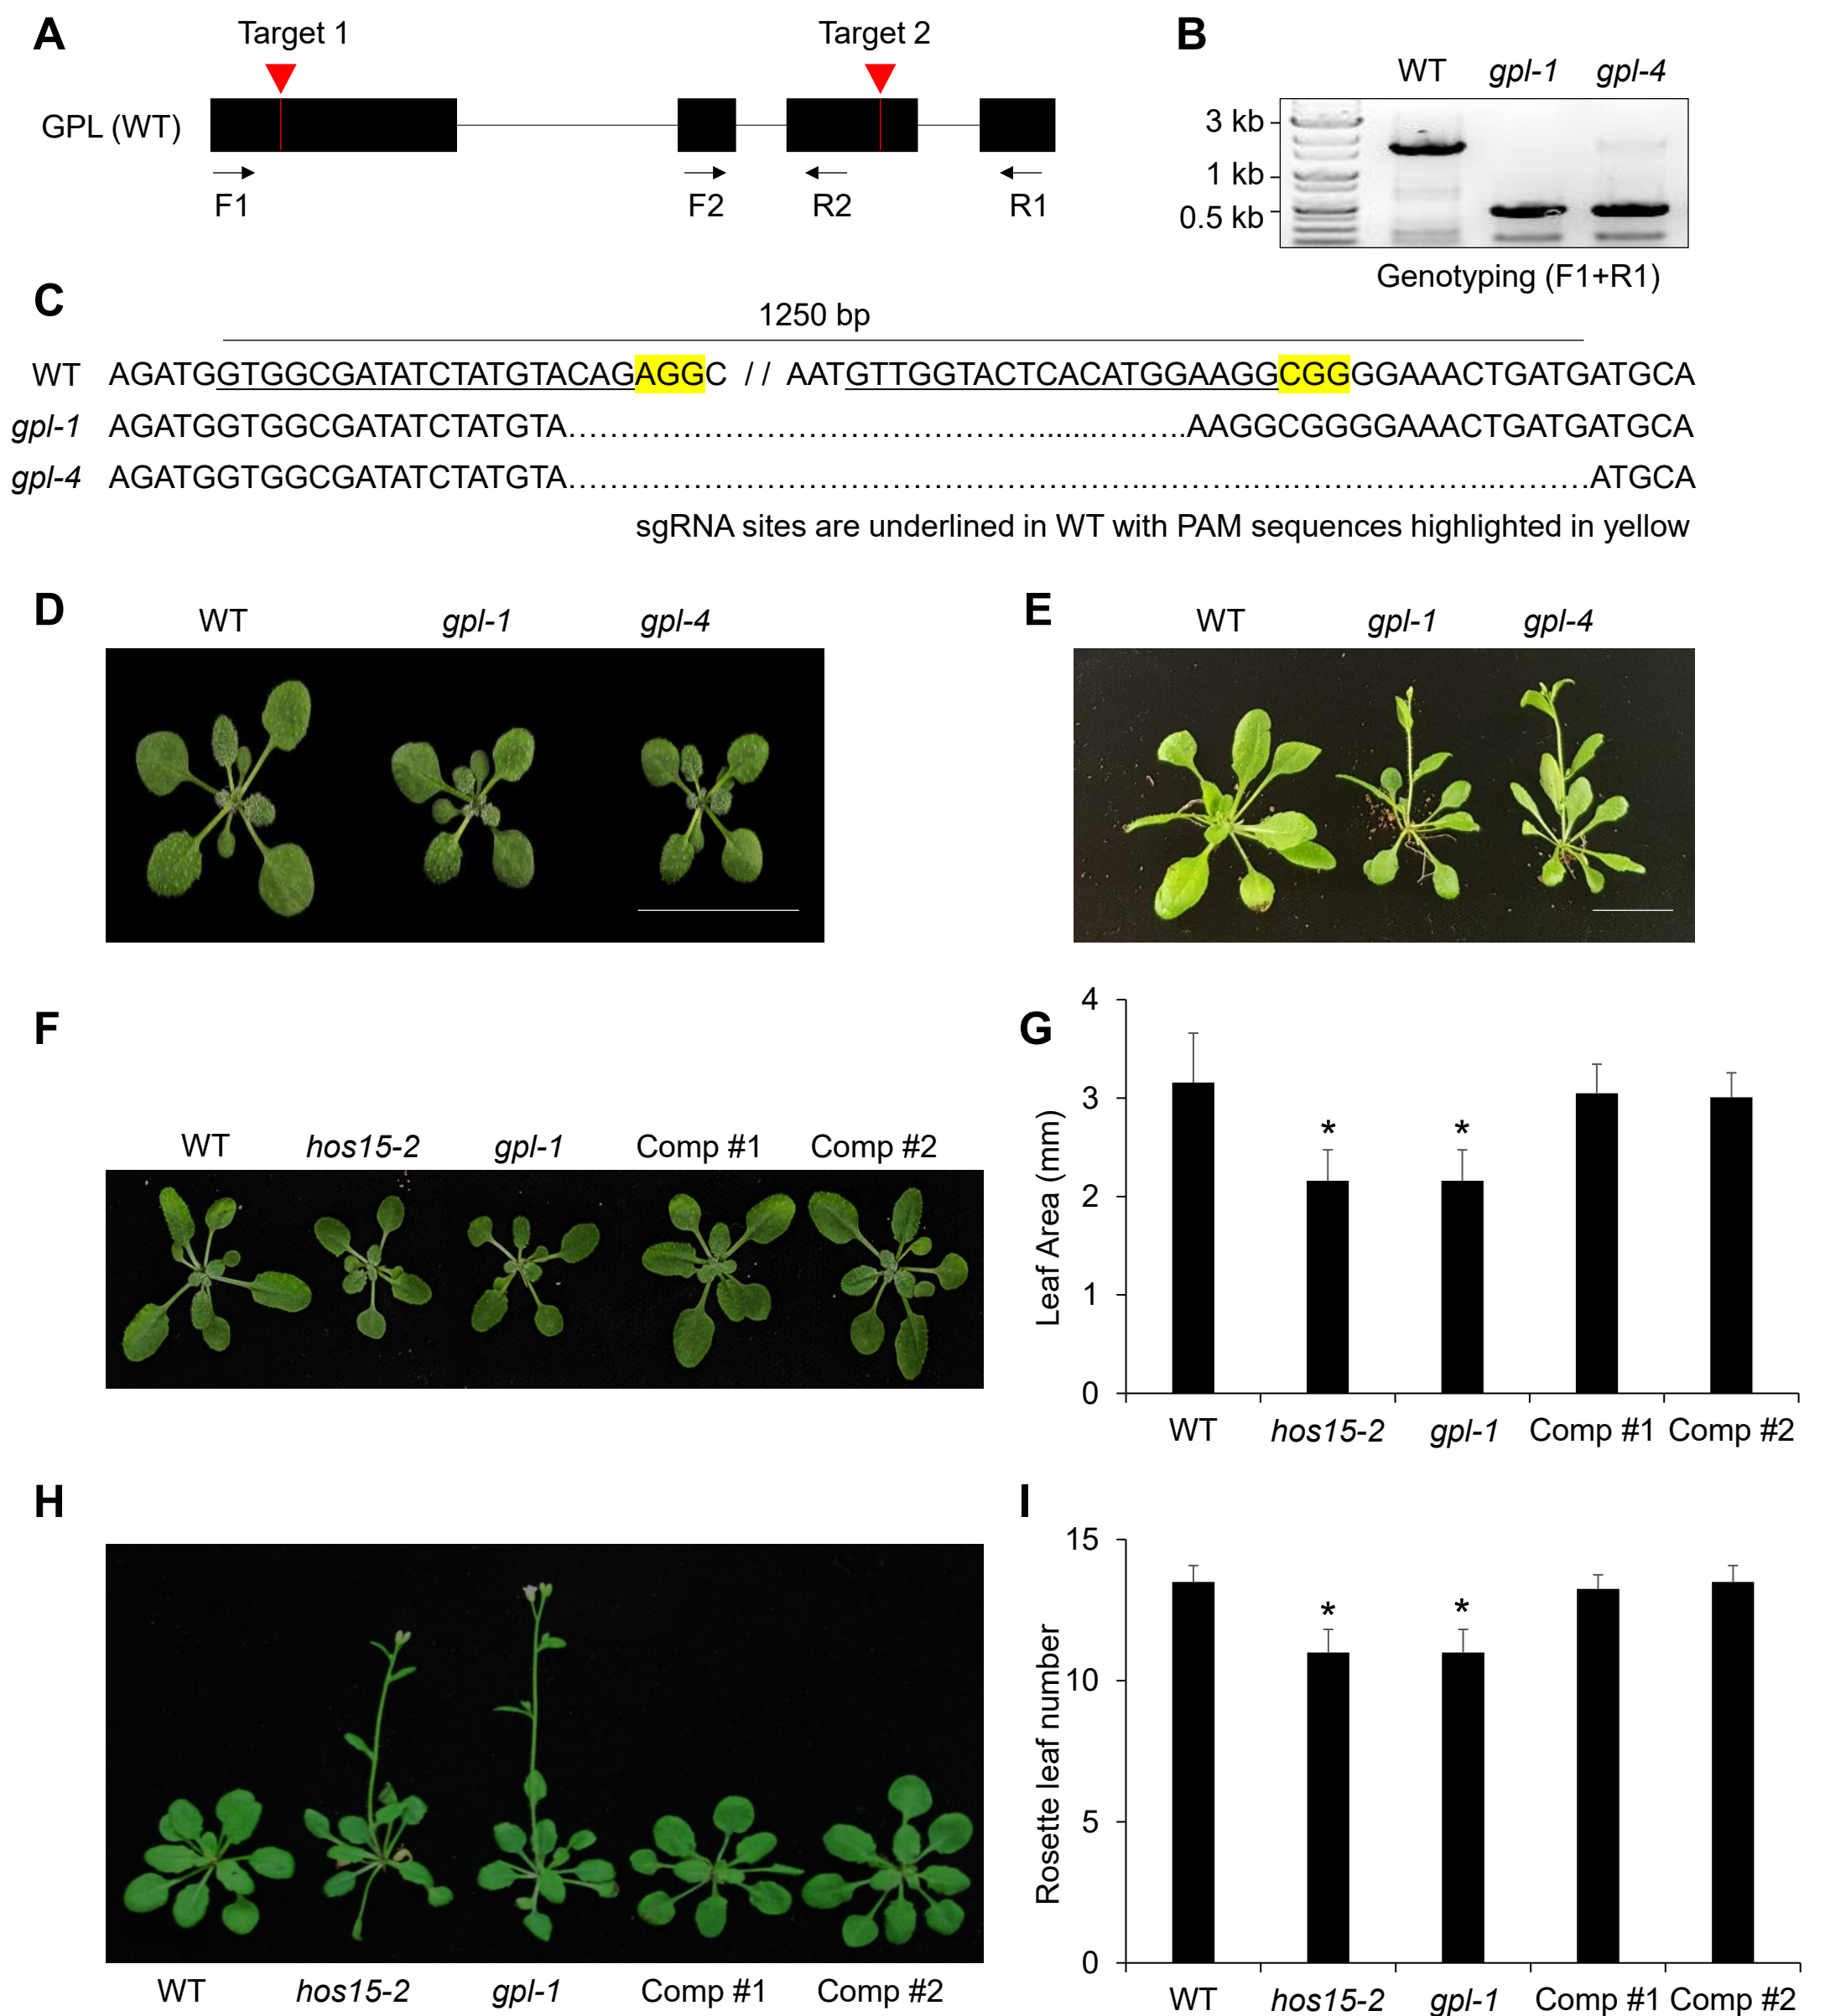

**Figure S5. Generation of CRISPR/Cas9-mediated *gpl*-mutant lines.** (A) Schematic diagram of GPL gene with two sgRNA positions as indicated by Target 1 and Target 2. (B) Genotyping of *gpl*-CRISPR lines for confirmation of *GPL*-mutation. After deletion of the middle region between two sgRNAs (as shown in A), the two sites bound together through NHEJ DNA repair system (non-homologous end joining) and as a result a small sized nonfunctional *GPL* gene was generated. (C) Sequence analysis of *gpl*-CRISPR lines for confirmation of *GPL*-mutation. In the two mutant lines more than 1200 bp region were deleted. sgRNA sites are underlined. (D,E) *gpl*-mutants show dwarf phenotypes (D), and early flowering (E), compared to WT. (F-I). Dwarfism (F,G), and early flowering (H,I) of *gpl*-mutant were rescued by expressing functional *GPL* in *gpl-1* mutant background under the control of 35S promoter. *hos15-2* was used as experimental control.

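GPL (AT3G47850) lies on the minus strand of chromosome 3 from 17654129 to 17656013 in TAIR10.1, the RefSeq copy of the TAIR10 genome that the authors aligned to. It has 4 exons, and its coding sequence of 1059 bases encodes 352 amino acids. The annotation in the deposited count files places the same coding parts in its exons and gives a longer last exon. The guide of sgRNA1, GTGGCGATATCTATGTACAG, matches the genome once, on the minus strand of chromosome 3 from 17655888 to 17655907, in the coding part of exon 1. Its protospacer adjacent motif (PAM), the short sequence that Cas9 needs next to its target, is AGG, and with 10 bases on each side the site reads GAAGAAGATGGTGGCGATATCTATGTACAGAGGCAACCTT. The guide of sgRNA2, GTTGGTACTCACATGGAAGG, also matches once, from 17654677 to 17654696 in the coding part of exon 3, next to the PAM CGG, in the sequence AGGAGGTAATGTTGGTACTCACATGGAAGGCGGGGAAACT. Cas9 cuts 3 bases before the PAM, which puts the cuts between 17655890 and 17655891 and between 17654679 and 17654680, and an exact join of both cuts removes 1211 bp.
The allele sequences drawn in Figure S5C were matched to the reference. As drawn, gpl-1 lacks 17654681 to 17655890, a deletion of 1210 bp, and gpl-4 lacks 17654663 to 17655890, a deletion of 1228 bp. Both deletions take the end of exon 1, intron 1, exon 2, intron 2 and the start of exon 3, and remove 650 coding bases in gpl-1 and 668 in gpl-4. If the rest is spliced as annotated, 36 whole codons stand before the deletion in both alleles, and the next codon, formed across the junction, is a stop codon. The primers GPL-FL-F and GPL-FL-R match the ends of the coding sequence and would give a product of 1742 bp from the reference, 532 bp from gpl-1 and 514 bp from gpl-4.

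**Figure D2:**
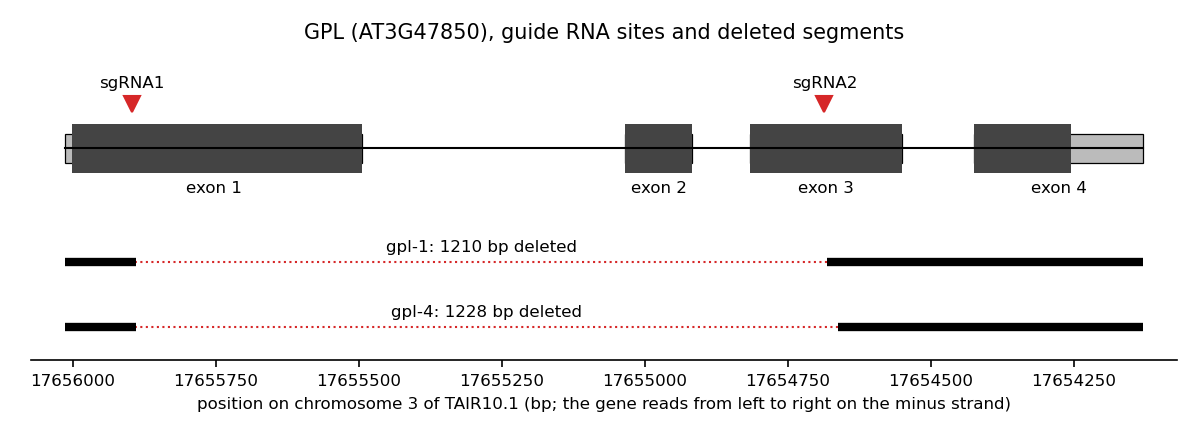
Map of GPL on chromosome 3 of TAIR10.1 (horizontal axis, position in bp, to scale), with coding parts of exons as dark boxes, untranslated parts as light boxes, and guide RNA sites as triangles. The lower lines show the segments kept in gpl-1 and gpl-4 as drawn in Figure S5C, with deletions of 1210 and 1228 bp as dotted lines.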

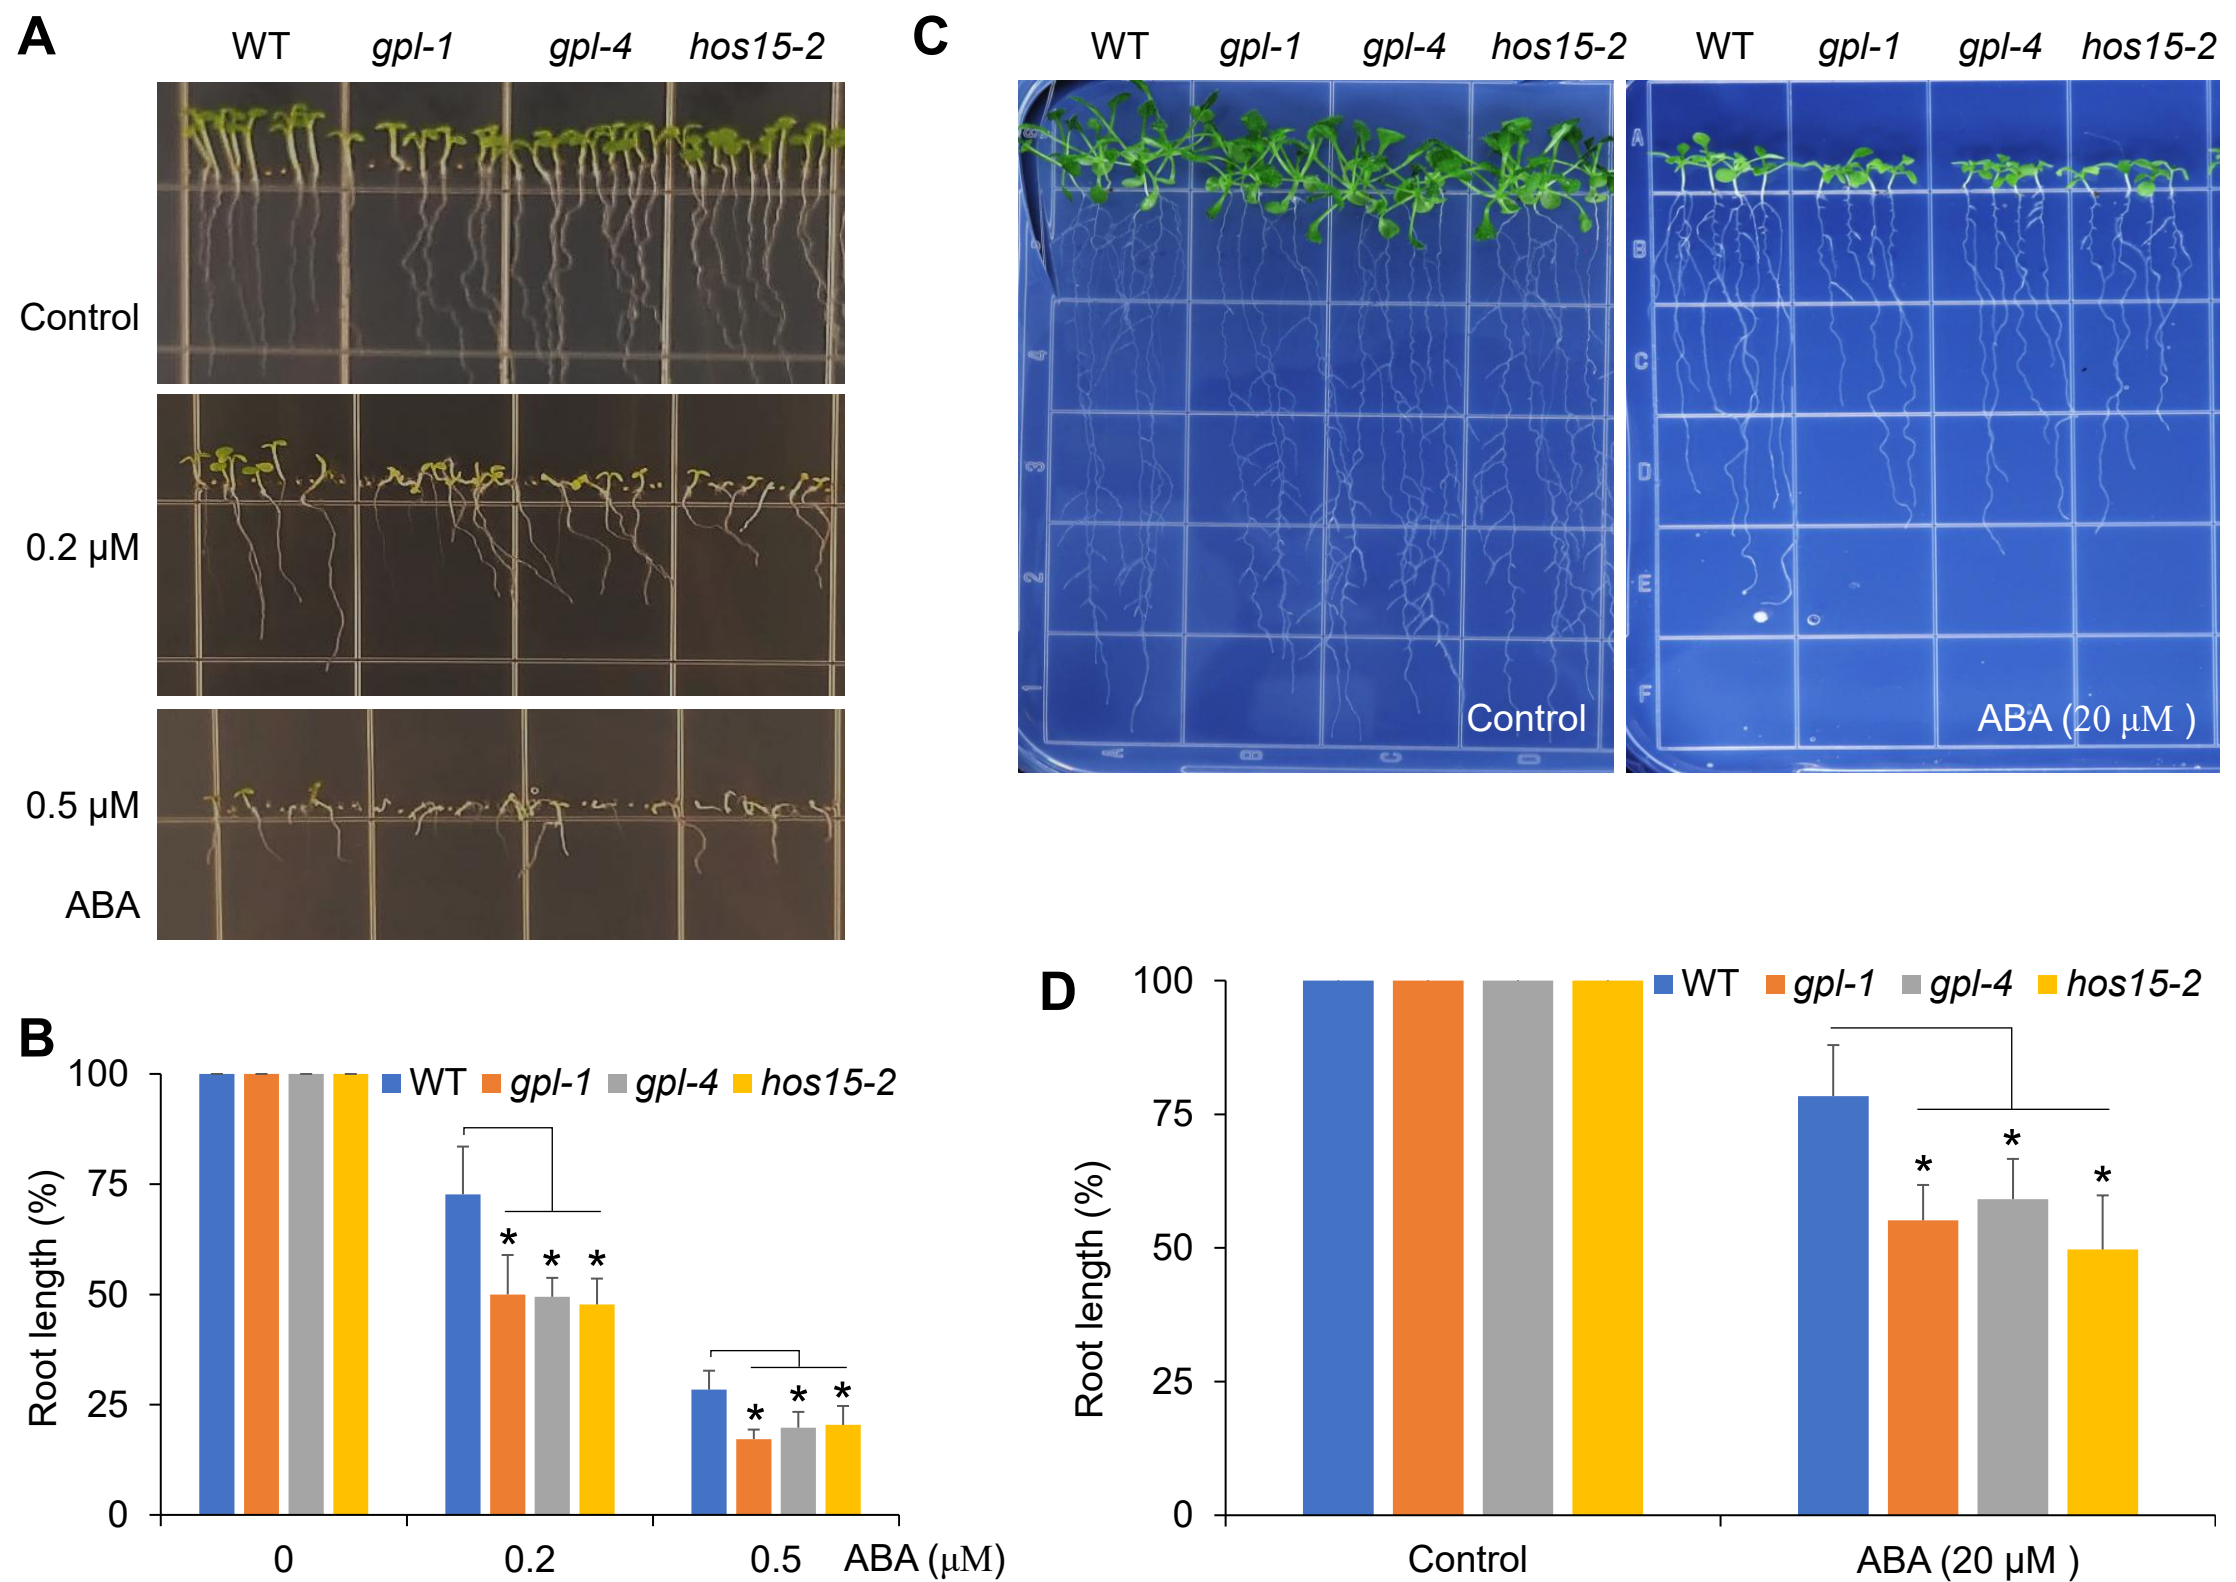

**Figure S6. GPL negatively regulates ABA response.** (A) *gpl*-mutation leads to ABA sensitivity. Seeds of indicated lines were germinated on MS media including ABA ( $\mu$ M). Photographs were taken after 6-days of germination. (B) Statistical analysis of root length in (A). Error bars represent SE. Significant difference was determined by Student's t-test with a P-value <0.05 (\*). (C) 4-day old seedlings of indicated genotypes were transferred to control or ABA containing (20  $\mu$ M) MS medium and allowed to grow for 1-week. Photographs were taken 7 days after transfer. (D) Statistical analysis of root length in (C). Error bars SE represent SE (B, D). Significant difference was determined by Student's t-test with a P-value <0.05 (\*).

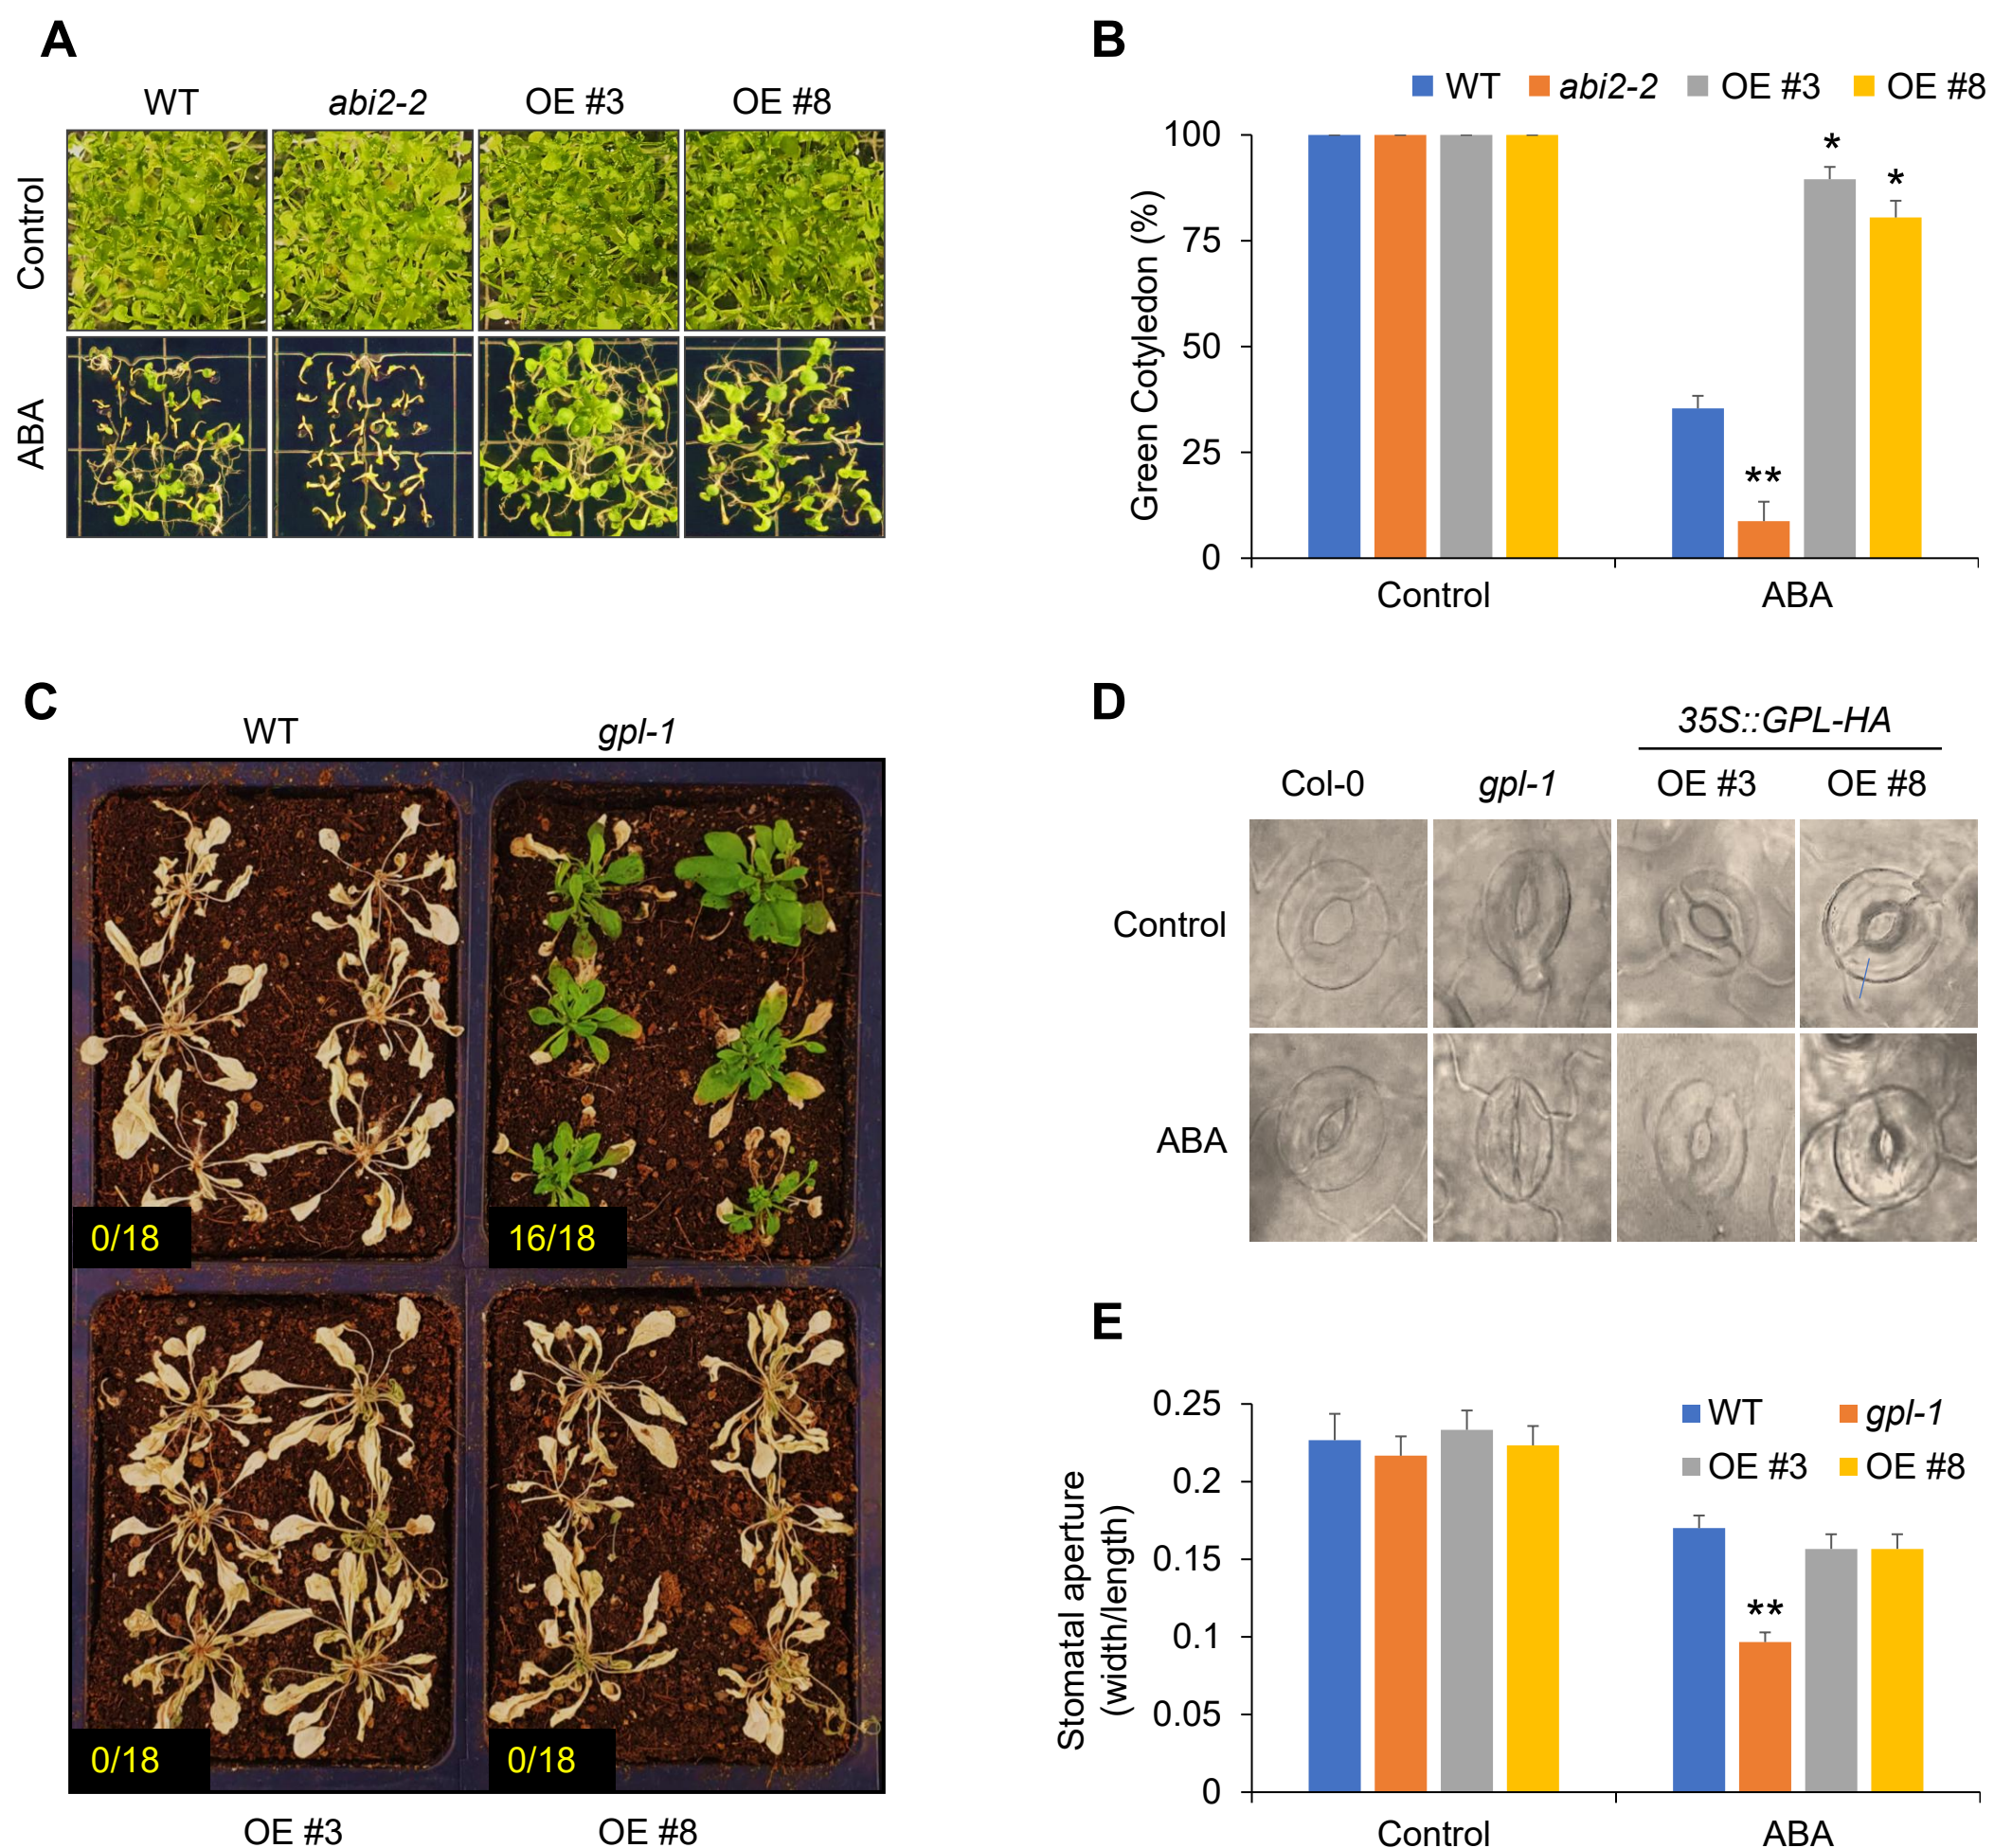

**Figure S7. GPL-overexpression lines show ABA insensitive phenotypes. (A)** GPL-overexpression leads to ABA insensitivity. Seeds of WT, transgenic lines overexpressing 35S::GPL-HA (OE #3, OE #8) and *abi2-2* were germinated on 1/2 MS medium supplemented with ABA (0.75  $\mu$ M). Photographs were taken 10-days after germination. *abi2-2* mutant was used as an experimental control. **(B)** Green cotyledons were counted after 10 days, with error bars representing SE (n=3). Significant difference was determined by Student's t-test with a P-value <0.05 (\*). **(C)** GPL-overexpression lines (OE) show WT-like phenotypes under drought stress. Seeds of WT, *gpl-1* and GPL-OE lines were germinated on 1/2 MS medium for 1-week and then transferred to soil. Drought tolerance assay of 3-week-old plants was performed by withholding water for 14 d and subsequently re-watered. Photographs were taken 3 days after re-watering. Survival rate of 3 pots of each of the indicated lines after drought test was measured. **(D)** GPL-OE lines show WT-like stomatal movement upon exposure to ABA (10  $\mu$ M), whereas *gpl-1* showed rapid stomatal closure upon exposure to ABA. **(E)** Stomatal size was measured using image-J software (width/length), with error bars representing SE (n=10 stomata per genotype). Significant difference was determined by student's t-test (\*\*p < 0.01).

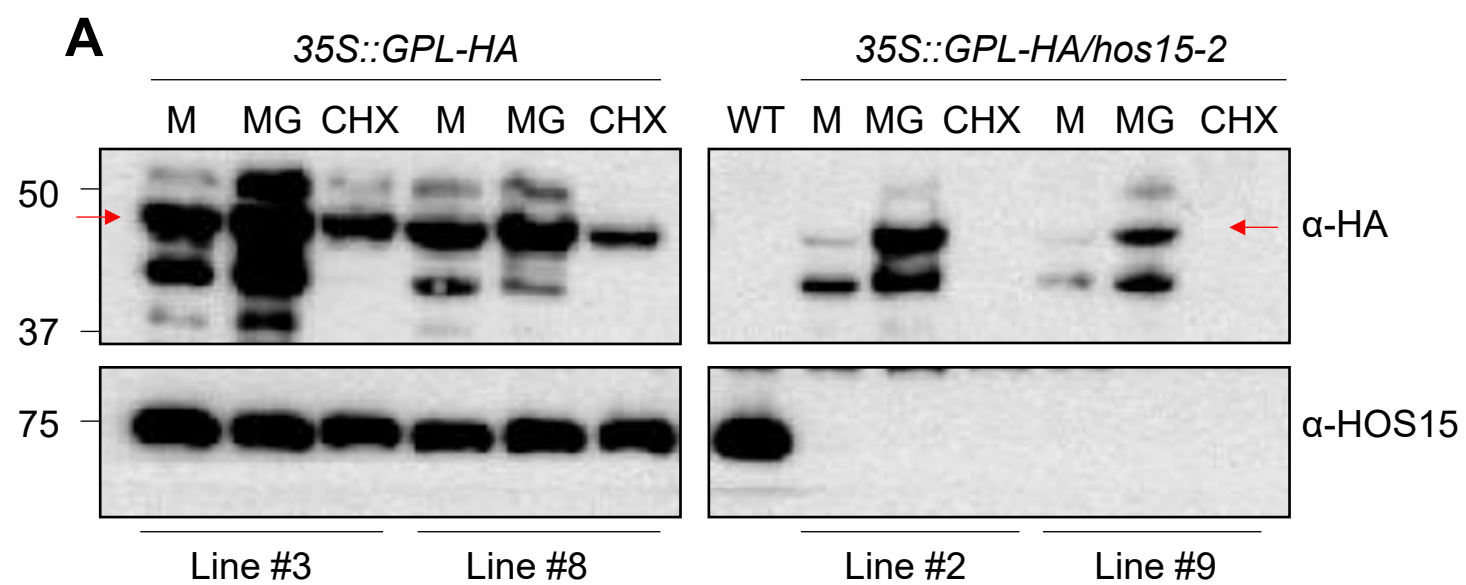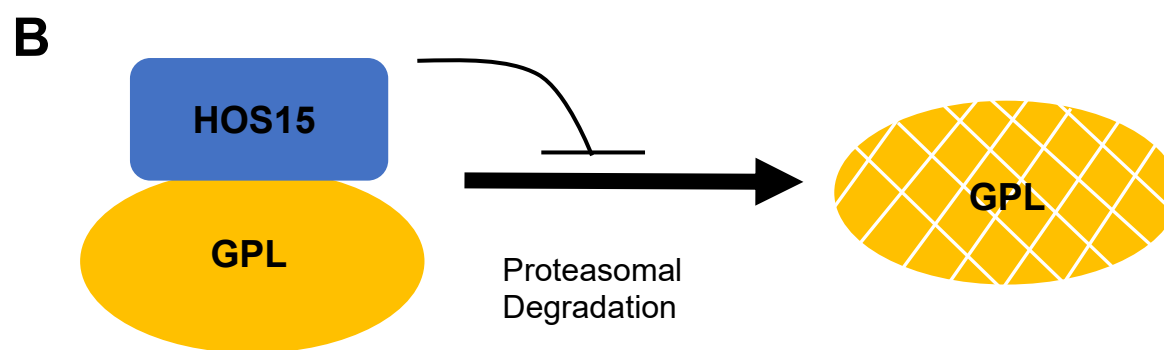

**Figure S8. GPL stability is dependent on functional HOS15.** (A) HOS15 is required for GPL stability. GPL is degraded in a 26s proteasome-dependent manner. Total proteins were extracted from 10-day-old transgenic lines expressing 35S::GPL-HA in WT and *hos15-2* background (two independent stable lines from each genotypes, #3/#8 in WT and #2/#9 in *hos15-2* background) and treated with only MS media as Mock (M), proteasome inhibitor MG132 (MG) or cycloheximide (CHX), protein synthesis inhibitor. Immunoblots were performed using anti-HA and anti-HOS15 antibodies. Red arrows indicate GPL. (B) Presumed model illustrating that HOS15 protects GPL from proteasomal degradation.

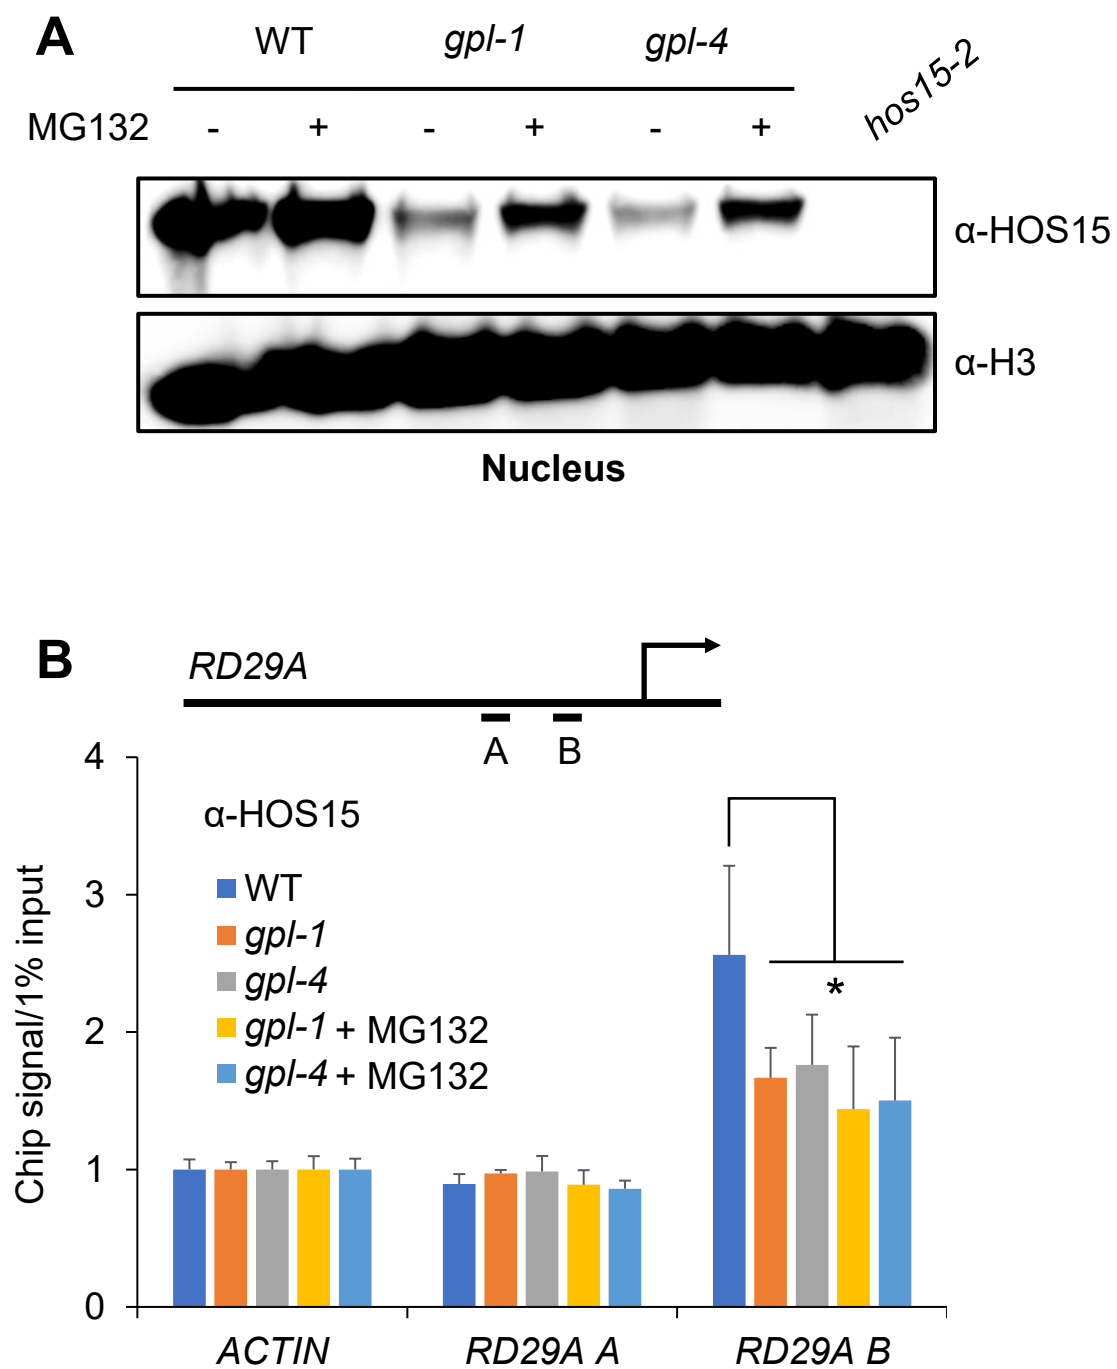

**Figure S9. Functional GPL is required for HOS15 stability and activity. (A)** Total proteins were extracted from 10-day-old seedlings of WT (Col-0) and *gpl*-mutants treated without or with proteasome inhibitor (MG132) for 4 h. Immunoblot were performed using anti-HOS15 antibodies. Histone3 (H3) was used as nuclear loading control. **(B)** HOS15 association with the target loci was reduced in *gpl*-mutants. *gpl*-mutants were treated with MG132 for 4 h to restore HOS15 protein levels to those observed in wild-type plants. Ch-IP assay was carried out using Anti-HOS15 antibodies. Promoter regions of *RD29A* were analyzed by ChIP-qPCR. ACTIN2 was used as internal control. Error bars represent SE. Significant difference was determined by a student's t-test (\* $p < 0.05$ ).

GO terms

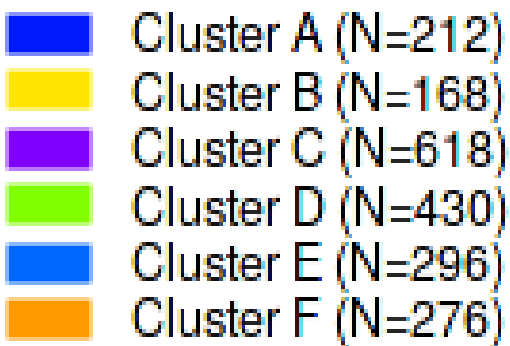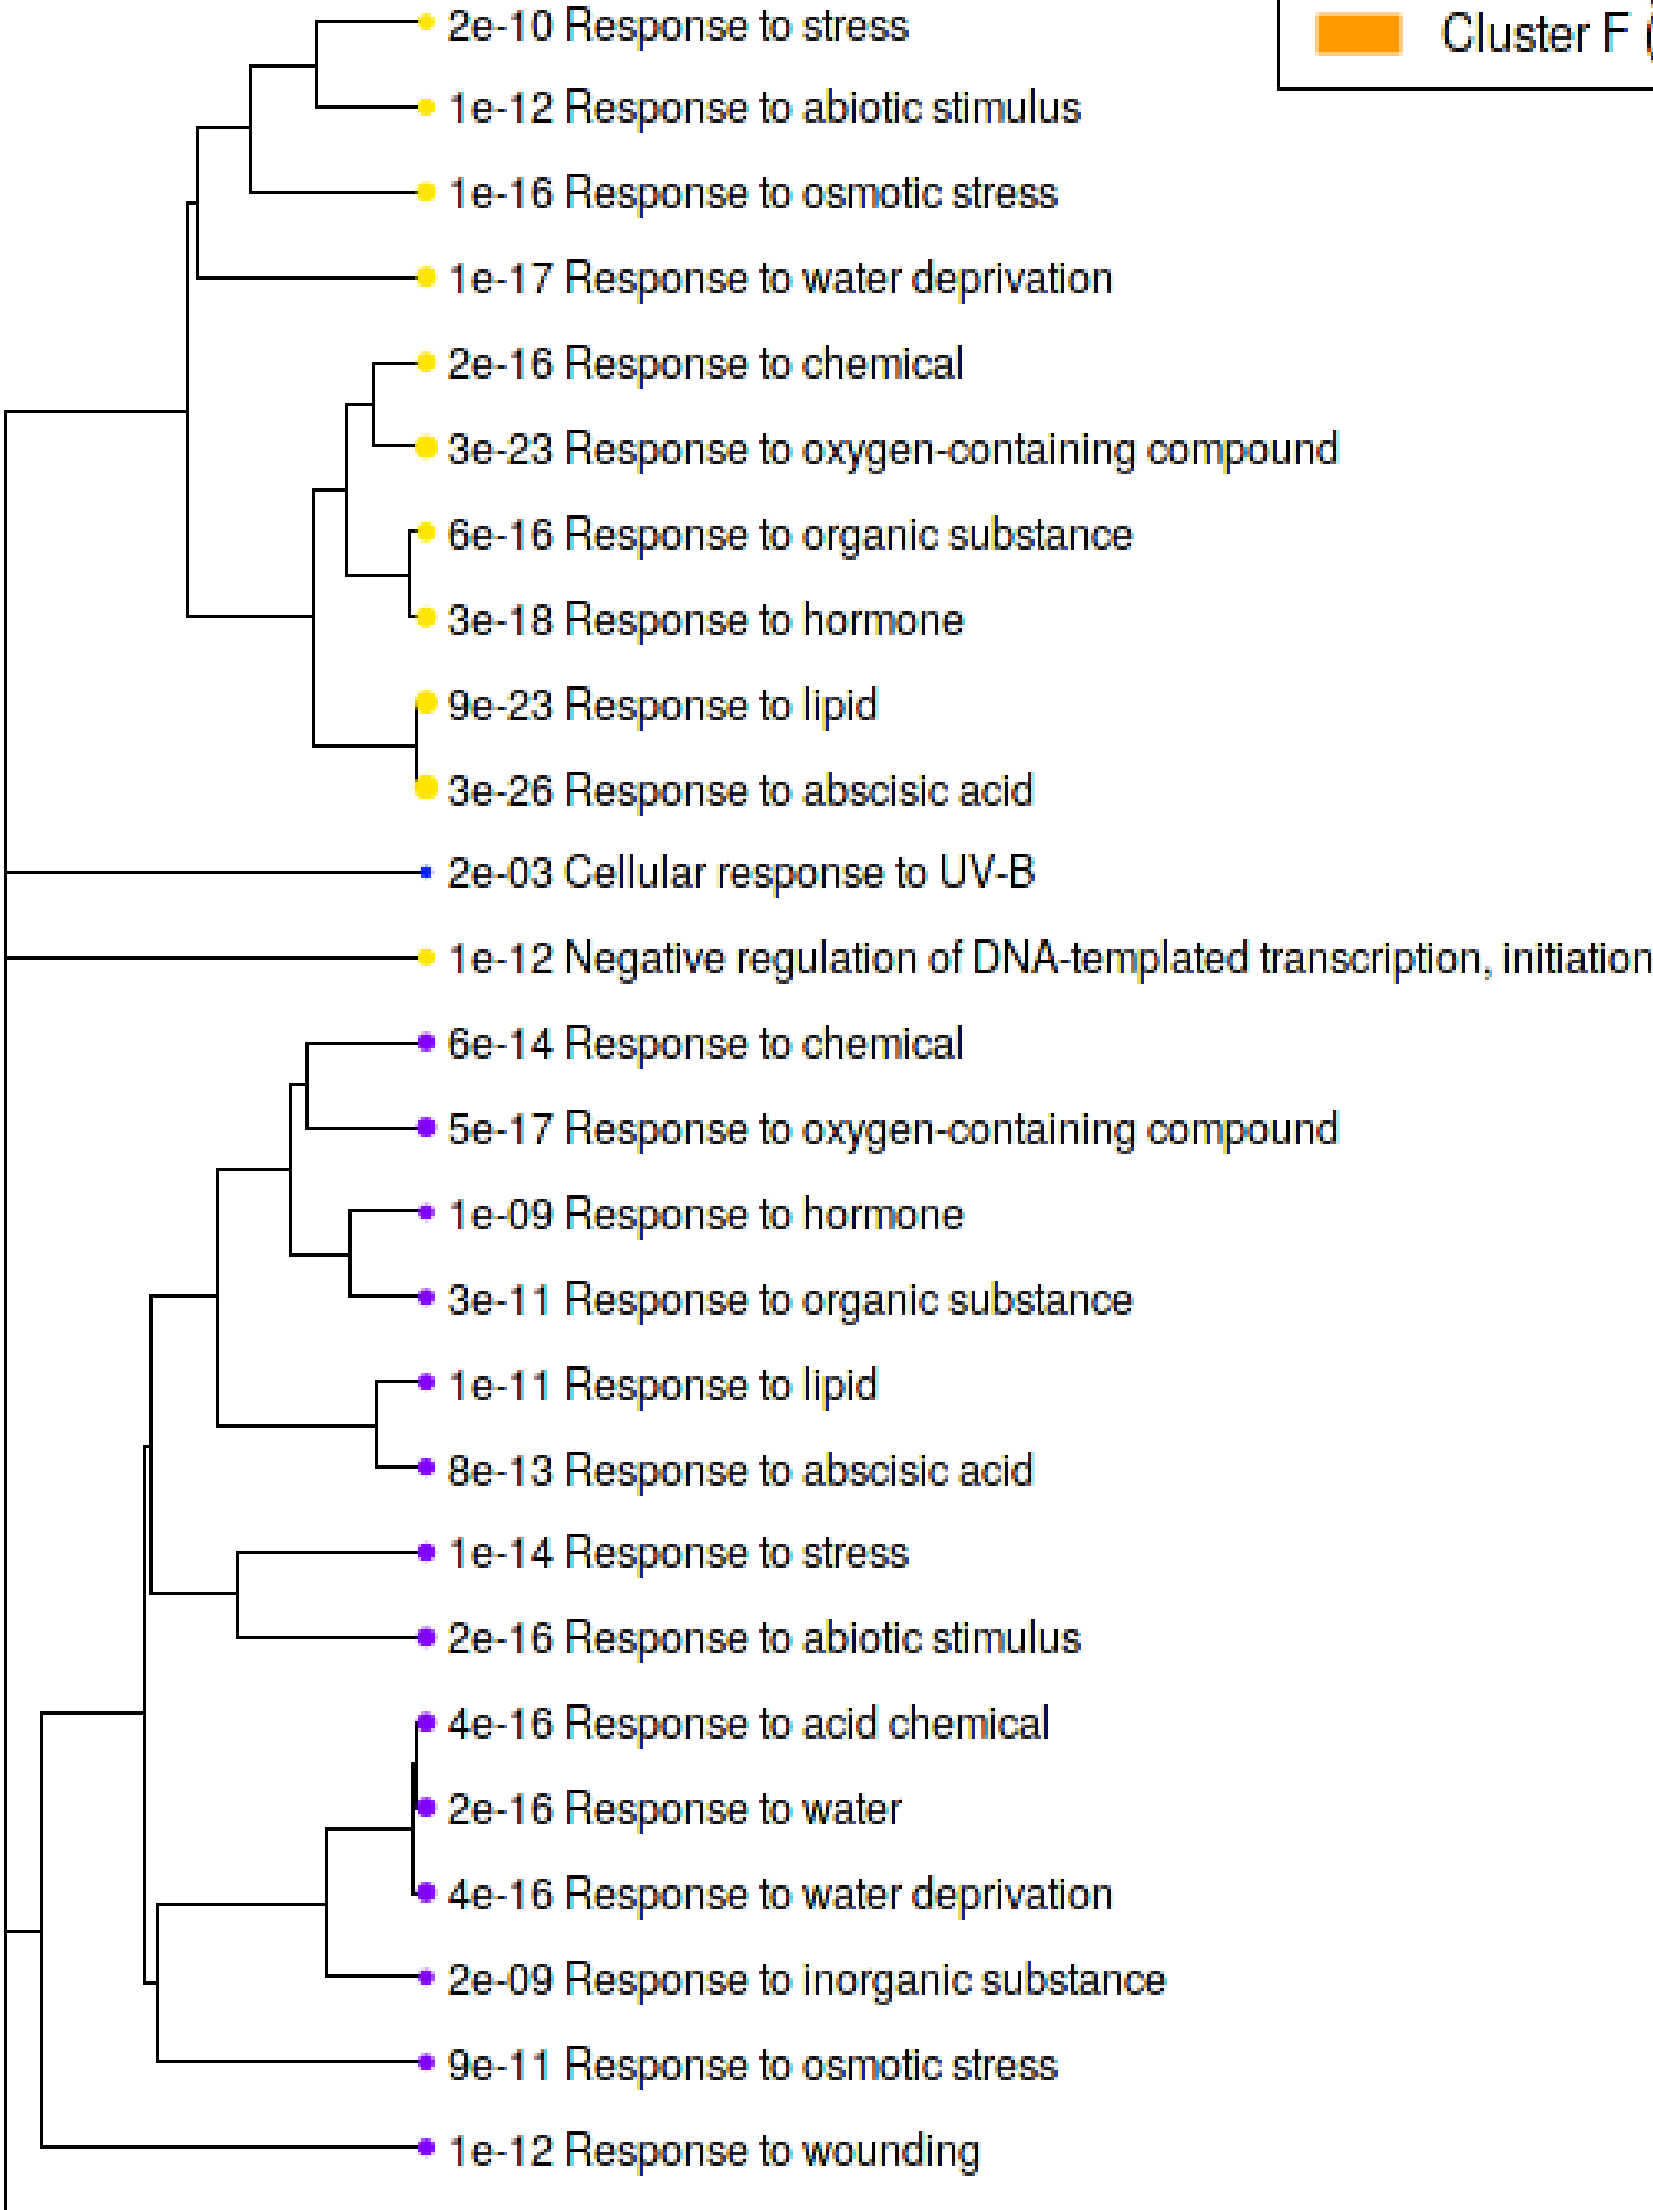

Continue....

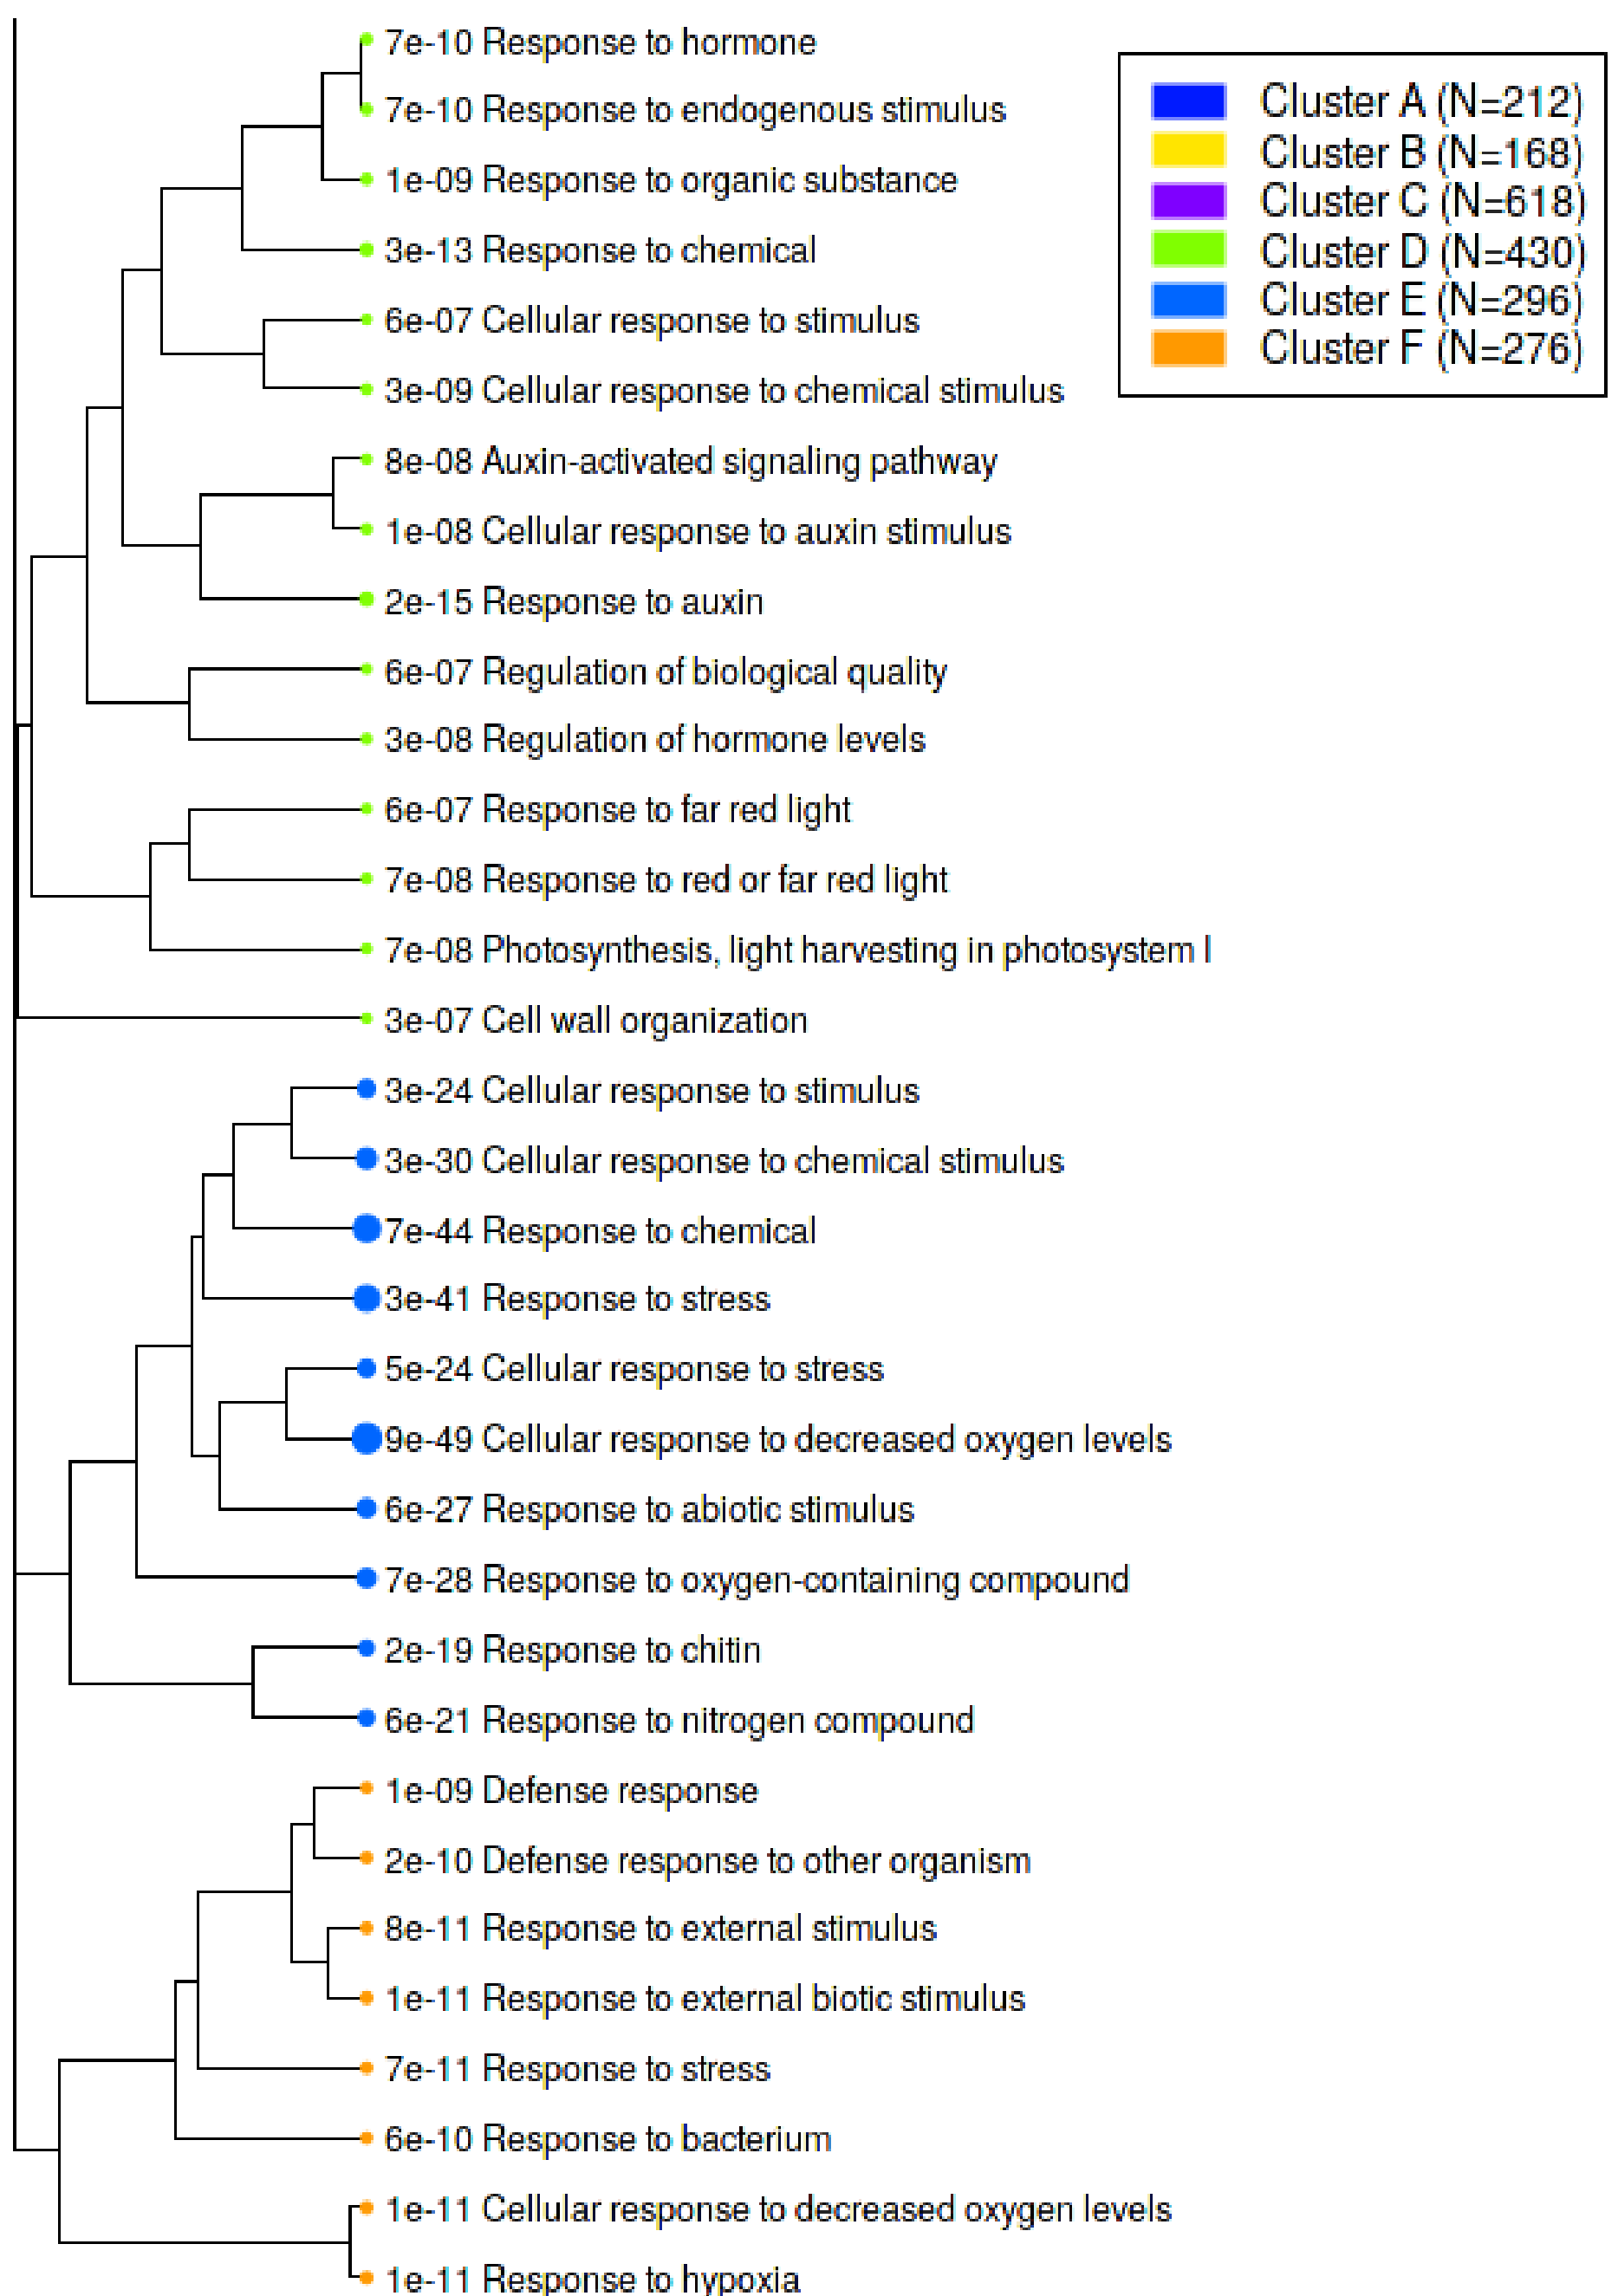

**Figure S10.** GO terms analysis of GPL-regulated genes (Clusters A-F).. As shown in Figure 4A (left border), global RNA-seq has been divided into six different clusters (A~F) as shown by different colors. Cluster A, Cluster B, Cluster C and Cluster E show upregulated genes (red color) which mostly belong to abiotic stress responses, whereas Cluster D and Cluster F show downregulated genes which belong to auxin signaling, growth and development and biotic responses. The dendrogram groups enriched GO biological process terms based on semantic similarity, highlighting redundancy among related terms. Numbers next to each term indicate the enrichment significance (FDR).

● WT ● WT-ABA ● *gpl-1* ● *gpl-1*-ABA

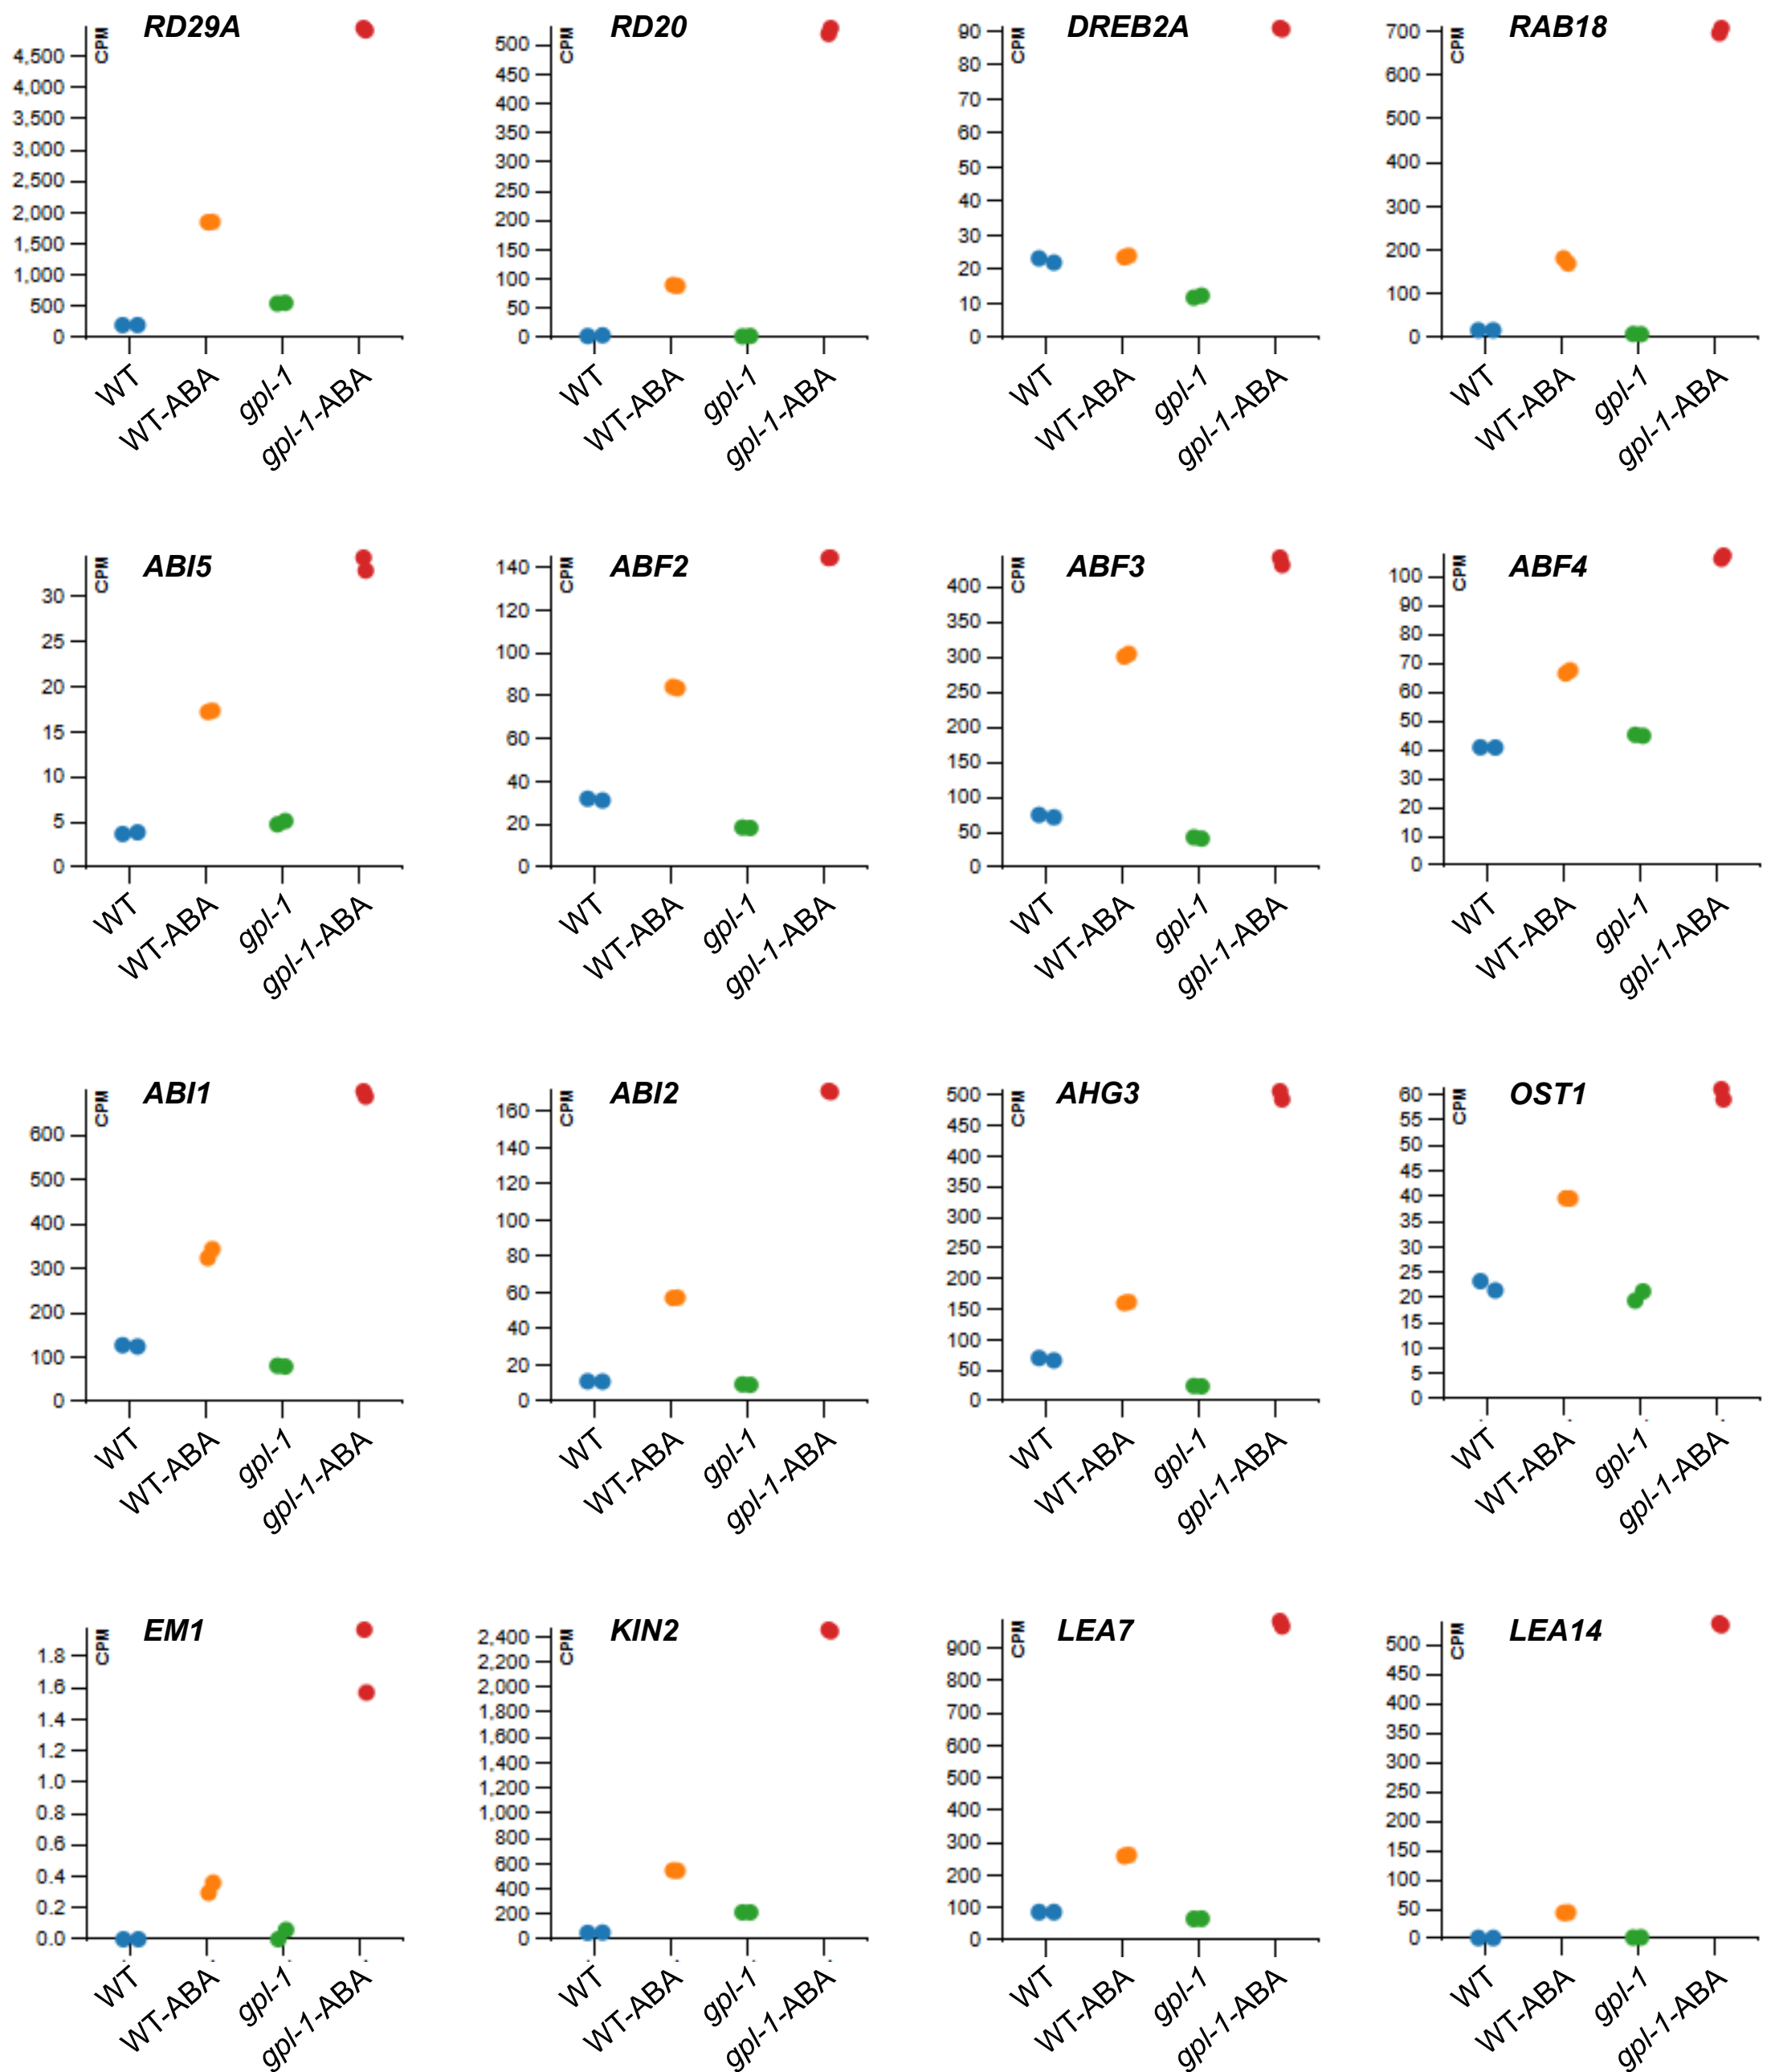

**Figure S11. ABA related genes are strongly upregulated in *gpl-1*.** Expression pattern of ABA responsive genes in *gpl-1* mutant (RNA-seq) which shows strong induction in *gpl-1*-mutant. Degust site (<https://degust.erc.monash.edu/>) was used to analyze the expression of ABA related genes in the RNA-seq. For further information see the link below; <https://degust.erc.monash.edu/degust/compare.html?code=4d89de1d2f48529aaab30f868b178a8d#/>

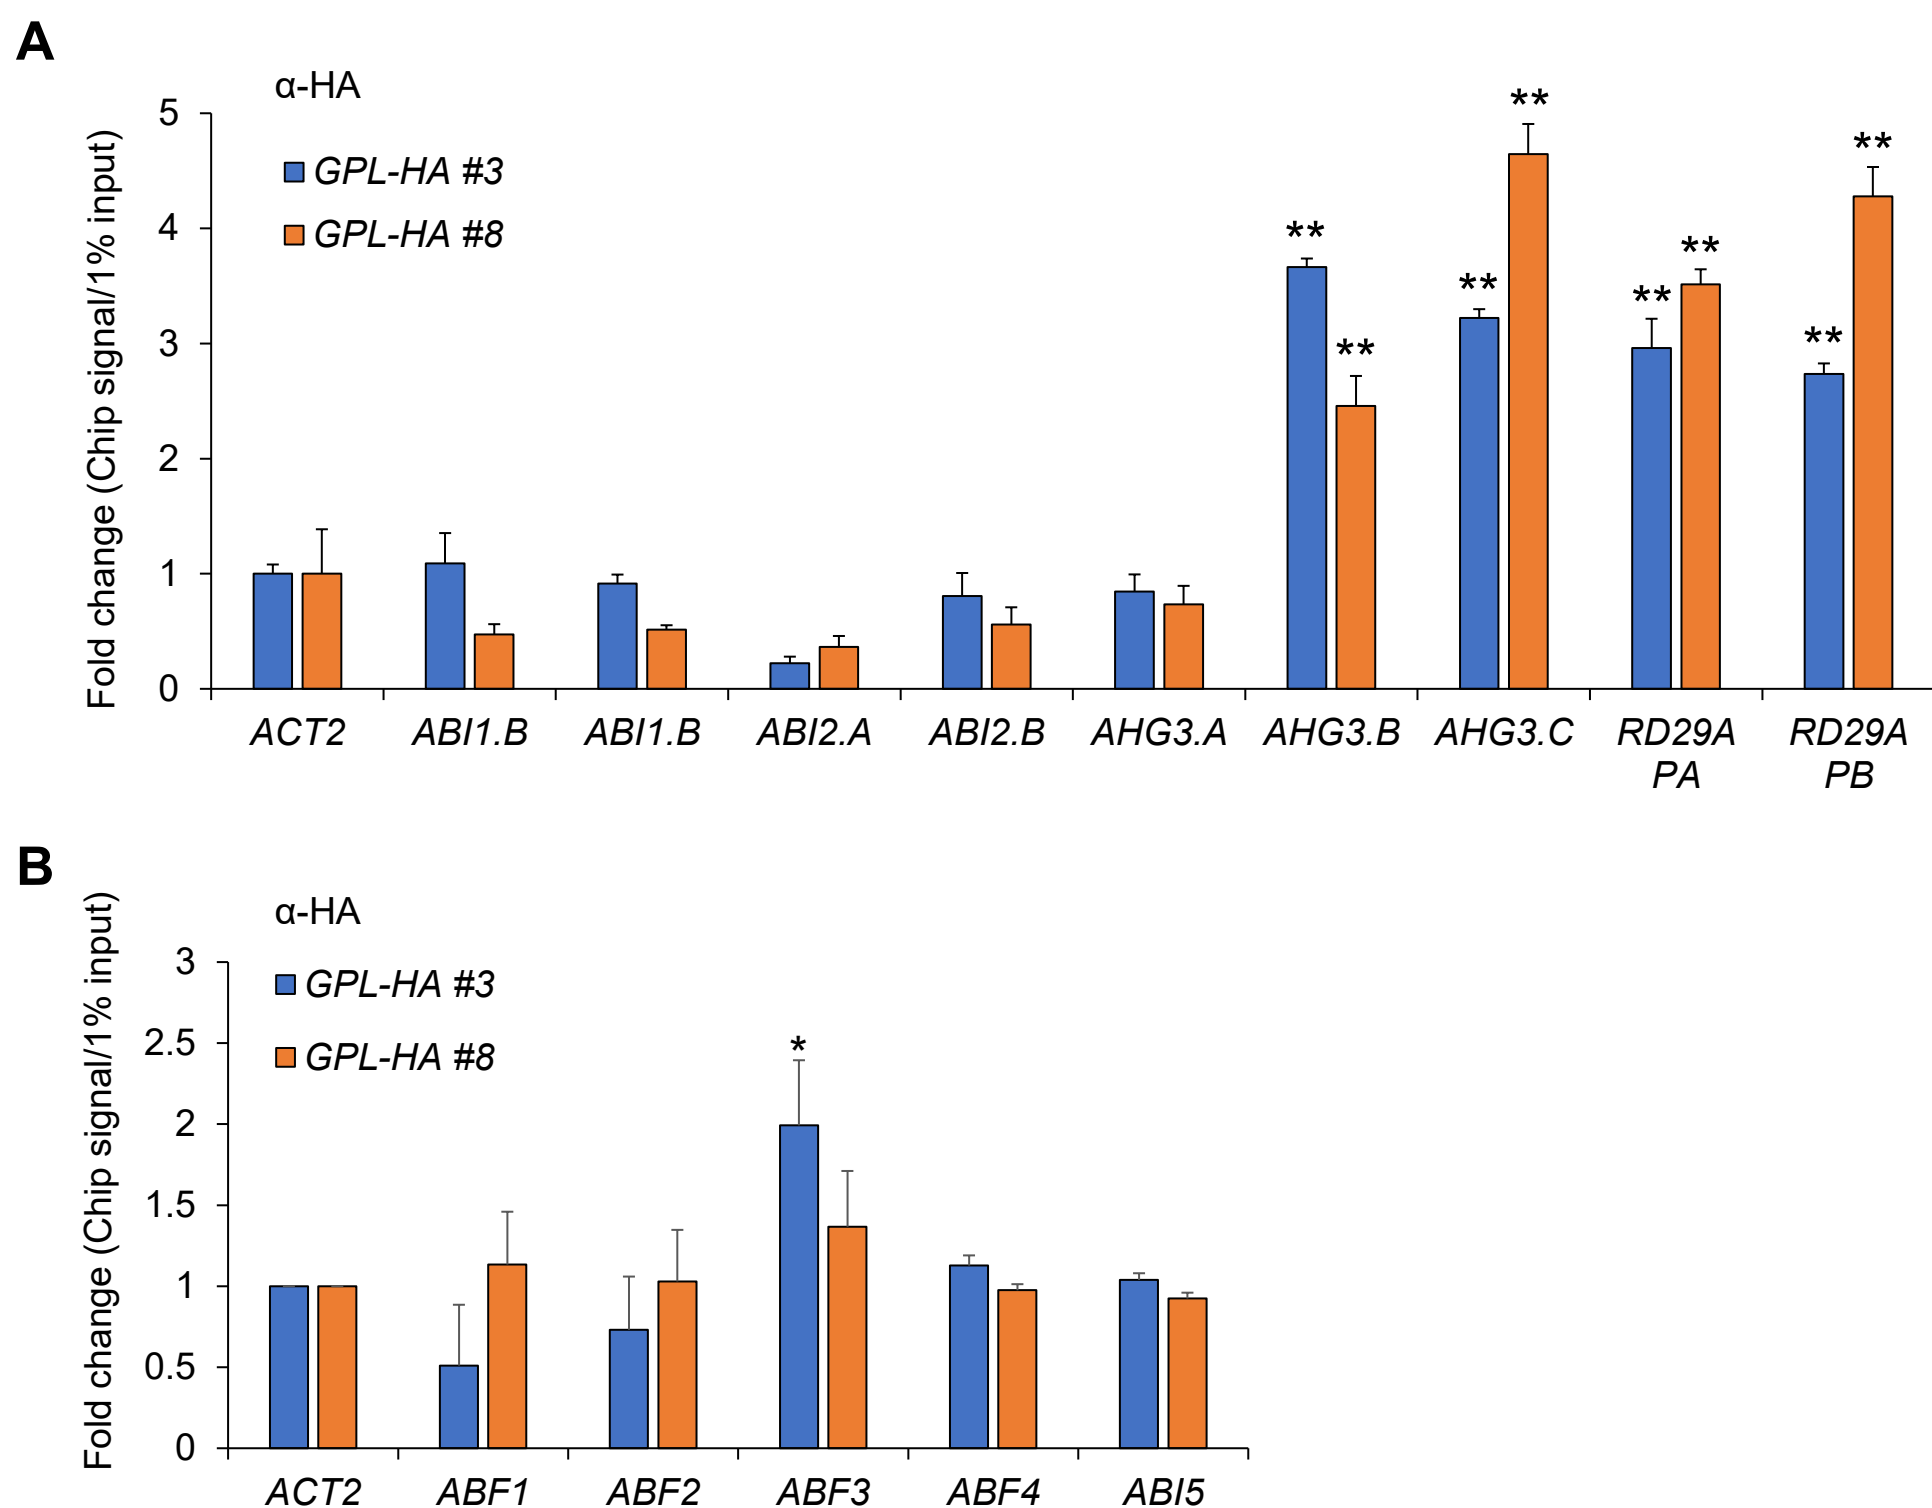

**Figure S12. Association of GPL with the promoters of ABA responsive genes. (A)** Association of GPL with the promoters of ABA responsive genes ABI1, ABI2 AHG3 and RD29A. Promoter regions of indicated genes were analyzed using ChIP-qPCR. Ch-IP assay was carried out using Anti-HA antibodies. ACTIN2 was used as internal control. Error bars represent SE. Significant difference was determined by student's t-test (\*\* $p < 0.01$ ). **(B)** GPL does not associate with the promoters of ABF transcription factors. Promoter regions of *ABF1*, *ABF2*, *ABF3*, *ABF4* and *ABI5* were analyzed using ChIP-qPCR. Ch-IP assay was carried out using Anti-HA antibodies. ACTIN2 was used as internal control. Error bars represent SE. Significant difference was determined by student's t-test (\* $p < 0.05$ ).

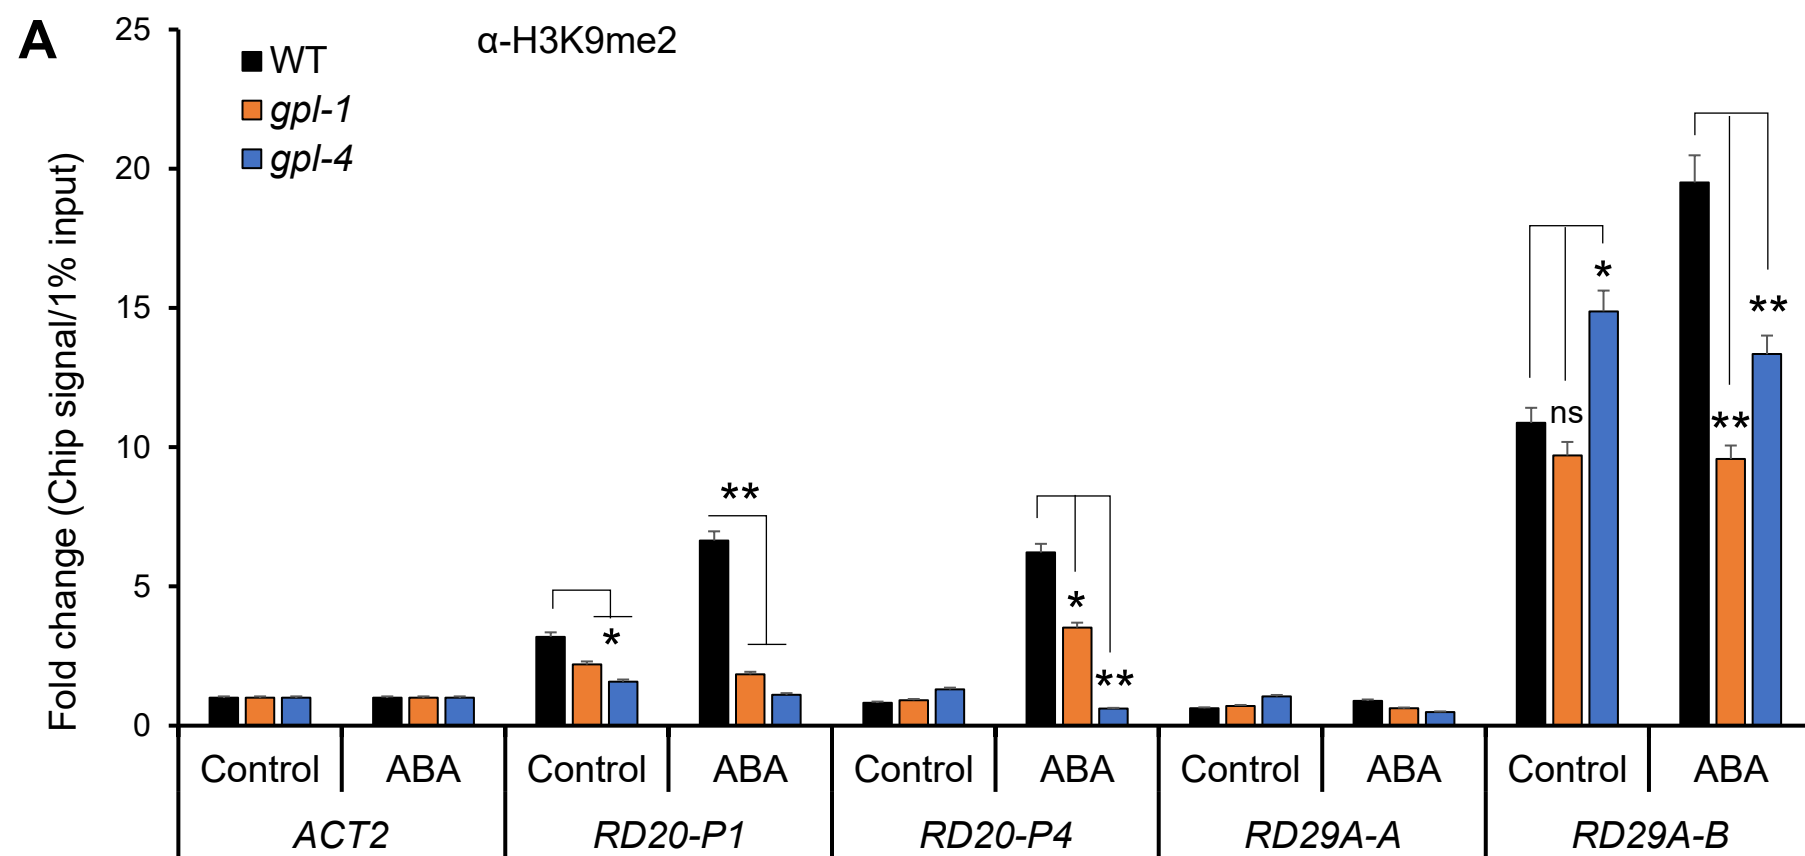

**Figure S13. GPL regulates H3K9me2 at the promoters of ABA responsive genes.** *GPL* mutation leads to an increase in H3K9 dimethylation at the promoter of *AHG3*. Promoter regions of indicated genes were analyzed using ChIP-qPCR. ACTIN was used as internal control. Error bars represent SE.

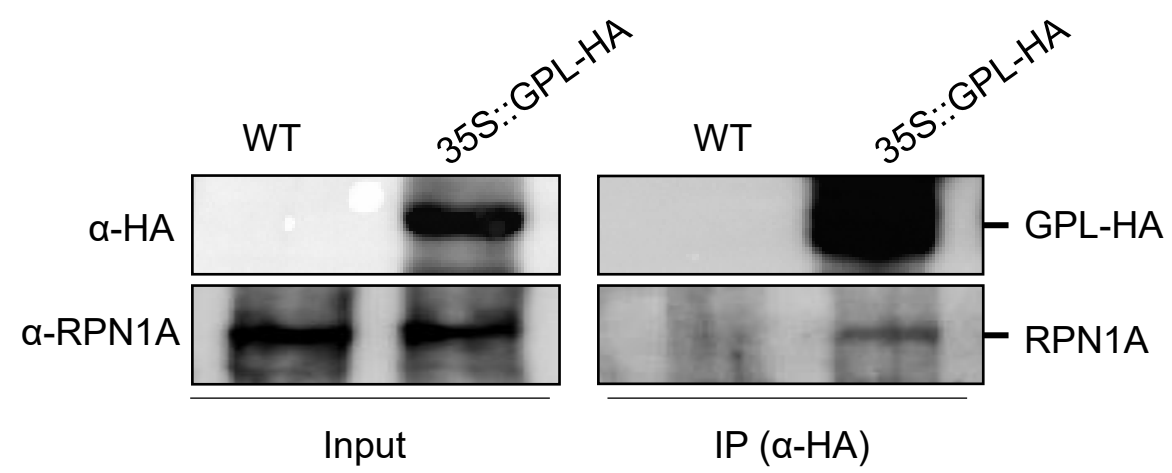

**Figure S14. GPL interacts with RPN1A in Arabidopsis.** Total proteins were extracted from 10-day-old WT and transgenic lines expressing *35S::GPL-HA* and immunoprecipitated with anti-HA antibodies. Immunoblots were carried out using anti-HA and anti-RPN1A.

Supplementary Table 1. GPL homolog from plant species.

| Scientific Name         | Max Score | Total Score | Query Cover | E-value  | Percentage of identity | Accession length | Accession      |
|-------------------------|-----------|-------------|-------------|----------|------------------------|------------------|----------------|
| Camelina sativa         | 122       | 122         | 93%         | 9.00E-34 | 88.06%                 | 352              | XP_010503395.1 |
| Brassica rapa           | 94        | 94          | 91%         | 4.00E-23 | 75.76%                 | 332              | XP_009149865.1 |
| Glycine max             | 54.3      | 54.3        | 63%         | 1.00E-08 | 68.09%                 | 352              | XP_003528169.2 |
| Theobroma cacao         | 73.9      | 73.9        | 81%         | 1.00E-15 | 64.41%                 | 346              | XP_007099740.2 |
| Gossypium hirsutum      | 70.9      | 70.9        | 77%         | 1.00E-14 | 67.86%                 | 343              | XP_016703400.2 |
| Citrus sinensis         | 53.5      | 53.5        | 61%         | 2.00E-08 | 63.64%                 | 364              | XP_006476707.2 |
| Solanum tuberosum       | 73.2      | 73.2        | 76%         | 2.00E-15 | 70.91%                 | 326              | KAH0659339.1   |
| Solanum lycopersicum    | 71.6      | 71.6        | 76%         | 7.00E-15 | 70.91%                 | 326              | NP_001294882.1 |
| Vitis vinifera          | 80.1      | 80.1        | 97%         | 7.00E-18 | 62.86%                 | 361              | XP_010663430.1 |
| Triticum aestivum       | 51.6      | 51.6        | 59%         | 7.00E-08 | 53.49%                 | 189              | KAF7044309.1   |
| Oryza sativa (Japonica) | 52.8      | 52.8        | 73%         | 5.00E-08 | 52.83%                 | 351              | XP_015639948.1 |
| Amborella trichopoda    | 52.4      | 52.4        | 59%         | 3.00E-08 | 55.81%                 | 166              | ERN01206.1     |
| Physcomitrium patens    | 37.4      | 37.4        | 50%         | 0.013    | 47.22%                 | 708              | XP_024378696.1 |
| Zea mays                | 53.1      | 53.1        | 58%         | 2.00E-08 | 54.76%                 | 219              | ONM07967.1     |

**Supplementary Table 2. GPL-interacting protein identified through IP-MS.**

| No. | TAIR ID   | NAME                      | Molecular Function                                        |
|-----|-----------|---------------------------|-----------------------------------------------------------|
| 1   | AT3G47850 | GPL                       | Transcription co-regulator/ chromatin remodeling          |
| 2   | AT4G67320 | HOS15                     | WD40-repeat protein/<br>chromatin remodeling              |
| 3   | AT3G52250 | PWR                       | SAINT domain containing protein/ chromatin remodeling     |
| 4   | AT3G44680 | HDA9                      | Histone deacetylase                                       |
| 5   | AT5G63110 | HDA6                      | Histone deacetylase                                       |
| 6   | AT2G20580 | RPN1A                     | 26S Proteasome regulatory subunit S2 1A                   |
| 7   | AT1G77080 | AGL27/MAF1/FLM            | MADS-box transcription factor                             |
| 8   | AT1G58110 | bZIP transcription factor | bZIP transcription factor                                 |
| 9   | AT2G36530 | ENO2/LOS2                 | Enolase transcriptional activator; Multifunctional enzyme |
| 10  | AT5G04290 | KTF1/SPT5L                | kow domain-containing transcription factor 1              |
| 11  | AT2G16485 | NERD                      | DNA methylation; DNA binding/ zinc ion binding            |
| 12  | AT5G40490 | RNA-binding protein       | RNA-binding (RRM/RBD/RNP motifs) family protein           |
| 13  | AT4G09000 | GRF1/GF14 CHI             | General regulatory factor1-G-box factor 14-3-3            |
| 14  | AT5G10450 | GRF6/AFT1/14-3-3λ         | G-box regulating factor 6                                 |
| 15  | AT2G42590 | GRF9/GF14 MU              | General regulatory factor 9                               |
| 16  | AT1G22300 | GRF10                     | 14-3-3 General regulatory factor 10                       |
| 17  | AT5G14040 | PHT3;1                    | Phosphate transporter 3;1                                 |
| 18  | AT4G35100 | PIP3/PIP3A/PIP2;7/ SIMIP  | Plasma membrane intrinsic protein 3                       |
| 19  | AT5G15090 | VDAC3/ATVDAC3             | Voltage dependent anion channel 3                         |
| 20  | AT1G12840 | DET3/ATVHA-C              | Vacuolar ATP synthase subunit C                           |

**Supplementary Table 3. Primer sequences.**

# Supplementary material for: A GPS2-like protein interacts with HOS15 and HDA6 to form a repressor complex that regulates ABA signaling and drought adaptation in Arabidopsis
**Source:** Plant Commun. 2026 Apr 3;7(6):101843. doi: 10.1016/j.xplc.2026.101843
**Supplement:** Document S2. Article plus supplemental information

# A GPS2-like protein interacts with HOS15 and HDA6 to form a repressor complex that regulates ABA signaling and drought adaptation in *Arabidopsis*

Akhtar Ali<sup>1,2,8,\*</sup>, Shah Zareen<sup>1,8</sup>, Zein Eddin Bader<sup>3</sup>, Junghoon Park<sup>1</sup>, Irfan Ullah Khan<sup>4</sup>, Kisuk Park<sup>1</sup>, Nasseem Albakri<sup>1</sup>, Min Jae Bae<sup>1</sup>, Ray A. Bressan<sup>5</sup>, Jose M. Pardo<sup>6</sup>, Dae-Jin Yun<sup>1,\*</sup> and Zheng-Yi Xu<sup>7,\*</sup>

<sup>8</sup>These authors contributed equally to this article.

<https://doi.org/10.1016/j.xplc.2026.101843>

## ABSTRACT

Plants rely on chromatin-mediated transcriptional control to fine-tune stress responses; however, the evolutionary conservation and functional diversification of repressor complexes remain incompletely understood. Here, we identify GPS2-like protein (GPL) as the missing component of the plant counterpart of the animal nuclear receptor–corepressor complex. GPL interacts with HOS15, PWR, and HDA6/HDA9 to form a chromatin repressor module that suppresses abscisic acid (ABA)-responsive genes. Loss-of-function *gpl* mutants exhibit ABA hypersensitivity and enhanced drought tolerance, whereas *GPL* overexpression confers ABA insensitivity. Mechanistically, GPL promotes histone H3K9 deacetylation and dimethylation at stress-responsive loci and stabilizes HOS15 to ensure its nuclear retention. Global RNA sequencing reveals widespread derepression of ABA-responsive transcriptional networks in *gpl* mutants. Under stress conditions, ABA destabilizes the GPL–HOS15 complex, relieving repression and activating defense-related genes. These findings establish GPL as the plant homolog of GPS2 and reveal that the GPL–HOS15 repressor complex functions as a chromatin-mediated rheostat to dynamically balance growth and drought adaptation. Our work provides mechanistic insight into stress-responsive chromatin remodeling and identifies GPL as a potential target for engineering climate-resilient crops.

**Key words:** chromatin remodeling, histone acetylation/methylation, ABA signaling, GPL, HOS15, HDA6

Ali A., Zareen S., Bader Z.E., Park J., Khan I.U., Park K., Albakri N., Bae M.J., Bressan R.A., Pardo J.M., Yun D.-J., and Xu Z.-Y. (2026). A GPS2-like protein interacts with HOS15 and HDA6 to form a repressor complex that regulates ABA signaling and drought adaptation in *Arabidopsis*. *Plant Comm.* 7, 101843.

## INTRODUCTION

Plants, as sessile organisms, must dynamically adapt their growth, development, and physiology to fluctuating environmental conditions, including abiotic stresses such as drought, salinity, and temperature extremes, as well as biotic challenges such as pathogen attack (Oh et al., 2012; Wu et al., 2012; Zhu,

2016). These adaptive responses are regulated by intricate molecular mechanisms, with plant hormones playing central roles in coordinating biochemical and physiological processes (Verma et al., 2016; Waadt et al., 2022). Among these hormones, abscisic acid (ABA) acts as a key regulator of stress responses and developmental programs, including seed maturation, embryo morphogenesis, stomatal movement, and

flowering time (Cao et al., 2011; Collin and Daszkowska-Golec, 2025; Wei et al., 2025). Elucidating the molecular machinery underlying ABA-mediated stress adaptation is therefore essential for developing climate-resilient crops, a pressing need in the face of global environmental challenges (Rivero et al., 2022; Xiong et al., 2022).

Epigenetic regulation, including chromatin remodeling and histone modification, is a key mechanism by which plants fine-tune gene expression in response to environmental cues (Kim et al., 2015; Asensi-Fabado et al., 2017; Tresas et al., 2025). In *Arabidopsis*, the WD40-repeat protein HOS15 functions as a substrate receptor of the DDB1–CUL4 E3 ubiquitin ligase complex, targeting key regulators such as OPEN STOMATA 1 (OST1) and DROUGHT-INDUCED LIKE 19 (DIL9) for degradation, thereby negatively modulating ABA signaling and drought responses (Ali et al., 2019; Zareen et al., 2025). Beyond its role in protein turnover, HOS15 forms multifunctional complexes with POWERDRESS (PWR) and HISTONE DEACETYLASE 9 (HDA9), contributing to chromatin remodeling and transcriptional reprogramming in processes such as stress adaptation, pathogen defense, flowering-time regulation, and microRNA biogenesis (Park et al., 2018a, 2019, 2023; Suzuki et al., 2018; Ali and Yun, 2020; Lim et al., 2021, 2023; Zareen et al., 2022). In addition, HOS15 interacts with HISTONE DEACETYLASE 2C (HD2C) to regulate cold stress responses, NON-EXPRESSOR OF PR1 (NPR1) to modulate immunity, and GIGANTEA (GI) to control flowering, underscoring its central and versatile role in plant regulatory networks (Park et al., 2018a; Shen et al., 2020; Ahn et al., 2023).

In animal systems, the nuclear receptor (NR)–corepressor complex—comprising NCoR1, HDAC3, TBL1, and GPS2 (G-protein Pathway Suppressor 2)—regulates gene expression across diverse physiological processes, including metabolism, cell proliferation, DNA repair, apoptosis, brain development, and breast cancer (Zhang et al., 2002; Yoon, 2003; Rosenfeld et al., 2006; Karagianni and Wong, 2007; Huang et al., 2015; Ferrero et al., 2025). Although plant homologs of NCoR1 (PWR), HDAC3 (HDA9), and TBL1 (HOS15) have been identified (Park et al., 2018a; Mayer et al., 2019; Lim et al., 2021), the plant counterpart of GPS2 has remained unknown, limiting our understanding of the evolutionary conservation and functional adaptation of this repressor complex in plants.

Here, we identify GPS2-like (GPL; AT3G47850) as a novel HOS15-interacting protein homologous to human GPS2, thereby completing the plant equivalent of the NR–corepressor complex. Our findings reveal that GPL and HOS15 exhibit interdependent protein stability, as loss of either protein leads to destabilization of the other. Similar to *hos15-2* mutants, *gpl* loss-of-function mutants display severe growth defects, hypersensitivity to ABA and salt stress, and enhanced drought resistance, indicating that GPL and HOS15 function within a shared regulatory pathway. Global RNA sequencing (RNA-seq) analyses demonstrate that GPL represses ABA-responsive genes, such as *AHG3*, *RD20*, and *RD29A*, through epigenetic mechanisms, as evidenced by reduced DNA methylation and increased histone H3K9 acetylation in *gpl* mutants. These results establish the GPL–HOS15 complex as a dynamic epigenetic rheostat that modulates ABA signaling and drought responses, offering insight into transcrip-

tional reprogramming during plant stress adaptation and potential avenues for engineering stress-resilient crops.

## RESULTS

### GPL, a novel HOS15 interactor and plant homolog of GPS2

HOS15, a WD40-repeat protein, is a key regulator of ABA signaling and drought stress responses. It functions as a substrate receptor of the DDB1–CUL4 E3 ubiquitin ligase complex, targeting proteins such as OST1 for degradation (Ali et al., 2019). Additionally, HOS15 forms a transcriptional corepressor complex with PWR and HDA9, modulating chromatin structure to regulate gene expression during stress adaptation, flowering, and other developmental processes (Suzuki et al., 2018; Mayer et al., 2019; Zareen et al., 2022; Lim et al., 2023). To further investigate the HOS15 regulatory network, we reanalyzed our previously reported HOS15 immunoprecipitation–mass spectrometry (IP–MS) dataset to identify novel interacting partners (Park et al., 2018b). Among the identified proteins, AT3G47850 stood out due to its 26.7% sequence similarity and structural resemblance to human GPS2, a core component of the animal NR–corepressor complex (Supplemental Figures 1 and 2; Zhang et al., 2002; Huang et al., 2015). We designated this protein GPS2-like (GPL). Phylogenetic analysis revealed that GPL is conserved as a single-copy gene across plant species, underscoring its evolutionary significance (Supplemental Figure 3 and Supplemental Table 1). In animals, GPS2 interacts with NCoR1, HDAC3, and TBL1 to form the NR–corepressor complex, which represses gene expression in processes such as metabolism and cell proliferation (Zhang et al., 2002; Yoon, 2003; Ferrero et al., 2025). To test whether GPL functions within a similar complex in plants, we investigated its interactions with the *Arabidopsis* homologs of these components: HOS15 (homolog of TBL1), PWR (homolog of NCoR1), and HDA9 (homolog of HDAC3). Yeast two-hybrid (Y2H) assays confirmed that GPL physically interacts with HOS15, PWR, and HDA9 (Figure 1A). The interaction between HOS15 and GPL was further validated by co-immunoprecipitation (co-IP) assays in both transient expression systems and stable *Arabidopsis* transgenic lines (Figures 1B and 1C). Furthermore, IP–MS analysis reconfirmed that GPL interacts with HOS15, PWR, histone deacetylases HDA9 and HDA6, RPN1A, a 26S proteasome regulatory subunit, and several other proteins, including transcription factors, highlighting the involvement of GPL in epigenetic regulation (Supplemental Figure 4 and Supplemental Table 2). These findings establish GPL as the plant homolog of GPS2 and suggest that it forms a corepressor complex with HOS15, PWR, and HDA9/HDA6. This complex likely plays a critical role in the epigenetic regulation of target loci, thereby bridging plant and animal chromatin remodeling pathways and expanding our understanding of HOS15's multifaceted regulatory functions.

### Loss-of-function *gpl* mutants display ABA hypersensitivity and enhanced drought resilience

Our previous studies have shown that *hos15-2* mutants exhibit ABA hypersensitivity and enhanced drought resistance, whereas *pwr* and *hda9* mutants display ABA insensitivity and

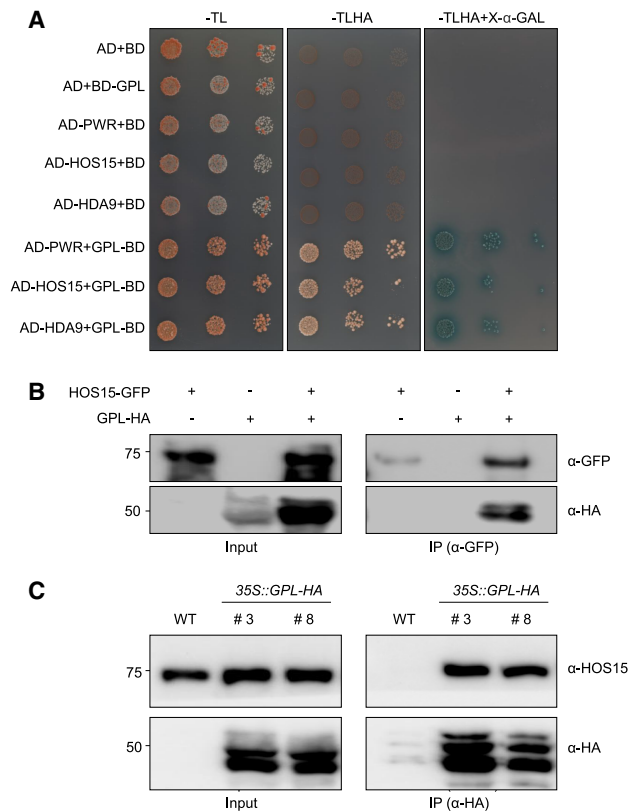

**Figure 1. GPL interacts with HOS15, HDA9, and PWR.**

**(A)** GPL physically interacts with PWR, HOS15, and HDA9. A Y2H assay was performed using HOS15, PWR, and HDA9 as prey and GPL as bait to assess their interactions. Empty vectors (AD or BD) were used as negative controls. Yeast cells were grown for 5 days on media supplemented with X-α-GAL but lacking TL, TLHA, or TLHA, after which images were taken. **(B)** GPL interacts with HOS15 as shown by co-immunoprecipitation. GPL-HA and HOS15-GFP were transiently co-expressed in tobacco leaves. After 3 days, total proteins were extracted from leaves and immunoprecipitated with anti-GFP antibodies. Immunoblot analysis was performed using anti-GFP and anti-HA antibodies.

**(C)** GPL interacts with HOS15 in *Arabidopsis*. Total proteins were extracted from 10-day-old 35S::GPL-HA *Arabidopsis* seedlings and immunoprecipitated with anti-HA antibodies. Immunoblot analysis was performed using anti-HA and anti-HOS15 antibodies. WT plants were used as a control.

drought sensitivity (Ali et al., 2019; Baek et al., 2020; Khan et al., 2020). Given that GPL interacts with HOS15, PWR, and HDA9 within a plant NR-corepressor complex analog (Figure 1A and Supplemental Table 2), we hypothesized that GPL also plays an important role in regulating ABA signaling and stress responses. To test this hypothesis, we generated *gpl* loss-of-function mutants using the CRISPR–Cas9 system by targeting the *GPL* gene (AT3G47850) (Supplemental Figure 3A). The mutants were validated by genotyping and sequencing to confirm targeted disruptions (Supplemental Figures 4B and 3C). Phenotypic analysis revealed that *gpl* mutants exhibited dwarfism and early flowering, resembling the *hos15-2*, *pwr*, and *hda9* mutants (Supplemental Figures 5D–5G; Lim et al., 2023). Notably, overexpression of *GPL* in the *gpl-1* mutant background fully rescued these phenotypic defects (Supplemental Figures 5F–5I).

To assess the role of GPL in ABA signaling, we evaluated *gpl* mutants for ABA sensitivity during germination and root growth. Compared with wild-type (WT) Columbia-0 (Col-0) plants, *gpl* mutants displayed pronounced ABA hypersensitivity, as indicated by reduced germination rates and inhibited root elongation under ABA treatment (Figures 2A and 2B; Supplemental Figure 6). In contrast, GPL overexpression lines were insensitive to ABA treatment during germination, supporting the role of GPL as a negative regulator (Supplemental Figures 7A and 7B). To further examine the role of GPL in drought stress, we subjected *gpl* mutants to a 14-day water-withholding assay followed by rewatering. The *gpl* mutants exhibited significantly greater drought tolerance than WT plants, with higher survival rates (Figure 2C), whereas GPL overexpression lines showed WT-like responses to dehydration (Supplemental Figure 7C). This drought resilience in *gpl* mutants was associated with enhanced stomatal closure in response to ABA, as observed in leaf epidermal fragments (Figures 2D and 2E; Supplemental Figures 7D and 7E), suggesting that more rapid stomatal closure contributes to their drought-tolerant phenotype.

To investigate the molecular basis underlying these phenotypes, we analyzed the expression of ABA- and drought-responsive genes in *gpl* mutants. Genes such as *DREB2A*, *LEA7*, and *RD29A* were significantly upregulated in *gpl* mutants compared with WT following ABA treatment (Figure 2F), supporting a role for GPL as a transcriptional repressor. These findings align with the ABA hypersensitivity and drought resistance observed in *hos15-2* mutants (Ali et al., 2019) but contrast with the ABA insensitivity and drought sensitivity of *pwr* and *hda9* mutants (Baek et al., 2020; Khan et al., 2020). Collectively, these results demonstrate that, similar to HOS15, GPL functions as a negative regulator of ABA signaling and enhances drought resilience, likely through its incorporation into the HOS15–PWR–HDA9/HDA6 repressor complex, with distinct contributions to stress-response pathways.

### Interdependent stability and ABA-mediated regulation of GPL and HOS15

Our previous work demonstrated that HOS15 stability depends on functional PWR and HDA9, key components of a plant NR-corepressor complex analog (Lim et al., 2023). Given that GPL interacts with HOS15, PWR, and HDA9 (Figures 1A–1C), we hypothesized that GPL and HOS15 may also reciprocally regulate each other's stability. To test this, we generated 35S::GPL-HA transgenic lines in both WT and *hos15-2* backgrounds. Immunoblot analysis revealed significantly reduced GPL protein levels in *hos15-2* compared with WT, indicating that HOS15 is required for GPL stability (Figure 3A). Treatment with the proteasome inhibitor MG132 prevented GPL degradation, whereas the protein synthesis inhibitor cycloheximide (CHX) accelerated its decay, supporting proteasome-mediated regulation of GPL (Supplemental Figure 8). Conversely, increased HOS15 levels stabilized the GPL protein (Figure 3B). Together, these results identify HOS15 as a key determinant of GPL stability. Given their roles in ABA signaling, we next examined the effects of ABA on GPL and HOS15 stability (Ali et al., 2019). In 10-day-old 35S::GPL-HA seedlings treated with ABA for 16 h in the presence of CHX, GPL protein was completely degraded, and HOS15 protein levels

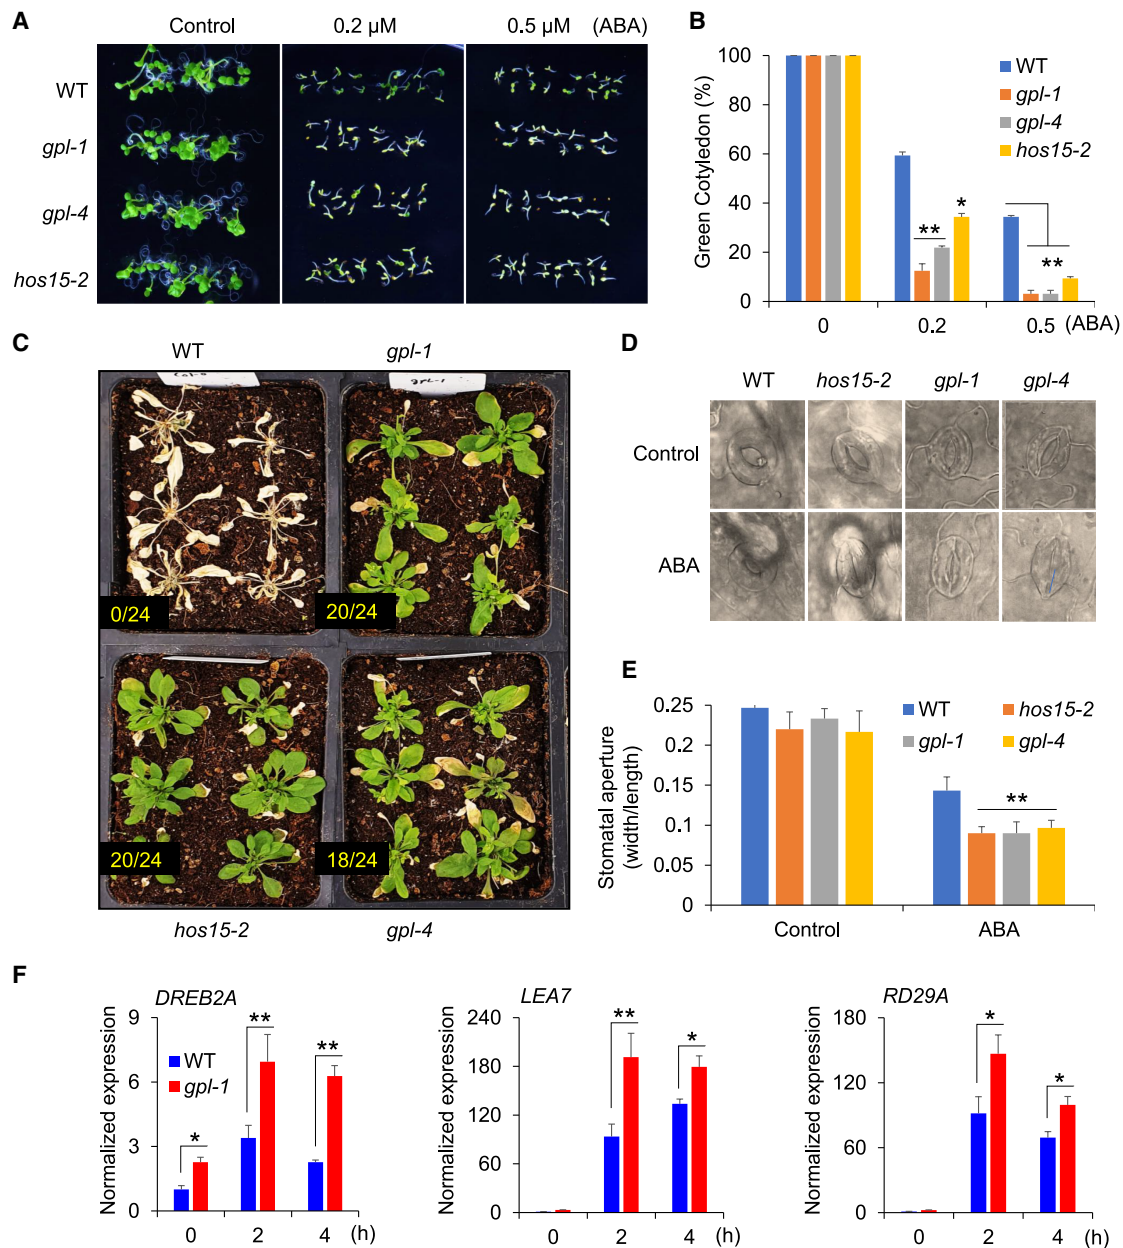

**Figure 2. GPL-CRISPR lines are ABA hypersensitive and drought resilient.**

**(A)** The GPL mutation confers ABA hypersensitivity during germination. Seeds of WT (Col-0), *hos15-2*, and *gpl* mutants were germinated on  $\frac{1}{2}$  MS medium supplemented with the indicated concentrations of ABA ( $\mu$ M) in a long-day chamber at 22°C. Photographs were taken on day 6 (control) and day 10 (ABA) after germination. The *hos15-2* mutant was used as an experimental control.

**(B)** Green cotyledons were counted after 7 days. Error bars represent SE ( $n = 3$  independent experiments, each with three replicates). Statistical significance was determined by Student's *t*-test (\* $p < 0.05$ , \*\* $p < 0.01$ ).

**(C)** *gpl* loss-of-function mutants exhibit enhanced tolerance to dehydration stress. Seeds of WT, *hos15-2*, and *gpl* mutants were germinated on  $\frac{1}{2}$  MS medium for 1 week and then transferred to soil. Drought-tolerance assays were performed on 3-week-old plants by withholding water for 14 days followed by rewatering. Photographs were taken 3 days after rewatering. The *hos15-2* mutant served as the control. Survival rates were measured using two pots per genotype after the drought treatment.

**(D)** *gpl* mutants exhibit rapid stomatal closure upon exposure to ABA (10  $\mu$ M). The *hos15-2* mutant was used as a positive control.

**(E)** Stomatal size (width/length) was measured using ImageJ software, with error bars representing SE ( $n = 10$  stomata per genotype). Statistical significance was determined by Student's *t*-test (\*\* $p < 0.01$ ).

**(F)** GPL represses ABA- and drought-responsive genes. Expression of stress-related genes was analyzed in WT and *gpl-1* mutant plants. Seeds of WT and *gpl-1* were grown on  $\frac{1}{2}$  MS medium for 7 days and then treated with 50  $\mu$ M ABA at room temperature for 0, 2, and 4 h. After treatment, total RNA was extracted, and RT-qPCR analysis was performed. *UBQ5* was used as the internal control. Error bars represent SE. Statistical significance was determined by Student's *t*-test (\* $p < 0.05$ , \*\* $p < 0.01$ ).

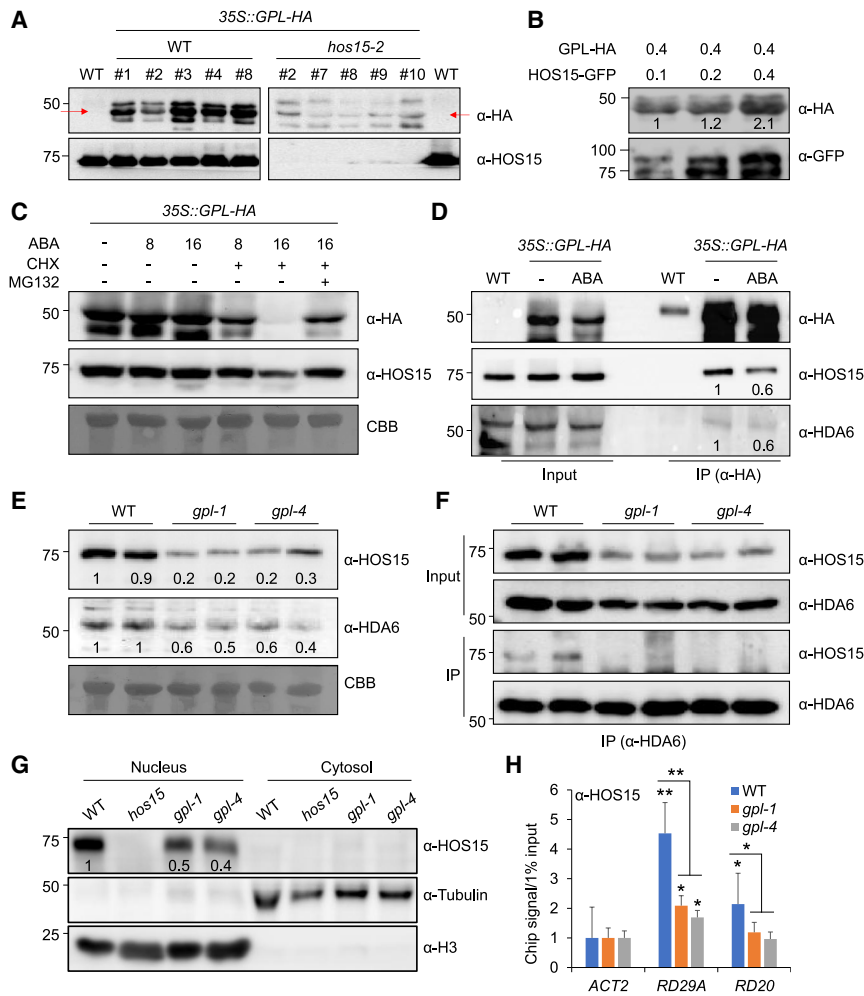

**Figure 3. GPL and HOS15 reciprocally regulate each other's stability.**

**(A)** HOS15 function is required for GPL stability. Total proteins were extracted from 10-day-old transgenic lines expressing 35S::GPL-HA in WT and the *hos15-2* background. Immunoblot analysis was performed using anti-HA and anti-HOS15 antibodies. Red arrows indicate GPL-HA (numbers denote independent transgenic lines).

**(B)** HOS15 promotes GPL protein accumulation. GPL and HOS15 were transiently expressed in tobacco leaves, with GPL kept constant (OD 0.4) while HOS15 levels were gradually increased. Total proteins were extracted and immunoblotted with anti-HA and anti-GFP antibodies.

**(C)** GPL is destabilized upon ABA treatment. Total proteins were extracted from 10-day-old 35S::GPL-HA-expressing *Arabidopsis* seedlings treated with ABA (50  $\mu$ M) and CHX for the indicated times (h). Immunoblot analysis was performed using anti-HA and anti-HOS15 antibodies. Coomassie Brilliant Blue (CBB) staining was used as a loading control.

**(D)** GPL interacts with HOS15 and HDA6 in *Arabidopsis*. Ten-day-old 35S::GPL-HA-expressing *Arabidopsis* seedlings were treated with or without 50  $\mu$ M ABA for 4 h. Total proteins were extracted and immunoprecipitated with anti-HA antibodies. Immunoblot analysis was performed using anti-HA, anti-HOS15, and anti-HDA6 antibodies. WT was used as a control.

**(E)** HOS15 and HDA6 proteins are destabilized in *gpl* mutants. Total proteins were extracted from 10-day-old seedlings of WT and *gpl* mutants (two lanes indicate two biological replicates). Immunoblot analysis was performed using anti-HOS15 and anti-HDA6 antibodies. CBB staining was used as a loading control.

**(F)** The interaction between HOS15 and HDA6 is impaired in *gpl* mutants. Total proteins were extracted from 10-day-old seedlings of WT and *gpl* mutants and immunoprecipitated with anti-HDA6 antibodies. Immunoblot analysis was performed using anti-HA, anti-HOS15, and anti-HDA6 antibodies. WT was used as a control.

impaired in *gpl* mutants. Total proteins were extracted from 10-day-old seedlings of WT and *gpl* mutants and immunoprecipitated with anti-HDA6 antibodies. Immunoblot analysis was performed using anti-HOS15 and anti-HDA6 antibodies (two lanes indicate two biological replicates).

**(G)** GPL function is required for HOS15 nuclear retention. Total proteins were extracted from 10-day-old seedlings of WT (Col-0) and *gpl* mutants. Immunoblot analysis was performed using anti-HOS15 antibodies. Histone H3 and tubulin were used as nuclear and cytosolic loading controls, respectively.

**(H)** The association of HOS15 with the *RD29A* and *RD20* promoters is reduced in *gpl* mutants. The promoter regions of *RD29A* and *RD20* were analyzed by ChIP-qPCR. ChIP assays were carried out using anti-HOS15 antibodies. ACTIN2 served as the internal control. Error bars represent SE. Statistical significance was determined by Student's *t*-test (\* $p$  < 0.05, \*\* $p$  < 0.01).

were similarly compromised (Figure 3C). This coordinated destabilization suggests that ABA triggers dissociation of the GPL-HOS15 complex, enabling rapid stress responses. Because HOS15 interacts with HISTONE DEACETYLASE 6 (HDA6) (Park et al., 2018a) and both *hos15-2* and *hda6* mutants exhibit ABA hypersensitivity (Chen et al., 2010; Luo et al., 2012; Ali et al., 2019), we next investigated whether GPL also interacts with HDA6. Co-IP using anti-HA antibodies in 35S::GPL-HA seedlings confirmed that GPL associates with both HDA6 and HOS15, and ABA treatment partially weakened these interactions (Figure 3D). To further explore GPL's role in stabilizing this complex, we examined HOS15 and HDA6 protein levels in *gpl* mutants. Both proteins were significantly reduced in *gpl* mutants compared with WT (Figure 3E). Moreover, the interaction between HOS15 and HDA6 was abolished in *gpl* mutants, indicating that GPL is essential for maintaining the integrity of this repressor complex (Figure 3F).

Consistent with this, nuclear-cytoplasmic fractionation and chromatin immunoprecipitation (ChIP) assays revealed that both nuclear accumulation of HOS15 and its binding to the promoters of ABA-responsive genes (*RD29A* and *RD20*) were compromised in *gpl* mutants (Figures 3G and 3H). To distinguish effects on nuclear localization from those on protein stability, *gpl* mutants were treated with the proteasome inhibitor MG132 to restore HOS15 protein levels to those observed in WT plants. Indeed, MG132 treatment stabilized HOS15 in *gpl* mutants (Supplemental Figure 9A). However, ChIP-qPCR analyses revealed that, even when HOS15 abundance was restored to WT levels (*gpl* + MG132), its association with target loci (e.g., *RD29A*) remained reduced in *gpl* mutants (Supplemental Figure 9B). These findings demonstrate that GPL not only stabilizes HOS15 but also promotes its transcriptional regulatory activity, highlighting their interdependent roles in the epigenetic regulation of the ABA pathway.

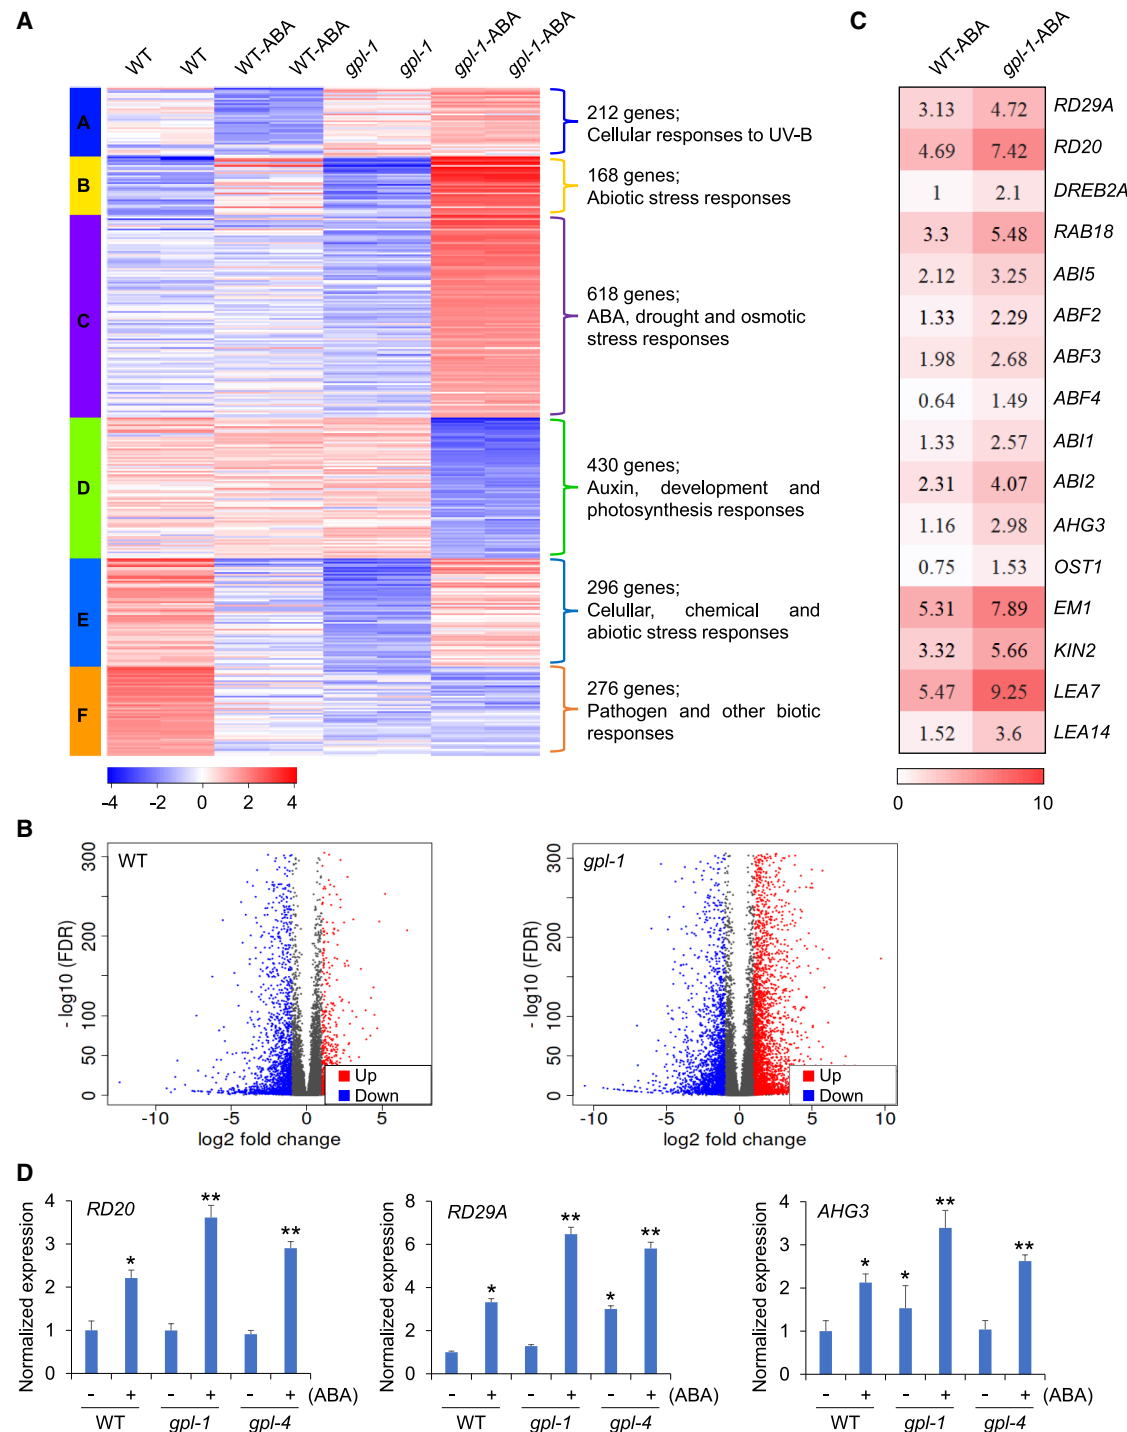

**Figure 4. GPL represses ABA-responsive genes.**

**(A)** Heatmap of DEGs between WT and *gpl-1* mutants with or without ABA treatment. ABA- and abiotic stress-responsive genes are strongly upregulated in *gpl* mutants, whereas genes related to auxin signaling, growth and development, and pathogen and other biotic stress responses are downregulated. Expression values are shown as gene-wise Z scores (genes centered by subtracting the mean and scaled by the standard deviation, with values capped at  $\pm 3$ ). Clusters “A” to “F” on the left border represent different clusters (see [Supplemental Figure 10](#) for Gene Ontology terms associated with each cluster).

**(B)** Volcano plot showing significantly upregulated and downregulated genes (FDR < 0.05) in WT and *gpl-1* plants upon ABA treatment. In WT plants, 3,003 DEGs were identified, including 986 (32.8%) upregulated and 2,017 (67.2%) downregulated genes. In *gpl-1* plants, 6,069 DEGs were identified, including 3,617 (59.6%) upregulated and 2,452 (40.4%) downregulated genes.

(legend continued on next page)

### GPL negatively regulates the ABA-responsive transcriptional network

How the deposited data were processed for this re-analysis (not part of the article)

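RNA from WT and gpl-1 seedlings, each with and without ABA, was sequenced in 3 libraries per group. The groups and replicate numbers were taken from the sample records and the paper. The count column of each gpl-1 file is headed by another line name than gpl-1, which neither the paper nor the sample records explain, and the files were assigned by their records. The mutated gene could not be used to check the labels, because the counts are not given per gene.

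The authors aligned the paired-end reads to TAIR10 with Bowtie2 and deposited raw counts made with featureCounts 2.0.1, grouped by gene biotype. Fragments were counted over exons without strand, with both mates mapped, without chimeric pairs, and with marked duplicates included. The deposited totals lie between 24735276 and 34329165 fragments per library. An unstranded count can assign antisense reads to the wrong biotype, counted duplicates add to abundant transcripts, and a default of featureCounts leaves out fragments that overlap features of different biotypes.

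The tests planned before the data were examined assumed counts per gene. They comprised edgeR fits of the ABA responses, of gpl-1 against WT and of their interaction, gene families, clusters, clock, handling and reference genes, and GPL in every sample. With counts per biotype none of them could be run, and the results given here are the ones the values allow. Counts per biotype were divided by the library total and scaled to counts per 1000000. Libraries of one group were compared by a chi-square test over the 9 biotypes, in place of the planned comparison over genes. The limit of 1.1 set beforehand for the ratio of chi-square to its degrees of freedom was meant for a table of genes. Applied to the biotypes it would count replicates 1 and 2 as 1 sample in WT and in WT with ABA, and as separate samples in gpl-1 and in gpl-1 with ABA. After the ratios were seen, they were instead counted as 1 sample in every group and their counts summed, because replicate 3 lies so much farther away. Over 9 biotypes chance alone gives ratios up to 1.94 in 95% of pairs, and the pair of gpl-1 with ABA, at 2.31, exceeds that too. With 2 samples per group an exact permutation test of biotype shares in 1 group against another cannot give a p under 0.33. No other test of biotype shares between groups was run, and none over all groups together.

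Gene-level values come from the first 1999 of the 33602 rows of Supplemental Dataset 1, which hold replicates 1 and 2 and are in the order of gene identifiers. The table does not name its unit. Fold changes are differences of log2(mean + 1), a scale that understates the change of low rows, and a row was counted as changed above 1 or below -1. The pseudocount, the use of all rows and the counting without a test were chosen after the values, and row counts with pseudocounts of 1 and 0.1, had been seen. Because this is part of a table, no overlap, enrichment or set test was run on it, and the counts describe these rows only. The genes named are those of the list fixed before the data were examined that fall in these rows: genes of Figure 4C, clade A protein phosphatase genes and clock genes, which gave LEA14, HAI2 and LHY. The values of LHY in Supplemental Dataset 1 had been seen before that list was written. EPR1 was added as a test of one explanation before its values were seen. The row counts were tested on simulated data for the ABA response in WT: of 1999 simulated rows, all 200 changed rows were called in the right direction and 0 unchanged rows were called. Every simulated change was larger than the fold limit and was placed on a row with a mean of at least 5. The simulated noise was only the small spread between replicates 1 and 2. With these settings a full recovery was certain, so it checks the computation and not how the real row counts would hold. The chi-square test was tested on 1000 simulated pairs drawn from the same shares, which gave a mean ratio of 1.02 and a p under 0.05 in 6.5% of pairs.

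Guide and primer sequences of Supplemental Table 3 were matched to both strands of TAIR10.1 without mismatches, and the allele ends drawn in Figure S5C were located in the same sequence. The chromosome names of the deposited annotation are those of TAIR10, and the coordinates of exons 1, 2 and 3 of GPL are identical in both annotations.

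Alternatives were a pseudocount of 0.1, a minimum mean of 5 in 1 or more groups, scaling of the columns by their median ratio to the row means, and each library left out in turn, and for biotype shares the libraries as deposited, other totals and single replicates. Only leaving out libraries had been set before the data were examined. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.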

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

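All tests in this part were chosen after the result was seen. Replicate 3 of each group appears in no panel or table of the RNA-seq experiment used here, and its biotype shares stand apart from those of replicates 1 and 2. The smaller ratio of chi-square to its degrees of freedom, against replicate 1 or 2, was 3935 in WT, 384 in WT with ABA, 1921 in gpl-1 and 1777 in gpl-1 with ABA. Between replicates 1 and 2 the ratio was at most 2.31. Replicate 3 also had the lowest total of each group.

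The ratio is measured against counting noise, which would leave it near 1, so it already takes the lower depth of replicate 3 into account. The rRNA share was lower in replicate 3 than in replicates 1 and 2 in all 4 groups (1573 against 3714 CPM in WT, 1115 against 1536 in WT with ABA, 1493 against 2725 in gpl-1, 1303 against 2315 in gpl-1 with ABA), but rRNA alone does not account for the gap, since with rRNA left out the smallest ratio was still 178. An exchange of the WT and WT ABA libraries of replicate 3, or a single wrong label, cannot account for the whole pattern, since both gpl-1 groups showed it too, with ratios of at least 1777. For WT alone, replicate 3 of WT lay nearer to replicates 1 and 2 of WT with ABA (a distance of 0.491 between centred log2 shares) than to those of WT (2.02). Replicate 3 of WT with ABA lay 1.09 farther from WT than from its own group, but every replicate 3 library lay farther from WT than from WT with ABA, so this does not tell whether these libraries were exchanged. Replicate 3 of gpl-1 and of gpl-1 with ABA also lay nearer to replicates 1 and 2 of WT with ABA (0.801 and 0.848) than to those of their own group (1.05 and 1.30), so this nearness is not particular to the WT library. An exchange stays open for the WT groups alone, and a wrong label for any single group.

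What stays open for the whole pattern is a shared library or sequencing batch and a biological difference between separate sets of seedlings. The deviations of replicate 3 from replicates 1 and 2 had correlations across 8 biotypes between 0.0029 and 0.786 for the 6 pairs of groups. Some pairs of groups thus shared them and some did not, and 8 biotypes are too few to exclude a batch. Besides rRNA, the ncRNA share was lower in replicate 3 in every group, and protein-coding genes, snoRNA and snRNA were higher in every group. The direction of miRNA, tRNA, pseudogenes and transposable elements differed between groups. Neither the sample records nor the paper name a batch. The near identity of replicates 1 and 2 may come from repeat libraries or runs of one RNA pool, since the methods describe one pool per genotype and treatment, and the ratios between them were 0.815 to 2.31 against at least 384 for replicate 3. Repeat runs of one library would leave sampling noise only, and the pair of gpl-1 with ABA, at 2.31, is above the limit of 1.94 for that noise. The limit covers 95% of single pairs, and the chi-square test gave this pair a p of 0.018, not adjusted. Since a pair was checked in each of the 4 groups, 1 pair above the limit does not exclude repeat runs. This was not tested further.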

How the results depend on the processing

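Leaving out single libraries was set as an alternative before the data were examined. The other settings in this part were chosen after seeing the data. In the first 1999 rows of Supplemental Dataset 1, rows lower with ABA outnumbered rows higher in WT, and rows higher outnumbered rows lower in gpl-1, under each setting tried. The share of changed rows that were higher was 37.0% in WT and 60.9% in gpl-1. It was 37.5% and 55.0% with a pseudocount of 0.1, 40.2% and 62.8% over rows with a mean of at least 5 in 1 or more groups, and 32.2% and 66.4% after division of each column by its median ratio to the row means. It ranged from 37.6% to 38.9% in WT and from 59.2% to 60.9% in gpl-1 across the 4 fits of each that left out one library.

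A pseudocount of 0.1 raised the counts most, because it lets low rows pass the fold limit. It gave 78 rows higher and 130 lower with ABA in WT, against 47 and 80. In gpl-1 it gave 232 higher and 190 lower with ABA, against 170 and 109. For gpl-1 against WT it gave 220 higher and 231 lower with ABA, against 149 and 127, and 78 higher and 168 lower without ABA, against 40 and 102. For the difference of the responses it gave 277 and 290, against 202 and 178. In the comparisons of gpl-1 with WT after ABA and of the responses, the larger side therefore changed with the pseudocount. Division by the median ratio moved the split the other way, to 175 higher and 98 lower after ABA and to 236 and 137 for the difference of the responses. The median log2 fold change of the 1492 rows with a mean of at least 1 in some group was -0.15 for gpl-1 against WT with ABA, -0.11 for ABA in gpl-1 and 0.08 for ABA in WT, which that division removes.

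Of 136 values of named genes under alternatives, 44 moved by more than the spread between replicates, and 0 changed sign. The largest move was 1.62 on the log2 scale. The log2 ratios of transposable element shares moved by less than the spread between samples under the alternatives tried for them, but that spread is wide. The ratio of gpl-1 to WT without ABA went from -0.11 with replicate 3 alone to 0.09 with replicates 1 and 2 alone, and was 0.04 with the limit of 1.1 for counting replicates as 1 sample. The ratio for ABA in gpl-1 was 0.07 with replicate 3 alone and -0.26 with replicates 1 and 2 alone, so both changed sign.

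No paired analysis was possible because the shared replicate numbers could not be shown to pair the libraries: the deviations of replicate 3 had correlations between groups from 0.0029 to 0.786, and neither the paper nor the sample records name a shared batch or day. Directions within replicates 1 and 2 and within replicate 3 are given as a description only. The alternatives planned for gene-level counts (DESeq2, other normalizations and filters in edgeR, fits of 2 groups, the replicate block, thresholds, gene set tests and clusters) were not run, because the deposited counts used here are per biotype.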

Differences from the paper's values

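The log2 fold change of LEA14 with ABA, computed from the paper's values in Supplemental Dataset 1, was 1.56 in WT and 3.88 in gpl-1, against the paper's about 1.5 and about 3.6 in Figure 4C, read by eye. With each library left out in turn the values stayed between 1.56 and 1.57 in WT and between 3.88 and 3.89 in gpl-1. This was the only alternative set before the data were examined. It could not have closed a gap, because replicates 1 and 2 are so close. The methods name DESeq2 for fold changes, and the error of the reading by eye was not measured. Whether the values really differ is therefore not known. Division of each column by its median ratio to the row means, chosen after seeing the values, gave 1.49 in WT, which reaches the paper's about 1.5 in Figure 4C, and 3.98 in gpl-1, which does not reach its about 3.6.

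LEA14 was 4.05-fold higher in gpl-1 with ABA than in WT with ABA in Supplemental Dataset 1, against the paper's about 12-fold in the LEA14 panel of Supplemental Figure 11, read by eye. None of the alternatives set before the data were examined closed the gap, with values from 4.03 to 4.07. The points of the LEA7 panel of that figure lie nearer to the values the table lists for LEA14 than those of the LEA14 panel do.

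The discussion states that basal expression is raised in gpl mutants. Without ABA, 40 of the 1999 rows were more than 2-fold higher and 102 more than 2-fold lower in gpl-1 than in WT, and LEA14 and HAI2 had log2 fold changes of -0.30 and -0.88 (-1.85 for HAI2 with a pseudocount of 0.1). Most of the genes named in Figure 4C, AHG3, RD29A and RD20 included, are not among these rows, so the statement is not tested for them.

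The methods text gives a shorter deletion between the guide RNA sites of the gpl lines than the legend of Supplemental Figure 5 does. The deletions as drawn in that figure were 1210 bp in gpl-1 and 1228 bp in gpl-4, longer than in the methods text.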

Other observations

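The test of harvest time in this part was chosen after the values of LHY and before those of EPR1 were seen. The tests of scaling and of transposable elements were chosen after the results were seen.

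The excess of rows lower in gpl-1 against WT without ABA, 102 against 40, is not the work of scaling between the columns: after division of each column by its median ratio, 2.74 rows were lower for each row higher. These rows lie on one part of chromosome 1, replicates 1 and 2 stand for 1 sample, and replicate 3 has no gene-level values here, so a biological difference, handling and chance between pools of seedlings stay open and untested.

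LHY (AT1G01060), a clock gene with a peak near dawn, is listed at 1.91 ± 0.12 in WT, 9.86 ± 0.21 in WT with ABA, 0.835 ± 0.069 in gpl-1 and 0.313 ± 0.011 in gpl-1 with ABA (the paper's values, SD of replicates 1 and 2). Its log2 fold change was 1.90 with ABA in WT, -3.05 in gpl-1 against WT with ABA and -0.66 without ABA. A candidate explanation is that the groups were harvested at different times of day. EPR1 (AT1G18330), another gene of that family with a peak near dawn, would then move as LHY does. It did so in 2 of the 3 comparisons, with log2 fold changes of 0.22 with ABA in WT and -1.50 in gpl-1 against WT with ABA, and went the other way without ABA, at 1.07. In the response to ABA in gpl-1, which was not among the comparisons set beforehand, both genes fell (-0.48 for LHY and -2.35 for EPR1). That response follows by arithmetic from the 3 comparisons, so it is no further evidence for harvest time. The fall of EPR1 in it includes the rise of EPR1 without ABA. The outcome without ABA, set beforehand as the one against the explanation, argues against harvest time as the cause of the whole pattern, on the evidence of 1 gene. For the comparisons with ABA, harvest time stays open beside an effect of genotype and treatment.

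Transposable elements are a class that the discussion names as a main site of H3K9me2. Their share of counts in gpl-1 against WT without ABA had a log2 ratio of 0.09 in replicates 1 and 2 and of -0.11 in replicate 3. A general rise of these transcripts on loss of GPL needs a higher share in both, which was not seen without ABA. With ABA, the log2 ratio of gpl-1 to WT was 0.13 in replicates 1 and 2 and 0.0026 in replicate 3. It was thus higher in both, though barely so in replicate 3. In either comparison, 1 sample on each side is too few to show or to exclude a general rise.

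Over 7 biotypes other than protein-coding genes and snRNA, replicates 1 and 2 together and replicate 3 moved in the same direction in 13 of 28 cases across 4 comparisons, where no change would give about 14, with rRNA among them in all 4. The snRNA share, which rests on 10 to 27 counts per library, also moved in the same direction in all 4. The tRNA share rose with ABA in WT from 181 to 401 CPM in replicates 1 and 2 and fell from 479 to 306 in replicate 3. No biological explanation was tested for it.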
